# Endothelial c-Maf prevents MASLD-like liver fibrosis by regulating chromatin accessibility to suppress pathogenic microvascular cell subsets

**DOI:** 10.1016/j.jhepr.2025.101475

**Published:** 2025-06-06

**Authors:** Manuel Winkler, Theresa Staniczek, Maximilian Suhayda, Sina Wietje Kürschner-Zacharias, Johannes Hoffmann, Julio Cordero, Linda Kraske, Hannah Maude, Dorka Nagy, Rita Manco, Carsten Sticht, Michelle Neßling, Karsten Richter, Gergana Dobreva, Anna Maria Randi, Inês Cebola, Kai Schledzewski, Philipp-Sebastian Reiners-Koch, Sergij Goerdt, Christian David Schmid

**Keywords:** Cirrhosis, Liver sinusoidal endothelial cells (LSEC), Capillarization, Single-cell RNA-Seq analysis, ATAC-Seq analysis

## Abstract

**Background & Aims:**

Liver sinusoidal endothelial cells (LSECs) are highly specialized components of the hepatic vascular niche, regulating liver function and disease pathogenesis through angiocrine signaling. Recently, we identified GATA4 as a key transcription factor controlling LSEC development and protecting against liver fibrosis. As the transcription factor c-Maf was strongly downregulated in *Gata4*-deficient LSECs, we hypothesized that c-Maf might be an important downstream effector of GATA4 in LSEC differentiation and liver fibrogenesis.

**Methods:**

*Clec4g-iCre/Maf*^*fl/fl*^ (*Maf*^*LSEC-KO*^) mice with LSEC-specific *Maf* deficiency were generated and liver tissue was analyzed histologically. LSECs were isolated for bulk RNA-seq, ATAC-seq, and single-cell (sc) RNA-seq analysis. *Maf*^*LSEC-KO*^ livers were analyzed after MASH diet feeding. The expression of *MAF* and its targets was analyzed in published human scRNA-seq data.

**Results:**

Endothelial *Maf* deficiency resulted in perisinusoidal liver fibrosis (Sirius red 0.46% *vs*. 2.92%; *p* <0.05) without affecting metabolic liver zonation, accompanied by a switch from sinusoidal to continuous endothelial cell identity, which was aggravated upon MASH diet feeding (*p* <0.01). Furthermore, endothelial *Maf* deficiency caused LSEC proliferation (*p <*0.05) and expression of profibrotic angiocrine factors including *Pdgfb*, *Igfbp5*, *Flrt2, and Cxcl12*, among which FLRT2 (*p* <0.01) and CXCL12 (*p* <0.001) activated hepatic stellate cells *in vitro*. scRNA-seq revealed replacement of zonated LSEC subpopulations with capillarized, proliferative, sprouting and secretory endothelial cell subsets that promote liver fibrogenesis and angiogenesis. This fundamental dysregulation of LSEC gene expression and differentiation was caused by changes in chromatin accessibility and transcription factor activity following loss of *Maf*. Notably, endothelial *MAF* expression was also significantly reduced in human cirrhotic livers (*p <*0.0001).

**Conclusions:**

Hepatic endothelial c-Maf protects against metabolic dysfunction-associated steatohepatitis-like liver fibrosis and regulates endothelial differentiation and zonation by controlling chromatin opening.

**Impact and implications:**

This work builds on the known importance of liver sinusoidal endothelial cells in liver function and disease. Here, transcription factor c-Maf is identified as a master regulator in maintaining normal differentiation and zonation of liver sinusoidal endothelial cells, thereby protecting against the development of liver fibrosis/cirrhosis. The findings are significant for researchers and clinicians focusing on liver disease, as they suggest potential new targets for therapeutic intervention. These findings could instruct the development of novel preventive treatment options and antifibrotic therapy regimens as well as liver repair strategies, benefiting patients, clinicians and policy makers in the management of liver disease.

## Highlights

• Endothelial c-Maf prevents MASLD-like liver fibrosis.
• c-Maf is a master regulator of LSEC identity.
• c-Maf prevents development of pathogenic profibrotic endothelial cell subsets.
• c-Maf controls chromatin accessibility of LSEC.
• *MAF* is downregulated in human cirrhosis.

## Introduction

Liver sinusoidal endothelial cells (LSECs) represent a distinct organotypic endothelial cell (EC) subtype showing remarkable morphological and functional specialization. LSECs are discontinuous, exhibiting fenestrations and lacking a basement membrane, and together with resident hepatic macrophages, *i.e*. hepatic Kupffer cells, form a sinusoidal interface that allows direct interactions with stellate cells and hepatocytes, as well as easy exchange of blood cellular elements, nutrients and metabolites. LSECs play a central role in regulating blood flow and portal pressure, as well as in hepatic immune surveillance.^1^ In addition, LSECs control liver functions via angiocrine signaling. We and others have shown, for example, that iron metabolism is regulated by LSEC angiokines BMP2^2^ and BMP6,^3^ whereas metabolic liver zonation is controlled by angiocrine Wnt signaling.^4^

The establishment and maintenance of LSEC identity are regulated by signaling pathways and endothelial transcription factors. For example, we have shown that ALK1 signaling regulates hepatic vessel formation, angiodiversity, and angiocrine functions, thereby preventing hereditary hemorrhagic telangiectasia of the liver.^5^ Additionally, both our group and others have demonstrated the critical role of balanced Notch signaling in maintaining LSEC integrity.^6^^,^^7^

Few transcription factors have been described to control LSEC differentiation and liver functions. Loss of the ubiquitous endothelial transcription factor ERG caused endothelial-mesenchymal transition in LSECs and led to the development of periportal liver fibrosis.^8^ Our group identified GATA4 as a transcription factor specifically expressed in LSECs (compared to endothelial cells in most other vascular beds). As assessed in *Stab2-cre/Gata4*^*fl/fl*^ mice with loss of *Gata4* in endothelial cells early in embryonic development, we demonstrated that GATA4 controls embryonic LSEC differentiation and fetal hematopoiesis.^9^ Using *Clec4g-iCre/Gata4*^*fl/fl*^ mice with liver endothelial-specific loss of *Gata4* late in fetal life, we demonstrated that endothelial GATA4 controls metabolic dysfunction-associated steatohepatitis (MASH)-like perisinusoidal liver fibrosis by preventing a pathogenic switch in angiocrine signaling.^10^ Notably, in the latter study, endothelial *Maf* expression was significantly downregulated in LSECs from *Clec4g-iCre/Gata4*^*fl/fl*^ mice, indicating that c-Maf might be a downstream effector of GATA4 that regulates LSEC differentiation and function.

Gómez-Salinero *et al.* have shown that specification of fetal liver endothelial progenitors to functional, zonated adult sinusoids requires c-Maf. However, loss of *Maf* in the inducible *VE-cadherin-CreERT2* model was not accompanied by development of either spontaneous periportal or perisinusoidal liver fibrosis, while carbon tetrachloride-induced periportal liver fibrosis was aggravated.^11^

Here, using *Clec4g-iCre/Maf*^*fl/fl*^ (*Maf*^*LSEC-KO*^) mice with a high penetrance of excision from late fetal life onwards in a LSEC-selective manner, we demonstrate that loss of liver sinusoidal endothelial *Maf* caused MASH-like perisinusoidal liver fibrosis. Perisinusoidal liver fibrosis was driven by sinusoidal capillarization and by a switch towards expression of pro-fibrotic angiokines. Single-cell (sc) RNA sequencing (RNA-seq) analysis of LSECs revealed a fundamental loss of LSEC identity and replacement of normal LSEC subpopulations with capillarized, proliferative, sprouting and secretory hepatic microvascular EC subsets in *Maf*^*LSEC-KO*^ mice. Finally, we show that endothelial c-Maf protects from liver fibrosis by controlling LSEC chromatin accessibility, promoting hepatic sinusoidal endothelial *vs*. continuous endothelial identity and suppressing activation of profibrotic and angiogenic endothelial gene programs in the liver.

## Materials and methods

### Ethical compliance

The experimental protocols used in this study complied with national and international ethical guidelines and, in case of animal models, were approved by the animal welfare commission of the Regierungspraesidium Karlsruhe (Karlsruhe, Germany).

### Animal models

Female and male mice aged 3 and 6 months were used in this study. Mice were hosted under specific pathogen-free conditions in single ventilated cages in a 12 h/12 h day/night cycle and fed *ad libitum* with a standard rodent diet (V1534-000, Ssniff) with free access to water.

For the generation of liver sinusoidal endothelial conditional *Maf*-knockout mice, *Clec4g-iCre* mice (C57BL/6N-Tg(*Clec4g*-icre)1.1Sgoe, MGI:6280453)^7^ were crossed with *Maf*-floxed mice (B6.129P2-*Maf*^*tm2.1Cbm*^, MGI:5316775).^12^ Mice with the genotype *Clec4g-iCre*^*tg/wt*^ *x Maf*^*fl/fl*^ indicating homozygous recombination were denoted as *Maf*^*LSEC-KO*^. In all experiments, the littermates with the two genotypes *Clec4g-iCre*^*wt/wt*^ *x Maf*^*fl/fl*^ and *Clec4g-iCre*^*wt/wt*^ *x Maf*^*fl/wt*^ were used as controls.

### Statistical analysis

Statistical analyses were conducted in R 4.1.2 (R Core Team) and Prism 10 (GraphPad Software). For sample size calculation, we suggested an α-level of 0.05 and a β-level of 0.2, while the power was adjusted for each experiment. Welch’s *t* test and Mann-Whitney *U* test were used for statistical testing. Two-way ANOVA followed by Tukey’s *post hoc* test was used for statistical comparison of more than two groups with two independent variables. A *p* value of <0.05 was considered statistically significant. The appropriate statistical test was chosen according to the requirements of each test (*e.g.* normal distribution). Normal distribution was assessed using the Shapiro-Wilk test.

### Additional methodological details

For further information on materials and methods, please refer to the supplementary data.

## Results

### Endothelial *Maf* deficiency causes perisinusoidal liver fibrosis without affecting metabolic liver zonation

To investigate the role of c-Maf in LSEC differentiation and liver function, we generated a novel mouse model by crossing *Maf*-floxed mice with *Clec4g-iCre* driver mice resulting in *Clec4g-iCre/Maf*^*fl/fl*^ (*Maf*^*LSEC-KO*^) mice. *Maf*^*LSEC-KO*^ mice were born in approximately the expected Mendelian ratio and had a normal lifespan (Fig. S1A and B). At 12 weeks of age, body weight, liver weight and liver/body weight ratio were not significantly altered in *Maf*^*LSEC-KO*^ mice (Fig. S1C).

Because of *Maf* loss in the liver endothelium (Fig. 1A, upper panel), we detected significantly increased deposition of extracellular matrix proteins, as assessed by Sirius red staining of liver samples, mainly located in midzonal areas of the liver, *i.e.* perisinusoidal liver fibrosis (Fig. 1A, lower panel). Consistent with these observations, immunofluorescence (IF) staining showed significantly increased perivascular deposition of collagens 1 and 4 (COL1A1 and COL4A1) (Figs 1B and S1D). A collagen assay using whole liver lysate confirmed an increase in the amount of collagen in *Maf*^*LSEC-KO*^ livers (Fig. 1C). In addition, qPCR analysis of whole liver lysate showed increased *Col1a1* and *Col3a1* expression (Fig. 1D). Notably, IF for SMA and PDGBRB, as well as *in situ* hybridization (ISH) for *Pdgfrb,* showed an increase in the number of activated stellate cells, intricately involved in the development of liver fibrosis (Figs 1E and S1E). The increased number of activated stellate cells was consistent with an increase in *Pdgfrb* expression on qPCR from whole liver lysate (Fig. 1D), while expression of other stellate cell marker genes was not enhanced (Fig. S1F).

**Fig. 1:**
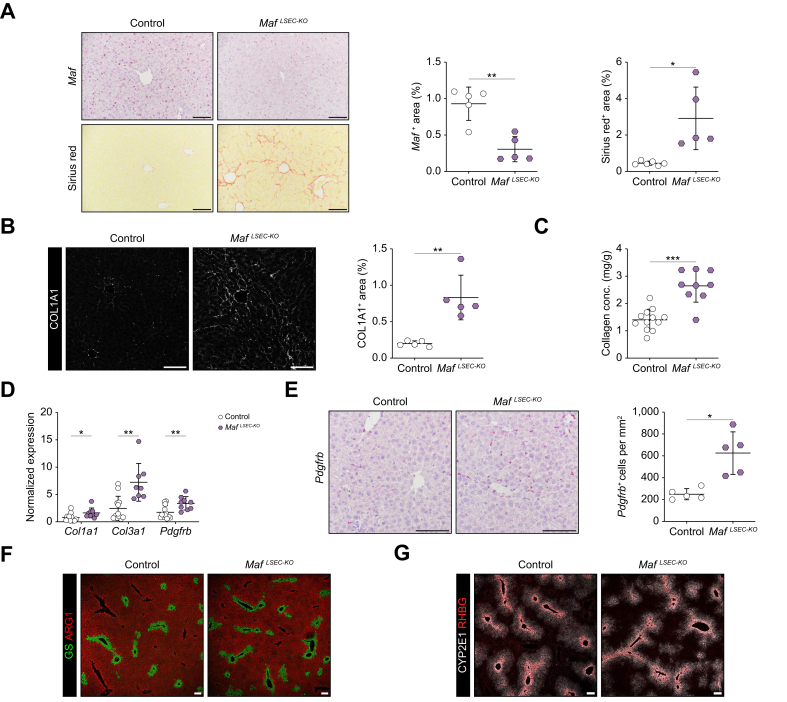
Endothelial *Maf* deficiency leads to perisinusoidal liver fibrosis while metabolic zonation is preserved. (A) *Maf* ISH and Sirius red staining with quantification (n = 5, 6). (B) Immunofluorescence staining and quantification of COL1A1 (n = 5). (C) Tissue collagen assay of livers (n = 9, 12). (D) qPCR for *Col1a1*, *Col3a1* and *Pdgfrb* using RNA from whole liver (n = 8). (E) *Pdgfrb* ISH in mouse livers (n = 5). (F) Immunofluorescence staining of GS and ARG1 (n = 8); and (G) CYP2E1 and RHBG in livers (n = 5). Scale bars: 100 μm. Mean ± SD. (A-E) Welch’s *t* test; *∗p <*0.05; ∗*∗p <*0.01; ∗∗*∗p <*0.001. ISH, *in situ* hybridization.

To define the cell type of origin for the different collagen subtypes enriched in *Maf*^*LSEC-KO*^ livers, namely *Col1a1*, *Col3a1*, and *Col4a1*, we performed FISH (fluorescence ISH) (Fig. S2A–C). We found that *Col1a1* and *Col3a1* are mainly produced by hepatic stellate cells (HSCs), whereas *Col4a1* is mainly derived from ECs (Fig. S2A–B).

Liver enzymes, including alanine aminotransferase, aspartate aminotransferase and glutamate dehydrogenase were slightly elevated in the plasma of *Maf*^*LSEC-KO*^ mice indicating moderate hepatopathy, which is often associated with perisinusoidal liver fibrosis, while other standard plasma values were normal (Fig. S3A). Immunofluorescent analysis using F4/80 and CD11b antibodies showed a significant increase in monocyte/macrophage numbers in *Maf*^*LSEC-KO*^ livers, indicating hepatic inflammation, which often accompanies and aggravates liver fibrosis (Fig. S3B).

On the contrary, further staining including H&E, Oil red O and Prussian blue, as well as a triglyceride assay on whole liver lysate, did not reveal hepatic steatosis or iron deposition in *Maf*^*LSEC-KO*^ livers (Fig. S3C and D). As *Maf* is known to be mainly expressed in midzonal LSECs, it was not unexpected that metabolic liver zonation, which is controlled by pericentral angiocrine factors, was also normal, as shown by immunofluorescence staining for GS, ARG1, CYP2E1, and RHBG (Figs 1F,G and S3E).

### Endothelial *Maf* deficiency leads to a shift from discontinuous to continuous marker expression, entailing sinusoidal capillarization, and to upregulation of profibrotic angiocrine factors

When analyzing LSEC differentiation in *Maf*^*LSEC-KO*^ mice *in situ*, we detected a shift from discontinuous to continuous endothelial marker expression. IF staining showed that while LYVE1, CD32, and STAB2 were significantly downregulated, EMCN and CD31 were significantly upregulated along the whole length of the liver sinuses (Fig. 2A).

**Fig. 2:**
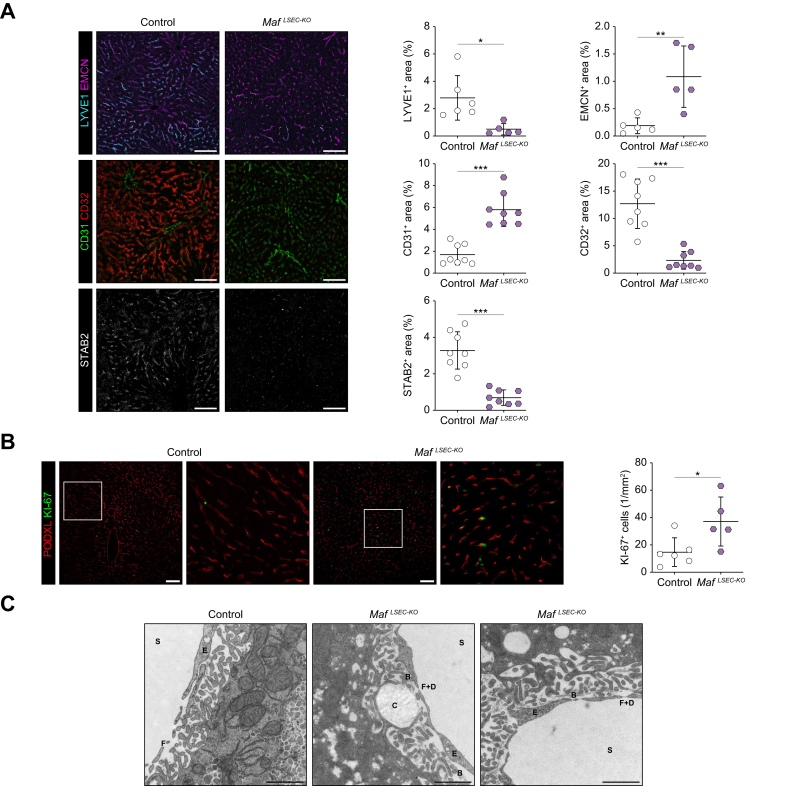
Upregulation of continuous endothelial marker genes and proliferation marker Ki-67 in LSECs from *Maf*^*LSEC-KO*^ mice. (A) Immunofluorescence staining and quantification of LYVE1, EMCN, CD31, CD32, and STAB2 in livers (n = 5, 6, 8). (B) Immunofluorescence staining for Ki-67 and pan-endothelial marker PODXL and Ki-67 quantification (n = 5, 6). (C) TEM of livers (S = sinusoidal lumen, E = endothelial cell, F = fenestration, D = diaphragm, B = basement membrane, C = collagen fiber) (n = 1, 2). (A-B) Scale bars: 100 μm; (C) scale bars: 1 μm. Mean ± SD. (A [LYVE1, EMCN, STAB2], B) Welch’s *t* test; (A [CD31, CD32]) Mann-Whitney *U* test; *∗p <*0.05; ∗*∗p <*0.01; ∗∗*∗p <*0.001. LSECs, liver sinusoidal endothelial cells; TEM, transmission electron microscopy.

Interestingly, immunofluorescent staining for Ki-67 and pan-endothelial marker PODXL showed significantly increased cell proliferation of LSECs in *Maf*^*LSEC-KO*^ mice (Fig. 2B).

To examine the ultrastructural changes in LSECs upon *Maf* deficiency, we performed transmission electron microscopy (Figs 2C and S4A). LSECs in *Maf*^*LSEC-KO*^ mice were lined by a basement membrane, and fibrous collagen deposition was seen in the space of Disse (Fig. 2C), which is the ultrastructural correlate of the perisinusoidal liver fibrosis described above (Fig. 1A). In addition, *Maf*^*LSEC-KO*^ LSECs showed fenestrae that were covered by a diaphragm (Fig. 2C). Thus, our transmission electron microscopy results confirm development of sinusoidal capillarization not only at the marker level, but also at the ultrastructural level.

In addition to sinusoidal capillarization, the known profibrotic angiocrine factors *Esm1*, *Sparcl1*, *Igfbp5,* and *Pdgfb* were significantly upregulated in LSECs in *Maf*^*LSEC-KO*^ livers as seen by ISH, likely contributing to a profibrotic milieu around the hepatic sinus (Fig. 3A). Endothelial *Pdgfb* expression was confirmed using *Cd34*-*Pdgfb* FISH (Fig. 3B).

**Fig. 3:**
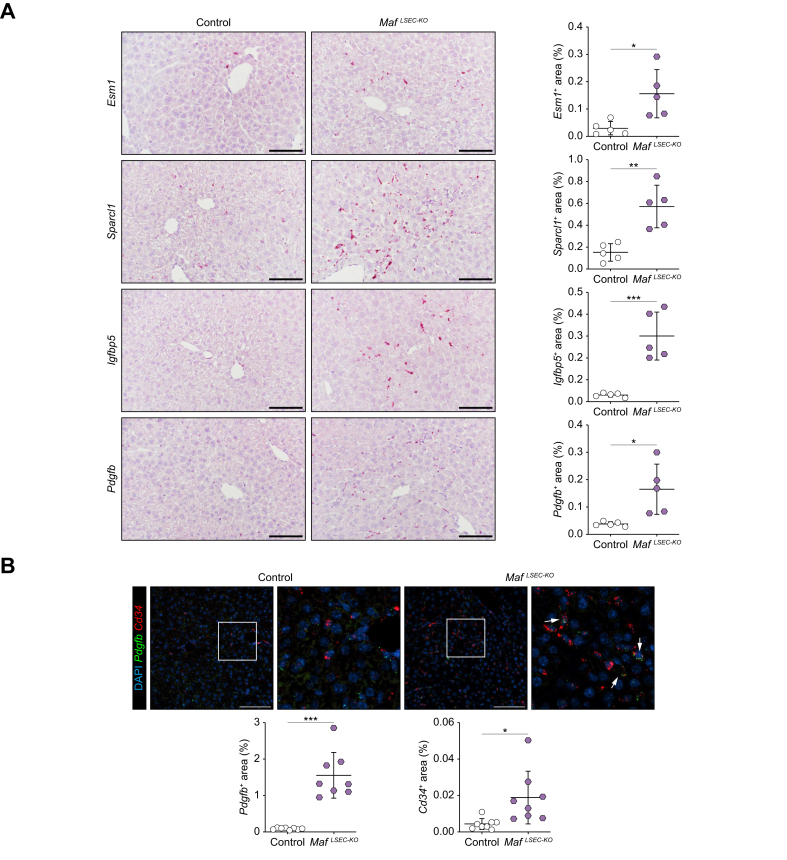
Endothelial *Maf* deficiency causes increased expression of profibrotic angiocrine factors. (A) ISH and quantification for *Esm1, Sparcl1, Igfbp5,* and *Pdgfb* of livers (n = 5). (B) FISH and quantification for *Pdgfb* and *Cd34* of livers (n = 8). Scale bars: 100 μm. Mean ± SD. (A [*Igfbp5, Pdgfb*], B [*Pdgfb*]) Welch’s *t* test; (A [*Esm1, Sparcl1*], B [*Cd34*]) Mann-Whitney *U* test; *∗p <*0.05; ∗*∗p <*0.01; ∗∗*∗p <*0.001. FISH, fluorescence ISH; ISH, *in situ* hybridization.

### Loss of endothelial *Maf* aggravates liver fibrosis in a dietary model of MASH

To investigate whether endothelial *Maf* deficiency aggravates liver injury in a dietary MASH model with late development of liver fibrosis, we fed *Maf*^*LSEC-KO*^ and control mice a choline-deficient, L-amino acid-defined (CDAA) diet for 10 weeks. Basic animal data such as body weight and liver weight, were not significantly altered while liver/body weight ratio was slightly increased in CDAA-fed *vs*. Chow-fed control animals (Fig. S4B). On the contrary, livers from *Maf*^*LSEC-KO*^ mice fed a CDAA diet did not only show significantly increased extracellular matrix deposition on Sirius red staining compared to CDAA-fed control animals, but also compared to Chow-fed *Maf*^*LSEC-KO*^ mice (Fig. 4A). The increased susceptibility of *Maf*^*LSEC-KO*^ livers to MASH-related injury was also reflected by significantly increased levels of hepatocyte damage marker glutamate dehydrogenase in the peripheral blood of CDAA-fed *Maf*^*LSEC-KO*^ mice compared to both CDAA-fed control animals and to Chow-fed *Maf*^*LSEC-KO*^ mice, while alanine and aspartate aminotransferase showed no significant differences between CDAA-fed control animals and CDAA-fed *Maf*^*LSEC-KO*^ mice (Fig. 4B).

**Fig. 4:**
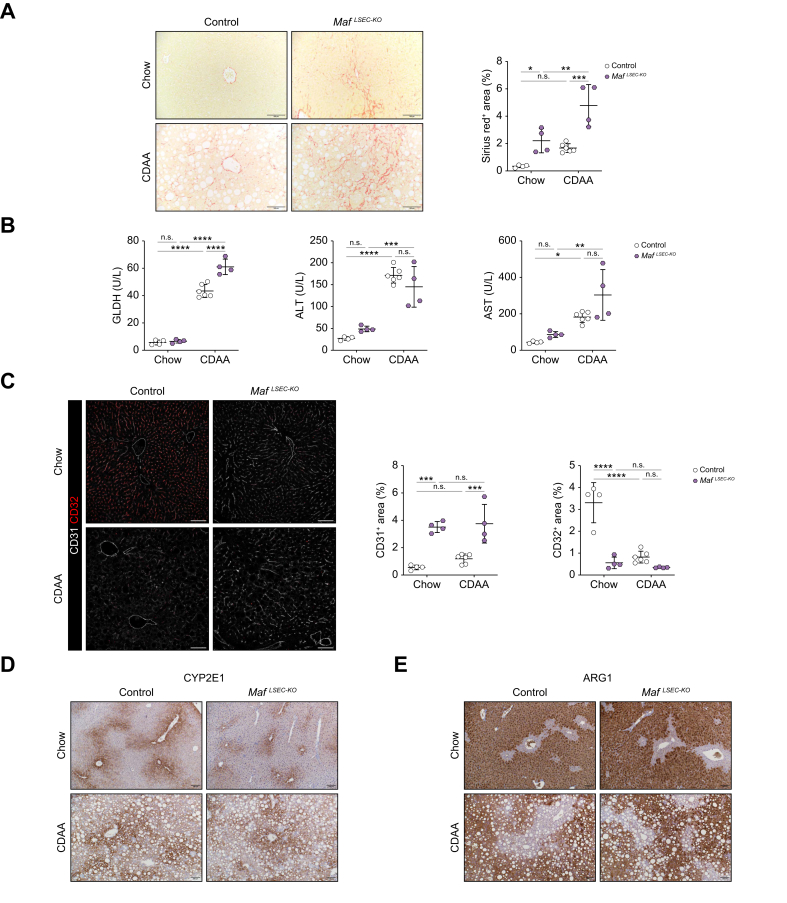
*Maf* knockout aggravates MASH diet-induced liver fibrosis. (A) Sirius red staining and quantification of control and *Maf*^*LSEC-KO*^ livers after Chow or CDAA diet for 10 weeks (n = 4, 6). (B) Blood plasma levels of GLDH, ALT, and AST in control and *Maf*^*LSEC-KO*^ mice (n = 4, 6). (C) Immunofluorescence staining and quantification for CD31 and CD32 (n = 4, 6). (D) CYP2E1 and (E) ARG1 Immunohistochemistry staining of control and *Maf*^*LSEC-KO*^ livers after Chow or CDAA diet for 10 weeks (n = 4, 6). Scale bars: 100 μm. (A-C) two-way ANOVA, Tukey’s *post hoc* test; n.s. *p* ≥0.05; *∗p <*0.05; ∗*∗p <*0.01; ∗∗*∗p <*0.001.; ∗∗∗*∗p <*0.0001. ALT, alanine aminotransferase; AST, aspartate aminotransferase; CDAA, choline-deficient, L-amino acid-defined; GLDH, glutamate dehydrogenase; LSECs, liver sinusoidal endothelial cells; MASH, metabolic dysfunction-associated steatohepatitis.

IF indicated that the level of sinusoidal capillarization of LSECs in *Maf*^*LSEC-KO*^ mice was not further enhanced by CDAA diet feeding, as CD31 upregulation and CD32 loss were not significantly different between Chow-fed and CDAA-fed *Maf*^*LSEC-KO*^ mice, indicating that endothelial *Maf* deficiency *per se* caused a maximal effect (Fig. 4C). Furthermore, metabolic zonation of the liver was conserved upon CDAA diet feeding in both *Maf*^*LSEC-KO*^ and control livers as illustrated by pericentral markers CYP2E1 and GS, as well as periportal markers ARG1 and HAL (Figs 4D,E and S4C,-D).

In conclusion, dietary induction of MASH aggravated the degree of liver fibrosis caused by endothelial *Maf* deficiency in the liver. However, most other parameters analyzed in our basic characterization remained unaffected. Therefore, further experiments were performed exclusively with Chow-fed *Maf*^*LSEC-KO*^ and control mice.

### Increased endothelial cell proliferation and loss of LSEC zonation in *Maf*^*LSEC-KO*^ mice

To further analyze the changes in hepatic microvascular endothelial differentiation, bulk RNA-seq was performed using LSECs from *Maf*^*LSEC-KO*^ *vs.* control mice isolated by gradient centrifugation and positive selection for CD146 antigen expression (Table S1, Fig. S5A and B). Strictly speaking, these cells also include ECs from large hepatic blood vessels, *e.g*. central veins and portal arteries, but because LSECs represent by far the largest EC population in the liver^13^ and for readability, we refer to these cells as "LSECs".

RNA-seq confirmed the effective knockout of *Maf* in LSECs (Fig. S5C). To identify critical genes that promote the phenotype seen upon *Maf* deficiency in LSECs, we focused on the top differentially expressed genes in *Maf*^*LSEC-KO*^ LSECs.

Among the most strongly upregulated genes, we identified the continuous endothelium marker gene *Cd34* and the proliferation marker gene *Mki67* (Fig. 5A) confirming our IF data (Figs 2B and 3B). Interestingly, *Ly6c1* was the most strongly upregulated gene, a gene primarily known as a monocyte/macrophage marker. However, LY6C IF confirmed the endothelial expression of LY6C especially in *Maf*^*LSEC-KO*^ livers (Fig. S6A). As *Ly6c1* has been described to be expressed by ECs in various vascular beds, induced endothelial expression of *Ly6c1* in *Maf*^*LSEC-KO*^ livers may be part of the sinusoidal-to-continuous endothelial dedifferentiation program.^14^^,^^15^

**Fig. 5:**
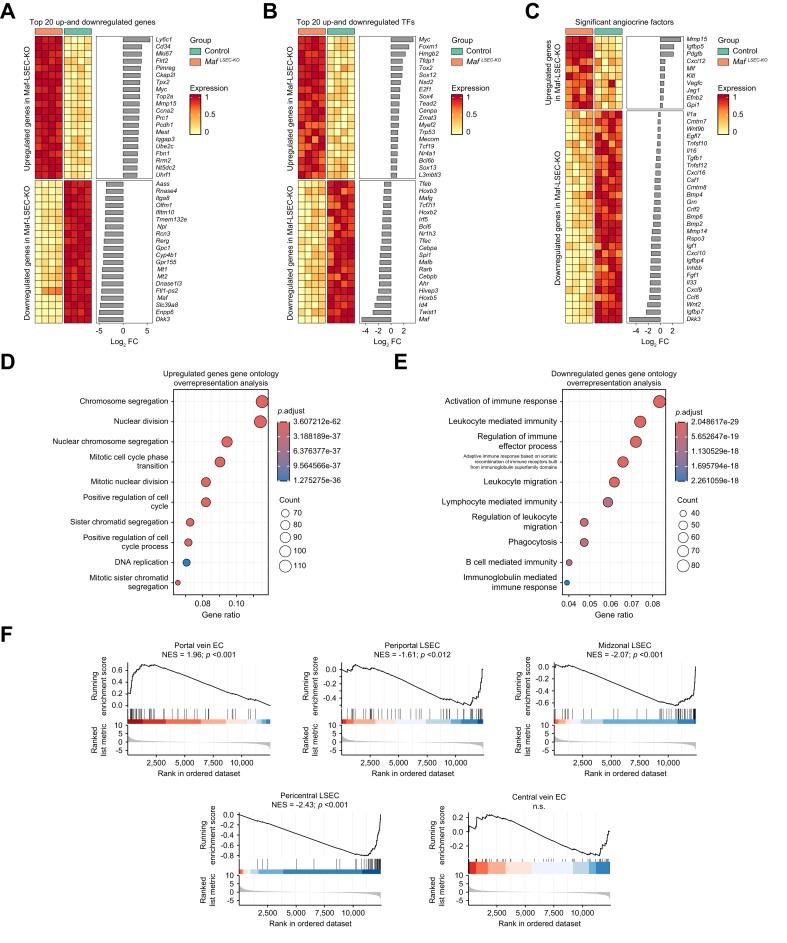
Dysregulation of transcription factors and angiocrine factors with a shift towards portal vein transcripts in *Maf*-deficient LSECs. Heat maps of (A) top significantly up- and downregulated genes, (B) transcription factors, and (C) angiocrine factors in LSECs. Gene ontology overrepresentation analyses of (D) upregulated and (E) downregulated genes. (F) Enrichment plots of portal vein, periportal, midzonal, pericentral, and central vein associated genes. NES, normalized enrichment score (n = 4). LSECs, liver sinusoidal endothelial cells.

Among the transcription factors, *Myc* was the most strongly upregulated in LSECs from *Maf*^*LSEC-KO*^ mice (Figs 5B and S6B). In addition, the transcriptomic data confirmed the upregulation of the profibrotic factors *Igfbpb5* and *Pdgfb* (Fig. 5C). Upregulation of these genes is consistent with LSEC dedifferentiation and is congruent with the increased proliferative and profibrotic capacity of LSECs due to *Maf* deficiency.

Notably, cell adhesion and extracellular matrix-interacting molecule *Flrt2* and *Cxcl12* were identified as novel candidate molecules that may contribute to liver fibrogenesis in *Maf*^*LSEC-KO*^ mice (Fig. 5A,C). Significant upregulation of *Flrt2*, was confirmed by ISH and qPCR (Figs S6C-E and S7A). *Cxcl12* was mostly expressed by cells other than LSECs, but there was no significant difference between the genotypes, albeit a trend towards higher expression in *Maf*^*LSEC-KO*^ livers (Fig. S6D and E).

Interestingly, *Wnt9b*, *Rspo3,* and *Wnt2* were significantly downregulated in our bulk RNA-seq data of *Maf*-deficient LSECs (Fig. 5C), while we did not see significant changes by ISH (Fig. S7B). Similarly, *Bmp2* and *Hgf* were not significantly altered on ISH. However, ISH is not as sensitive as RNA-seq, a difference which may explain why results for these genes in ISH did not confirm differential expression. In addition, *Wnt9b*, *Rspo3,* and *Wnt2* are preferentially expressed by central vein ECs and pericentral LSECs. Preservation of a certain gradient and level of expression of Wnt signaling molecules in LSECs may also explain preserved metabolic liver zonation in *Maf*^*LSEC-KO*^ mice (Fig. 1F,G), especially since *Maf* expression is lower in pericentral LSECs and *Maf* excision in pericentral LSECs is less effective compared to midzonal LSECs (see below).

Gene ontology analysis of transcripts altered in LSECs isolated from *Maf*^*LSEC-KO*^ mice further revealed significant upregulation of genes associated with cell proliferation, including chromosome segregation, nuclear division and mitotic cell cycle transition (Fig. 5D), while the downregulated genes were associated with immunological functions including activation of immune response, leukocyte-mediated immunity, and regulation of immune effector processes (Fig. 5E). The downregulation of immunological gene sets in LSECs from *Maf*^*LSEC-KO*^ mice, even though we observed more monocytes/macrophages in *Maf*^*LSEC-KO*^ liver tissue (Fig. S3B) that could have contaminated our LSEC preparations, could be due to the capillarization of LSECs in our *Maf*^*LSEC-KO*^ mice, since continuous ECs generally express fewer immunological molecules than healthy LSECs.^16^

Enrichment analysis to distinguish tip cells from stalk cells^17^ indicated a slight preponderance of tip cell markers among the genes upregulated in LSECs isolated from *Maf*^*LSEC-KO*^ mice, indicating ongoing angiogenesis (Fig. S8A).

Gene set-enrichment analysis of LSEC marker gene sets revealed an increase in the expression of portal vein endothelial genes in *Maf*^*LSEC-KO*^ LSECs, while specific periportal, midzonal, and pericentral LSEC transcripts were reduced (Fig. 5F). This finding confirms a change in differentiation of LSECs towards the differentiation of continuous ECs accompanied by loss of sinusoidal zonation in *Maf*^*LSEC-KO*^ mice. On the contrary, central vein transcripts were significantly less affected in *Maf*^*LSEC-KO*^ mice (Fig. 5F). In addition, lymphatic EC markers were slightly increased (Fig. S8B).

### Endothelial *Maf* deficiency causes dysregulated chromatin accessibility promoting counter-regulation of genes physiologically expressed or silenced in LSECs

To better understand the role of c-Maf in orchestrating LSEC gene expression, we characterized the chromatin landscape of LSECs isolated from control and *Maf*^*LSEC-KO*^ mice by ATAC-seq (assay for transposase-accessible chromatin with sequencing). In agreement with the bulk RNA-seq analyses (Fig. 5), *Maf* deficiency led to broad changes in the chromatin accessibility of LSECs, with over 10,000 differentially accessible regions in LSECs from *Maf*^*LSEC-KO*^ mice (Fig. 6A, Table S2), including 6,454 sites with increased accessibility and 4,713 sites with decreased accessibility. Overall, we observed a high degree of concordance between the changes observed at the chromatin accessibility and gene expression levels (Fig. 6B).

**Fig. 6:**
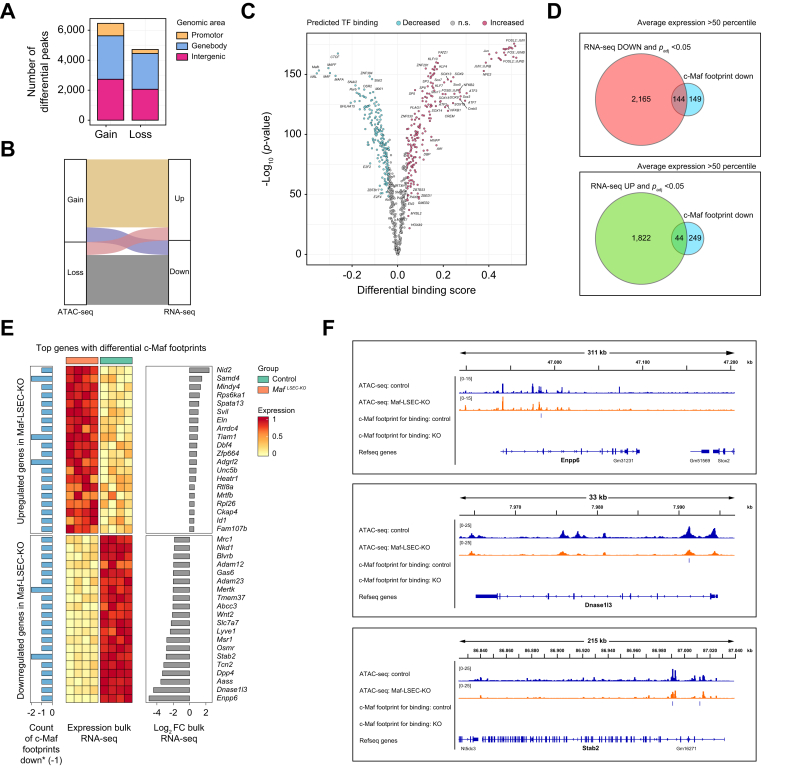
Loss of endothelial *Maf* leads to major alterations in chromatin accessibility. (A) Bar plot of differentially accessible chromatin areas at promotor, genebody, and intergenic regions in LSECs upon *Maf* deficiency. (B) Alluvial plot illustrating concordance of ATAC-seq and RNA-seq data. (C) Volcano plot of TOBIAS footprinting analysis of ATAC-seq data from LSECs. (D) Venn diagrams of genes showing loss of c-Maf footprints and significant dysregulation at the RNA level. (E) Heatmap of the 20 top up- and downregulated genes at the RNA level with loss of c-Maf footprints. (F) Example gene tracks for selected genes *Enpp6*, *Dnase1l3*, and *Stab2* with annotation for ATAC-seq signal and c-Maf footprints per genotype. ATAC-seq, assay for transposase-accessible chromatin with sequencing; LSECs, liver sinusoidal endothelial cells; RNA-seq, RNA sequencing.

In addition, we performed TOBIAS footprinting analysis^18^ using our ATAC-seq data to identify transcription factors that differentially bind to the genome upon *Maf* deficiency in LSECs. Reassuringly, the TOBIAS results revealed a cluster of MAF transcription factors with markedly reduced activity in *Maf*^*LSEC-KO*^ LSECs, likely reflecting lack of c-Maf. Moreover, this analysis indicated reduced binding by the architectural transcription factor CTCF, whereas transcription factors such as FOS and JUN, which have been reported to form heterodimers with c-Maf,^19^ were more active and showed more genomic binding (Fig. 6C, Table S3).

Next, we focused on differential c-Maf footprints – unbound in the *Maf-*knockout LSECs and bound in controls – to identify direct transcriptional targets of c-Maf. After filtering for highly expressed genes (>50^th^ expression percentile in RNA-seq data), we identified 293 genes that were significantly less bound by c-Maf in the *Maf*-knockout LSECs. These genes were intersected with the significantly differentially expressed genes from our RNA-seq data to identify genes in which c-Maf shows direct transcriptional relevance (Fig. 6D).

A total of 144 genes from the differentially less bound list were also found among the significantly downregulated genes in RNA-seq, while only 44 genes overlapped with the significantly upregulated genes (Fig. 6D, Table S4). Among the genes directly positively regulated by c-Maf, we identified *Enpp6*, *Dnase1l3*, *Aass*, *Stab2*, *Lyve1*, and *Wnt2* (Fig. 6E-F). While the same analysis indicated that c-Maf is a direct negative regulator of *Nid2*, *Samd4*, and *Mindy4* (Fig. 6E).

### Endothelial *Maf* deficiency causes replacement of zonated LSEC subpopulations with capillarized, profibrotic and angiogenic endothelial cell subsets

To investigate whether endothelial *Maf* deficiency alters the composition and zonated gene expression profiles of LSEC subpopulations, we performed scRNA-seq on isolated LSECs from control and *Maf*^*LSEC-KO*^ mice followed by bioinformatic filtering to exclude contaminating ECs from large blood vessels, immune cells, stellate cells, and hepatocytes (*Adgre1*-, *Clec4f*-, *Ptprc*-, *Cd52*-, *Acta1*-, *Arg1*-, *Pecam1*+, *Vwf*-). 

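LSECs of each condition were sequenced as 1 library, made from a pool of 3 mice, with 3′ scRNA-seq in droplets, in which a unique molecular identifier (UMI) marks every captured mRNA molecule. There were no replicates, so differences between the conditions could not be tested, and all intervals cover counting error only. The paper gives 37 °C for the liver digest and the sample labels give 38 °C. The labels also name the control wild type, while the paper used littermates without the Cre transgene and with 1 or 2 floxed *Maf* alleles. The authors aligned the reads to mm10 and counted UMIs per gene and barcode with Cell Ranger, and the deposited UMI counts cover 32285 genes without normalization. The control data held 5664 barcodes with 47681895 UMIs and the *Maf* LSEC-KO data 7091 barcodes with 89872764 UMIs, every barcode with at least 500 UMIs. The subtraction of the mean of empty droplets was not repeated, because it needs the barcodes below this minimum. After selection of the endothelial clusters and removal of doublets and of cells with a *Vwf* UMI, 4152 control LSECs with 38045457 UMIs (median 8432.5 per LSEC) and 3257 *Maf* LSEC-KO LSECs with 52226933 UMIs (median 13870) were left. UMIs were summed over the LSECs of a library and expressed as CPM over the UMIs outside mitochondrial and ribosomal protein genes, with exact Poisson 95% intervals. Shares of LSECs with at least 1 UMI of a gene were given exact Clopper-Pearson 95% intervals. Because *Maf* LSEC-KO LSECs held more UMIs, shares were also taken after each LSEC had been thinned at random to 2700 UMIs, which left out 413 control and 190 *Maf* LSEC-KO LSECs. As a background meant to measure free RNA, the same share was taken in 111 B cell-like cells of the control library (median 6803 UMIs). In the *Maf* LSEC-KO library, which held only 39 B cell-like cells, 57 T/NK cell-like cells were used (median 5857 UMIs). The control B cell-like cells carried *Clec4g* at 1728 CPM, so that LSEC RNA was present in them. In the control B cell-like cluster (median 7148 UMIs), 13 of 14 endothelial genes each had a UMI in at least 50% of cells. This held for 1 gene in the T/NK cell-like cluster (26 cells, median 7641 UMIs). It held for 8 genes in macrophage-like and 14 in hepatocyte-like cells. Free RNA alone would reach cells of like depth alike, so the control background does not measure free RNA alone. Whether the rest came from doublets with LSECs was not tested. Scaling to the UMIs of all genes shifted every log2 ratio by −0.18, median-of-ratios scaling by −0.11 and TMM scaling by −0.11, and the median log2 ratio of the 4479 genes with at least 50 CPM was 0.09. The alternatives were set before the data were examined, except where stated.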

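*Maf* (ENSMUSG00000055435) lies on chromosome 8 of mm10 from 115682942 to 115707794, by the GENCODE M21 annotation that also gives the other gene positions. It had 115478 UMIs in control LSECs, 3439 CPM (3419 to 3459), and 5086 UMIs in *Maf* LSEC-KO LSECs, 125 CPM (121 to 128). The log2 ratio of *Maf* LSEC-KO to control LSECs was −4.79 (−4.83 to −4.75). A *Maf* UMI was found in 99.2% (98.9 to 99.5) of control and 21.4% (20.0 to 22.9) of *Maf* LSEC-KO LSECs, and in 98.6% and 10.1% after thinning. The background was 71.2% in the control and 21.1% in the *Maf* LSEC-KO library, where the T/NK cell-like cells held *Maf* at 78.0 CPM and thus do not measure free RNA. Where the deleted part of *Maf* lies relative to the 3′ tag is not given. The mean of CPM computed per cell moved this ratio most, to −4.19. Of 18 genes that the paper names for this experiment, 12 were higher and 6 lower in *Maf* LSEC-KO LSECs, as under the 8 alternatives set beforehand. Without cluster 8, a setting chosen after the values had been seen, 11 were higher and 7 lower, as *Cxcl12* turned lower.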

We merged the filtered single-cell data from the different samples, *i.e. Maf*^*LSEC-KO*^ and controls, to investigate differences between the respective LSEC populations.

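In the 22 principal components of the merged SCTransform values of 3000 variable genes, the 30 nearest neighbours of each LSEC were counted by library, because distances on a UMAP plot are not measured quantities. A mean of 95.3% of the neighbours came from the LSEC's own library, against 50.0% expected from the library sizes. This share was 97.0% for control LSECs, where 56.0% was expected, and 93.6% for *Maf* LSEC-KO LSECs, where 44.0% was expected. Graph clusters at a resolution of 0.3 were numbered by size. Of 7409 LSECs, 6711 lay in the 6 of 8 clusters that came to at least 90% from 1 library, a share of 90.6% (89.9 to 91.2). The largest move came from SCTransform fitted to each library on its own, which was chosen after the values had been seen and gave 86.9% for the neighbours and 61.2% for the clusters. Without the genes more than 2-fold apart between the libraries, the shares were 91.7% and 62.8%. With 1 library per condition, any other difference between the libraries is part of these shares.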

The uniform manifold approximation and projection plot of the merged data showed an almost complete separation between control and *Maf*^*LSEC-KO*^ LSECs (Fig. 7A). 

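At least 2 *Maf* UMIs were found in 350 of 3257 *Maf* LSEC-KO LSECs (10.7%), while the median control LSEC held 22. Of these 350 LSECs, 188 lay in clusters 1, 4, 5 and 6, in which control LSECs were the majority, a share of 53.7% (48.3 to 59.0). Of 2559 *Maf* LSEC-KO LSECs with 0 *Maf* UMIs, 4 lay there, a share of 0.156% (0.0426 to 0.400). With a minimum of 1 *Maf* UMI the share was 27.7% of 698 LSECs, and with a minimum of 5 it was 77.6% of 214 LSECs. The 197 *Maf* LSEC-KO LSECs in these clusters held *Maf* at 2473 CPM (2395 to 2553). Without the genes more than 2-fold apart, 57.1% of LSECs with at least 2 and 23.1% with 0 *Maf* UMIs lay in clusters with a control majority. With SCTransform per library, which centres each library on its own, the order was reversed, at 11.1% and 26.7%.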

Notably, *Maf*-expressing LSECs from *Maf*^*LSEC-KO*^ mice clustered together with LSECs from control animals (Fig. 7A). 

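The merged LSECs formed 8 clusters at a resolution of 0.3, and between 7 and 11 clusters under the alternatives, with 11 at a resolution of 0.5. Control LSECs made up most of cluster 1 (1616 control and 59 *Maf* LSEC-KO LSECs), cluster 4 (924 and 48), cluster 5 (877 and 33) and cluster 6 (634 and 57). *Maf* LSEC-KO LSECs made up most of cluster 2 (17 control and 1377 *Maf* LSEC-KO LSECs), cluster 3 (6 and 1063), cluster 7 (63 and 527) and cluster 8 (15 and 93). A cluster that comes mostly from 1 library may reflect that library, so the clusters are given by number. Among the 50 genes that led each cluster by their ratio to all other LSECs, cluster 1 had *Wnt2*, *Rspo3*, *Cdh13* and *Kit*, and cluster 4 had *Wnt2*, *Wnt9b*, *Cdh13* and *Thbd*, all from the list of pericentral markers. Cluster 2 had *Cd34*, *Ly6c1* and *Ly6a* among these 50 genes, and cluster 3 had *Egr1*, *Esm1* and *Kcne3*. Cluster 7 had *Mki67*, *Top2a* and 6 other proliferation genes. Cluster 8 had 7 genes of hepatic stellate cells, among them *Dcn* and *Col3a1*, and the lymphatic genes *Mmrn1* and *Ccl21a*. Cluster 5 (median 4837.5 UMIs) and cluster 6 (median 3435 UMIs) held fewer UMIs per LSEC than the other clusters, whose medians lay between 9585.5 and 21087.5, and both were led by hemoglobin genes. The 50 leading genes of cluster 6 also held the hepatocyte genes *Alb*, *Apoa1*, *Apoa2*, *Ttr*, *Serpina1c* and *Trf*. *Malat1*, *Neat1* and *Kcnq1ot1*, RNAs kept in the nucleus, took 5.29% of the UMIs of cluster 5 and 0.360% of those of cluster 6, against 1.98% to 3.97% in the other clusters. All 6 genes shown for the periportal cluster in Fig. 7D were highest in cluster 5 among the clusters with a control majority, in a tally chosen after the values had been seen.

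**Figure D1:**
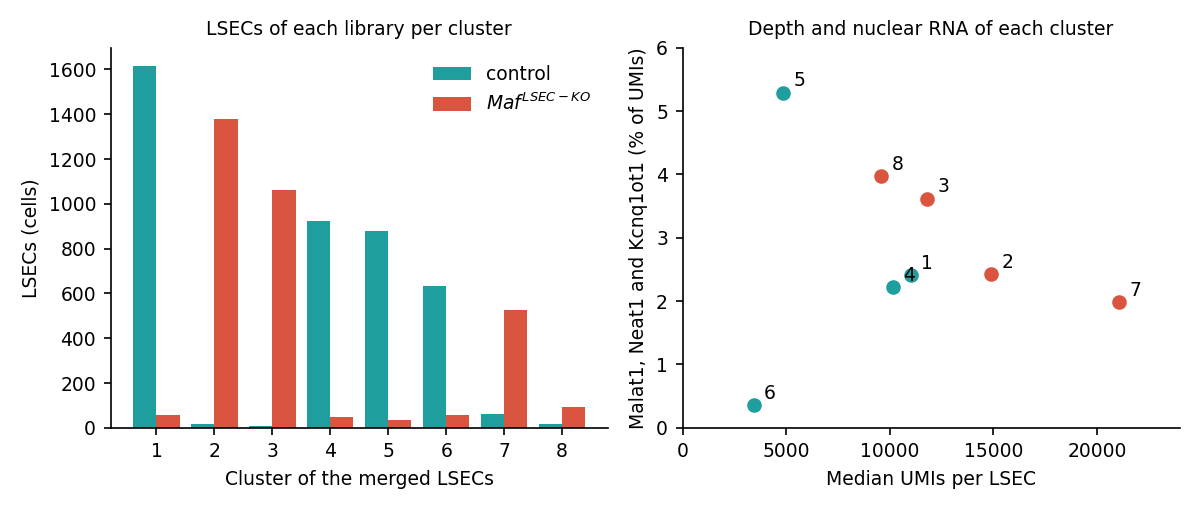
Left, number of control and *Maf* LSEC-KO LSECs in each of the 8 clusters. Right, median UMIs per LSEC against the percentage of UMIs on *Malat1*, *Neat1* and *Kcnq1ot1*, with 1 point per cluster and clusters 5 and 6 at the lowest medians of UMIs.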

Clustering analysis revealed seven distinct clusters: periportal, midlobular, and pericentral subclusters – predominantly found in control LSECs – and capillarized, proliferative, sprouting, and secreting subclusters, which were predominantly observed in *Maf*^*LSEC-KO*^ LSECs (Fig. 7B-D).

**Fig. 7:**
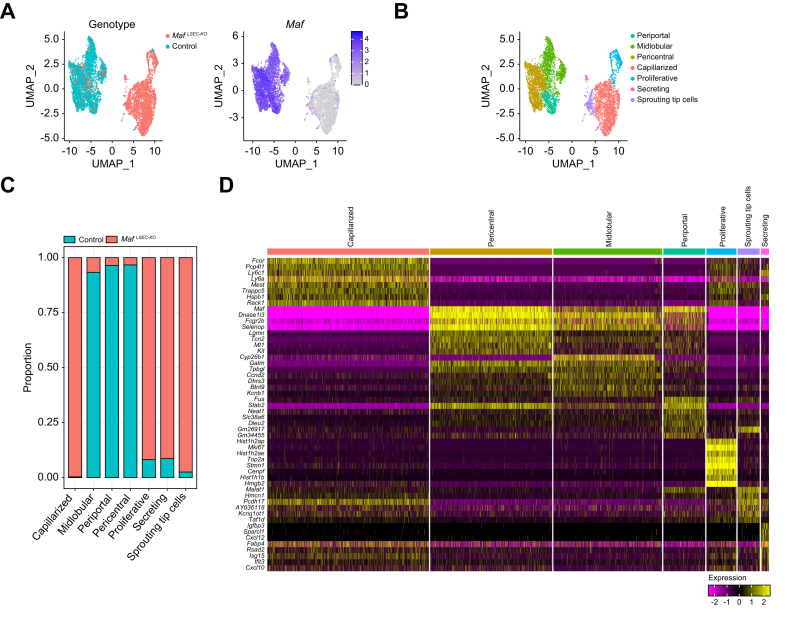

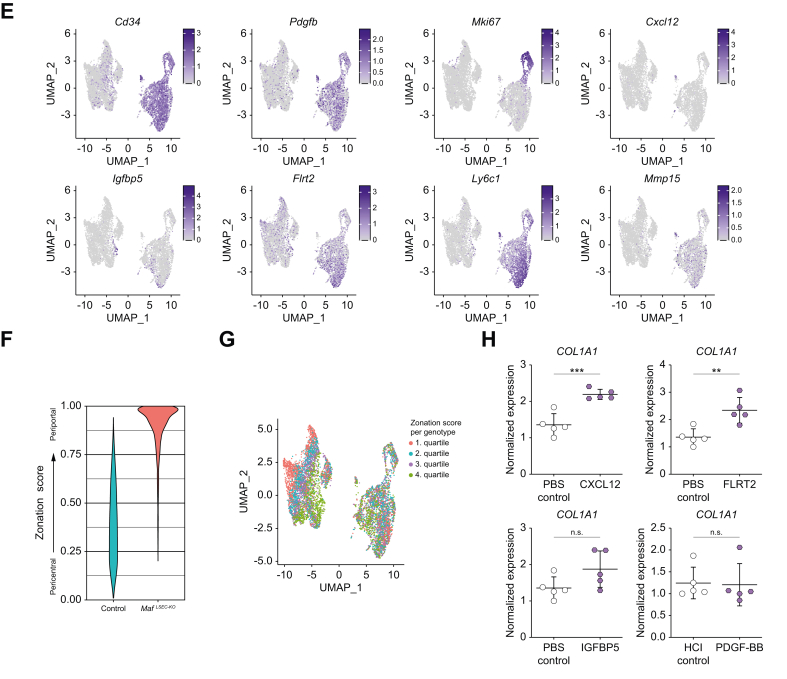
Identification of novel cell clusters in LSECs upon endothelial *Maf* deficiency. (A) Genotype annotation in UMAP plot of scRNA-seq from control and *Maf*^*LSEC-KO*^ LSECs. (B) Annotation for identified clusters in scRNA-seq data. (C) Plot of cell cluster proportions per genotype. (D) Heatmap of identified clusters and their marker genes. (E) Annotation for the genes of interest (*Cd34*, *Pdgfb*, *Mki67*, *Cxcl12, Igfbp5*, *Flrt2, Ly6c1,* and *Mmp15*) in UMAP plot. (F) Violin plot of LSEC zonation scores per genotype (0 corresponds pericentral, 1 corresponds periportal). (G) Annotation for the zonation score quartiles per genotype in UMAP plot. (H) qPCR for *COL1A1* using LX-2 cell RNA after stimulation with CXCL12, FLRT2, IGFBP5 and PDGF-BB (n = 5). (H [CXCL12, FLRT2, IGFBP5]) unpaired *t* test; (H [*PDGF-BB*]) Mann-Whitney *U* test; n.s. *p* >0.05; ∗*∗p <*0.01; ∗∗*∗p <*0.001. LSECs, liver sinusoidal endothelial cells; scRNA-seq, single-cell RNA sequencing; UMAP, uniform manifold approximation and projection.

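*Cd34* (ENSMUSG00000016494, chromosome 1, 194938819 to 194961279) had 990 UMIs in control LSECs, 29.5 CPM (27.7 to 31.4), and 15486 UMIs in *Maf* LSEC-KO LSECs, 379.5 CPM (374 to 386). Its log2 ratio was 3.69 (3.59 to 3.78). A *Cd34* UMI was found in 13.9% (12.9 to 15.0) of control and 82.6% (81.2 to 83.8) of *Maf* LSEC-KO LSECs, and in 5.75% and 49.9% after thinning, over backgrounds of 11.7% and 5.26%. *Pdgfb* (ENSMUSG00000000489, chromosome 15, 79995874 to 80014977) had 483 UMIs, 14.4 CPM (13.1 to 15.7), in control LSECs and 5493 UMIs, 135 CPM (131 to 138), in *Maf* LSEC-KO LSECs, a log2 ratio of 3.23 (3.09 to 3.36). The share of LSECs with a *Pdgfb* UMI was 7.76% (6.96 to 8.61) in control and 58.6% (56.9 to 60.3) in *Maf* LSEC-KO, and 3.02% and 21.4% after thinning. Its background was 6.31% in the control library and 28.1% in the *Maf* LSEC-KO library, and 0 of 108 and 18.2% after thinning. Within the *Maf* LSEC-KO library, *Cd34* was found at 422 CPM in cluster 2, 340.4 in cluster 3, 392 in cluster 7 and 475 in cluster 8, in 75.3% to 93.2% of the cells of these clusters. The *Maf* LSEC-KO LSECs in the clusters with a control majority held *Cd34* at 65.4 CPM (53.3 to 79.4), control LSECs in the same clusters at 28.2 CPM (26.4 to 30.1). *Pdgfb* was found at 141 CPM in cluster 2, 123 in cluster 3, 142 in cluster 7 and 215 in cluster 8, in 55.1% to 75.9% of the cells. It stood at 51.8 CPM (41.1 to 64.5) in the *Maf* LSEC-KO LSECs and at 13.5 CPM (12.3 to 14.8) in the control LSECs of the clusters with a control majority. *Cd34* is 1 of the genes that led cluster 2, so its level there is not independent of the clustering.

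**Figure D2:**
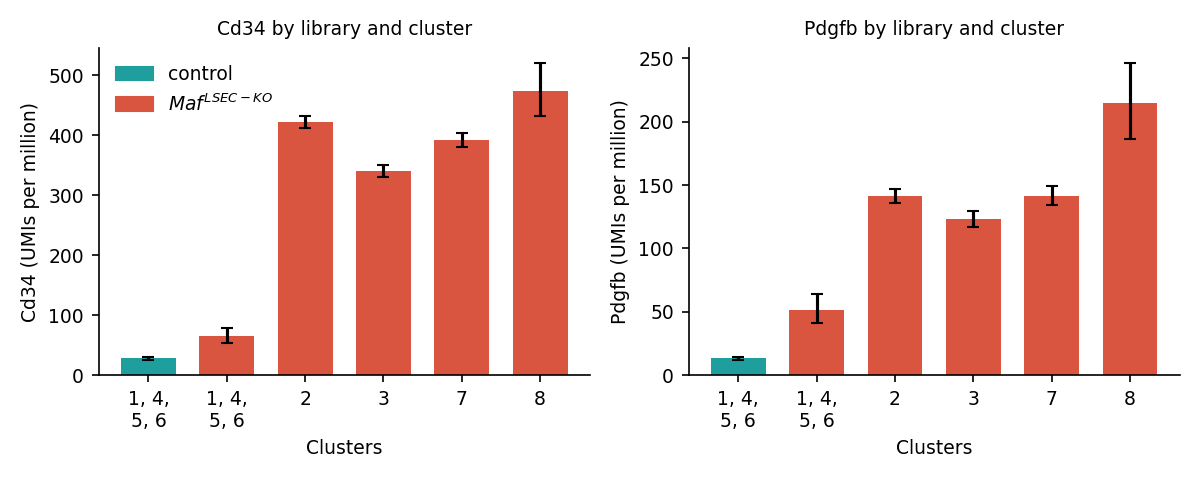
CPM of *Cd34* and *Pdgfb* in control LSECs and in *Maf* LSEC-KO LSECs of the clusters with a control majority (1, 4, 5 and 6) and in the *Maf* LSEC-KO LSECs of clusters 2, 3, 7 and 8. Bars are sums over the LSECs of a group, and error bars are exact Poisson 95% intervals, with *Maf* LSEC-KO LSECs of clusters 2, 3, 7 and 8 above both other groups.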

The continuous EC genes *Cd34* and *Pdgfb* were almost exclusively expressed by ECs from *Maf*^*LSEC-KO*^ mice and *Cd34+* as well as *Pdgfb+* cells were homogeneously distributed throughout all the *Maf*^*LSEC-KO*^ LSEC subclusters (Figs 7E and S9A), indicating a general change in differentiation from normal LSECs to continuous profibrotic ECs. *Mki67* – already identified by bulk RNA-seq analysis (Fig. 5A) – labelled the proliferative cluster (Figs 7D,E and S9A). Similarly, the secreting subcluster in *Maf*^*LSEC-KO*^ LSECs was labelled by *Sparcl1* (Fig. 7D). 

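*Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) had 1571 UMIs in control LSECs, 46.8 CPM (44.5 to 49.2), and 11511 UMIs in *Maf* LSEC-KO LSECs, 282 CPM (277 to 287), a log2 ratio of 2.59 (2.52 to 2.67). A *Mki67* UMI was found in 106 control LSECs, 2.55% (2.09 to 3.08), and in 745 *Maf* LSEC-KO LSECs, 22.9% (21.4 to 24.4). The share in the background cells was 6.31% in the control and 8.77% in the *Maf* LSEC-KO library. Control LSECs in clusters with a control majority had a *Mki67* UMI in only 1.16%, so the background cells do not measure free *Mki67* RNA. Thinning moved the *Maf* LSEC-KO share most, to 13.2%, and the control share to 1.79%, against 3.70% and 3.64% of the thinned background cells. At least 2 *Mki67* UMIs were found in 1.78% and 15.6%. *Mki67* is among the genes that led cluster 7, where 91.1% of its control UMIs lay in 63 LSECs and 94.8% of its *Maf* LSEC-KO UMIs in 527 LSECs.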

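*Sparcl1* (ENSMUSG00000029309, chromosome 5, 104079111 to 104113733) had 61 UMIs in 10 control LSECs, 1.82 CPM (1.39 to 2.33), and 749 UMIs in 88 *Maf* LSEC-KO LSECs, 18.4 CPM (17.1 to 19.7). The log2 ratio was 3.34 (2.96 to 3.74). These LSECs made up 0.241% (0.116 to 0.442) of the control and 2.70% (2.17 to 3.32) of the *Maf* LSEC-KO LSECs, and 0.134% and 1.43% after thinning. No UMI was found in the background cells, which allows a share of up to 2.70% of them in the control and 5.26% in the *Maf* LSEC-KO library, limits too wide to compare with the shares of LSECs. In the *Maf* LSEC-KO library, *Sparcl1* stood at 579 CPM in the 93 cells of cluster 8, which held 74.9% of its UMIs, at 11.0 CPM in cluster 7, at 3.32 CPM in cluster 2 and at 1.49 CPM in cluster 3. The 46 *Maf* LSEC-KO cells with UMIs of at least 2 of 7 stellate genes (*Dcn*, *Lrat*, *Reln*, *Rgs5*, *Colec11*, *Col1a1* and *Col3a1*) held 18.8% (16.1 to 21.8) of the *Sparcl1* UMIs. In the control library such cells held 95.1% (86.3 to 99.0). Without cluster 8, a setting chosen after the values had been seen, *Sparcl1* had 3 control and 188 *Maf* LSEC-KO UMIs, a log2 ratio of 5.71 (4.14 to 8.00). Of these *Maf* LSEC-KO UMIs, 110 lay in 5 cells of cluster 7 and 56 in 17 cells of cluster 2, so few cells carry this ratio.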

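*Cxcl12* (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) had 517 UMIs in control LSECs, 15.4 CPM (14.1 to 16.8), and 804 UMIs in *Maf* LSEC-KO LSECs, 19.7 CPM (18.4 to 21.1). Its log2 ratio of 0.36 (0.19 to 0.52) was 0.18 when scaled to the UMIs of all genes and 1.22 as a mean of CPM per cell. A UMI was found in 1.97% (1.57 to 2.45) of control and 3.07% (2.50 to 3.72) of *Maf* LSEC-KO LSECs, in 0.695% and 1.21% after thinning, and in none of the background cells. In the *Maf* LSEC-KO library *Cxcl12* stood at 761 CPM in cluster 8, which held 91.7% of its UMIs, and at 1.60 to 1.80 CPM in clusters 2, 3 and 7. In the control library the 15 cells of cluster 8, 12 of them with UMIs of at least 2 stellate genes, held 83.2% of the *Cxcl12* UMIs, at 1859 CPM. Without cluster 8, a setting chosen after the values had been seen, *Cxcl12* stood at 2.61 CPM (2.09 to 3.22) in control and 1.68 CPM (1.30 to 2.14) in *Maf* LSEC-KO LSECs, and the log2 ratio turned to −0.63 (−1.12 to −0.16). The higher sum in the *Maf* LSEC-KO library thus came from cluster 8, with its larger number of cells. The cells with UMIs of at least 2 stellate genes held 57.8% (54.3 to 61.3) of the *Maf* LSEC-KO and 86.1% (82.8 to 88.9) of the control *Cxcl12* UMIs. *Cxcl12* is 1 of the genes that led cluster 8.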

Notably, the secreting cluster also showed expression of angiogenic chemokines like *Cxcl12* (Figs 7D,E and S9A). In addition, we analyzed expression of the profibrotic and angiogenic factors *Igfbp5* and *Flrt2* previously identified in our bulk RNA-seq analysis (Fig. 5A,C) and could show that they were preferentially expressed in the capillarized subcluster (Figs 7E and S9A). 

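*Igfbp5* (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884) had 1030 UMIs in control LSECs, 30.7 CPM (28.8 to 32.6), and 2686 UMIs in *Maf* LSEC-KO LSECs, 65.8 CPM (63.4 to 68.4), a log2 ratio of 1.10 (1.00 to 1.21). A UMI was found in 2.00% (1.60 to 2.47) of control and 10.6% (9.56 to 11.7) of *Maf* LSEC-KO LSECs, and in 1.42% and 5.22% after thinning, over backgrounds of 0 of 111 cells and 1.75%. In *Maf* LSEC-KO LSECs it stood at 56.2 CPM (52.7 to 59.9) in cluster 2, 51.7 CPM (47.6 to 56.0) in cluster 3, 28.2 CPM in cluster 7 and 864 CPM in cluster 8. Cluster 2 held 35.3% and cluster 8 held 31.2% of its *Maf* LSEC-KO UMIs. Without cluster 8, a setting chosen after the values had been seen, the log2 ratio of *Igfbp5* was 0.74 (0.63 to 0.86). Of the control UMIs, 73.3% lay in cluster 5. *Flrt2* (ENSMUSG00000047414, chromosome 12, 95692226 to 95785215) had 2049 UMIs in control LSECs, 61.0 CPM (58.4 to 63.7), and 7522 UMIs in *Maf* LSEC-KO LSECs, 184 CPM (180.2 to 189), a log2 ratio of 1.59 (1.52 to 1.67). The share of LSECs with a *Flrt2* UMI was 21.7% (20.4 to 23.0) in control and 52.2% (50.5 to 54.0) in *Maf* LSEC-KO, 10.8% and 25.0% after thinning, over backgrounds of 13.5% and 3.51%. Among *Maf* LSEC-KO LSECs *Flrt2* stood at 252 CPM in cluster 2, 163 in cluster 3, 114 in cluster 7 and 129 in cluster 8.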

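*Ly6c1* (ENSMUSG00000079018, chromosome 15, 75044018 to 75048830) had 274 UMIs in control LSECs, 8.16 CPM (7.22 to 9.19), and 23882 UMIs in *Maf* LSEC-KO LSECs, 585 CPM (578 to 593), a log2 ratio of 6.16 (5.99 to 6.34). It has a close paralog, *Ly6c2*, and how the counting divided reads that fit both is not known. A *Ly6c1* UMI was found in 3.37% (2.84 to 3.97) of control and 75.7% (74.2 to 77.2) of *Maf* LSEC-KO LSECs, and in 1.34% and 50.8% after thinning, over backgrounds of 0.901% and 14.0%. Within the *Maf* LSEC-KO library it ranged from 245 CPM in cluster 3 to 931 CPM in cluster 2, which it helped to define, and stood at 56.3 CPM in the clusters with a control majority. *Mmp15* (ENSMUSG00000031790, chromosome 8, 95352268 to 95375080) had 76 UMIs, 2.26 CPM (1.78 to 2.83), in control LSECs and 1217 UMIs, 29.8 CPM (28.2 to 31.5), in *Maf* LSEC-KO LSECs, a log2 ratio of 3.72 (3.38 to 4.07). The share of LSECs with an *Mmp15* UMI was 1.45% (1.10 to 1.86) in control and 26.4% (24.9 to 28.0) in *Maf* LSEC-KO, and 0.481% and 6.19% after thinning, over backgrounds of 0.901% and 1.75%. In *Maf* LSEC-KO LSECs it stood at 30.8 CPM in clusters 2 and 3, 25.5 in cluster 7 and 82.6 in cluster 8.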

Using our scRNA-seq data, we again confirmed the endothelial expression of *Ly6c1* and *Mmp15,* which was previously identified by bulk-RNA-seq of LSECs in *Maf*^*LSEC-KO*^ livers (Figs 7E and S9A).

To analyze LSEC zonation in control and *Maf*^*LSEC-KO*^ mice, we developed a zonation score based on the expression ratio of known periportal and pericentral LSEC genes as described in detail in supplementary materials and methods. This analysis demonstrated disruption of physiological LSEC zonation in *Maf*^*LSEC-KO*^ mice (Fig. 7F,G) confirming the shift in endothelial phenotype towards periportal LSECs seen in our bulk RNA-seq data (Fig. 5F).

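For each library, the fraction of each LSEC's UMIs on a gene, without mitochondrial and ribosomal protein genes, was correlated by Spearman's method with the summed fractions of the starting landmarks. The limits on mean, correlation and p were those of the supplementary methods. This gave 29 central and 12 portal landmark genes out of 8555 genes in control LSECs, and 7 central and 24 portal landmark genes out of 12618 genes in *Maf* LSEC-KO LSECs. Of these, 5 central and 8 portal genes were shared. Each landmark was divided by its maximum in the library, and the score is the portal sum divided by the sum of portal and central values, so that a score near 1 stands for a periportal profile. The landmarks of control LSECs differed in level between the libraries themselves, as 27 of the 29 central genes were lower in *Maf* LSEC-KO LSECs, with a median log2 ratio of −2.14. Of the 12 portal genes, 8 were higher, with a median of 0.43, and the number of lower genes rose from 4 to 5 when scaled to the UMIs of all genes.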

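The median score was 0.270 (quartiles 0.14 and 0.447) in control LSECs and 0.912 (quartiles 0.824 and 0.965) in *Maf* LSEC-KO LSECs, a shift of 0.64. The score was 1, with no UMI of a central landmark, in 318 *Maf* LSEC-KO and 3 control LSECs. With the control landmarks in both libraries the *Maf* LSEC-KO median was 0.485 and the shift 0.21. With the *Maf* LSEC-KO landmarks in both, the control median was 0.682 and the shift 0.23. The largest move came from the control limits in both libraries, which left 7 central and 1 portal landmark in *Maf* LSEC-KO LSECs, gave them a median of 0.208, and turned the shift to −0.06. After thinning, 6 central and 5 portal landmarks were left in control LSECs and 2 and 1 in *Maf* LSEC-KO LSECs. Their medians were then 0.612 and 1, and 1006 *Maf* LSEC-KO LSECs had no UMI of a landmark. From this score the paper concludes that LSEC zonation was disrupted (Fig. 7F,G).

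**Figure D3:**
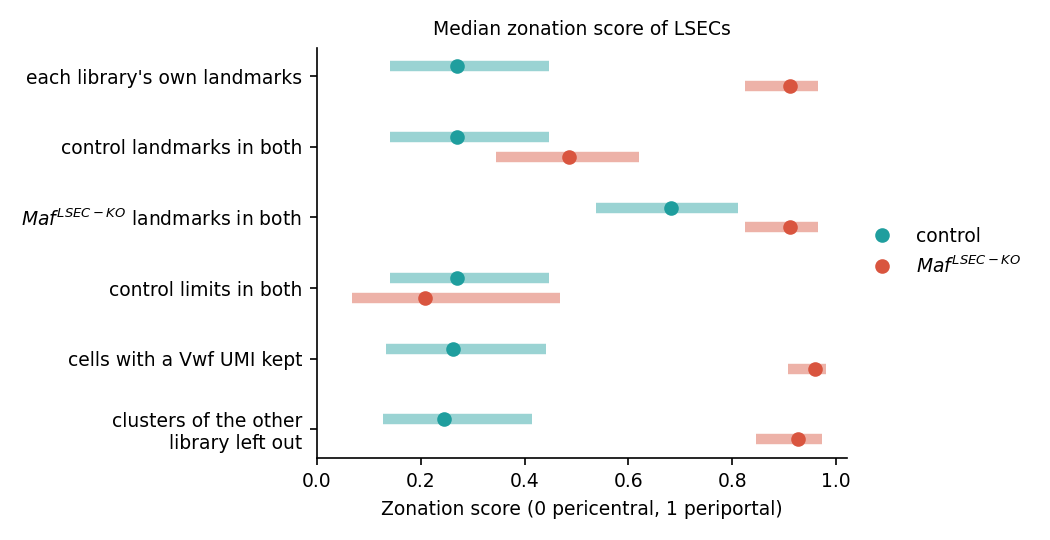
Zonation score of control and *Maf* LSEC-KO LSECs under 6 choices of landmark genes, limits and cells, on an axis from 0 (pericentral) to 1 (periportal). Dots are medians over LSECs and bars run between the quartiles, and the *Maf* LSEC-KO median lies above the control median except with the control limits in both libraries.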

In addition, scRNA-seq data from LSECs confirmed the previous results that *Col4a1* is produced by ECs, whereas *Col1a1* and *Col3a1* must originate from other hepatic cells, most likely HSCs (Fig. S10A and B).

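*Col4a1* (ENSMUSG00000031502, chromosome 8, 11198423 to 11312826) had 25505 UMIs in control LSECs, 759.6 CPM (750.3 to 769), and 71335 UMIs in *Maf* LSEC-KO LSECs, 1748 CPM (1735 to 1761), a log2 ratio of 1.20 (1.18 to 1.22). A UMI was found in 89.6% (88.6 to 90.5) of control and 96.2% (95.4 to 96.8) of *Maf* LSEC-KO LSECs, and in 76.7% and 93.2% after thinning, over backgrounds of 56.8% and 19.3%. *Col1a1* (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had 47 control UMIs, 1.4 CPM (1.03 to 1.86), and 232 *Maf* LSEC-KO UMIs, 5.69 CPM (4.98 to 6.47). *Col3a1* (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) had 179 control UMIs, 5.33 CPM (4.58 to 6.17), and 657 *Maf* LSEC-KO UMIs, 16.1 CPM (14.9 to 17.4). A UMI of *Col1a1* or *Col3a1* was found in 24 control LSECs, 0.578% (0.371 to 0.859), and in 46 *Maf* LSEC-KO LSECs, 1.41% (1.04 to 1.88). The background was 0.901% (0.0228 to 4.92) in the control and 1.75% (0.0444 to 9.39) in the *Maf* LSEC-KO library, limits too wide to compare with these shares. A minimum of 2 UMIs moved the shares most, to 0.313% and 0.706%. Cells with UMIs of at least 2 stellate genes, a list that holds both collagens, carried 97.0% of the *Col1a1* and 95.9% of the *Col3a1* UMIs of *Maf* LSEC-KO LSECs. Without cluster 8, a setting chosen after the values had been seen, the log2 ratio was 0.97 (−1.17 to 3.55) for *Col1a1* and 0.62 (−0.46 to 1.77) for *Col3a1*.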

We also used our scRNA-seq data to investigate the zonated expression of Wnt factors. Interestingly, the Wnt factors *Wnt2*, *Wnt9b,* and *Rspo3* were highly downregulated in *Maf*^*LSEC-KO*^ LSECs, while a gradient of low expression levels was conserved, with higher expression in pericentral areas compared to periportal areas (Fig. S10C). This may be due to lower *Maf* expression in pericentral LSECs, and the likely reduced efficiency of *Maf* excision in these cells owing to lower *Clec4g* expression compared to midlobular LSECs (Fig. S10C). This may explain why we see conserved metabolic zonation in our *Maf*^*LSEC-KO*^ model (Fig. 1F,G), despite the significant loss of Wnt factors in our sequencing data from isolated LSECs.

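*Wnt2* (ENSMUSG00000010797, chromosome 6, 17988940 to 18030585) fell from 9424 UMIs, 281 CPM (275 to 286), in control to 1417 UMIs, 34.7 CPM (32.9 to 36.6), in *Maf* LSEC-KO LSECs, a log2 ratio of −3.01 (−3.10 to −2.93). *Wnt9b* (ENSMUSG00000018486, chromosome 11, 103727364 to 103749821) fell from 570 UMIs, 17.0 CPM (15.6 to 18.4), to 157 UMIs, 3.85 CPM (3.27 to 4.50), a log2 ratio of −2.14 (−2.41 to −1.88). *Rspo3* (ENSMUSG00000019880, chromosome 10, 29452416 to 29535867) fell from 2568 UMIs, 76.5 CPM (73.5 to 79.5), to 420 UMIs, 10.3 CPM (9.33 to 11.3), a log2 ratio of −2.89 (−3.05 to −2.74). The share of LSECs with a UMI fell from 60.9% to 17.8% for *Wnt2*, from 7.95% to 2.52% for *Wnt9b* and from 8.53% to 4.42% for *Rspo3*, and after thinning from 39.4% to 5.67%, from 3.48% to 0.750% and from 5.64% to 1.43%. The background was 40.5%, 3.60% and 9.91% in the control library and 0, 0 and 1.75% in the *Maf* LSEC-KO library. The *Rspo3* ratio depended on the *Vwf* filter. With the 161 control and 1182 *Maf* LSEC-KO cells with a *Vwf* UMI kept, *Rspo3* stood at 165 CPM (161 to 169) in control and 124 CPM (121 to 126) in *Maf* LSEC-KO cells, a log2 ratio of −0.42 (−0.47 to −0.37). The *Vwf*-positive cells held 94.2% (93.6 to 94.7) of the *Rspo3* UMIs of the *Maf* LSEC-KO library and 55.9% (54.6 to 57.2) of those of the control library. Under the same setting the log2 ratio was −2.66 for *Wnt2* and −0.90 for *Wnt9b*.

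LSECs of each library were ranked by score and divided into 4 layers of equal size, from layer 1 (lowest scores, pericentral) to layer 4 (periportal). The share of the first layer in the summed CPM of the 4 layers, where 25% means no gradient, was given percentile intervals from 10000 Poisson draws. In *Maf* LSEC-KO LSECs layer 1 held 84.5% (82.7 to 86.3) for *Wnt2*, 85.0% (79.1 to 90.6) for *Wnt9b* and 45.6% (40.8 to 50.4) for *Rspo3*. In control LSECs these shares were 52.4% (51.4 to 53.5), 78.8% (75.4 to 82.1) and 91.1% (90.1 to 92.2). *Maf* LSEC-KO *Rspo3* stood at 18.6, 9.18, 3.44 and 9.55 CPM from layer 1 to layer 4, so that layer 4 lay above layer 3. Cluster 8 held 27.4% of the *Maf* LSEC-KO *Rspo3* UMIs, at 119 CPM. Without it, a setting chosen after the values had been seen, the layers stood at 19.1, 4.47, 1.82 and 4.37 CPM, with 64.1% (58.5 to 69.7) in layer 1, and the log2 ratio of *Rspo3* was −3.25 (−3.43 to −3.08). *Wnt2* is itself a starting landmark in both libraries, and *Rspo3* and *Wnt9b* are starting landmarks in the control library, so part of these gradients follows from the ranking. With layers from control landmarks other than the 3 Wnt factors and without LSECs in clusters of the other library, a setting chosen after the values had been seen, the *Maf* LSEC-KO share of *Wnt2* was 71.4%. With *Vwf*-positive cells kept, the *Maf* LSEC-KO share of *Rspo3* was 98.0%.

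**Figure D4:**
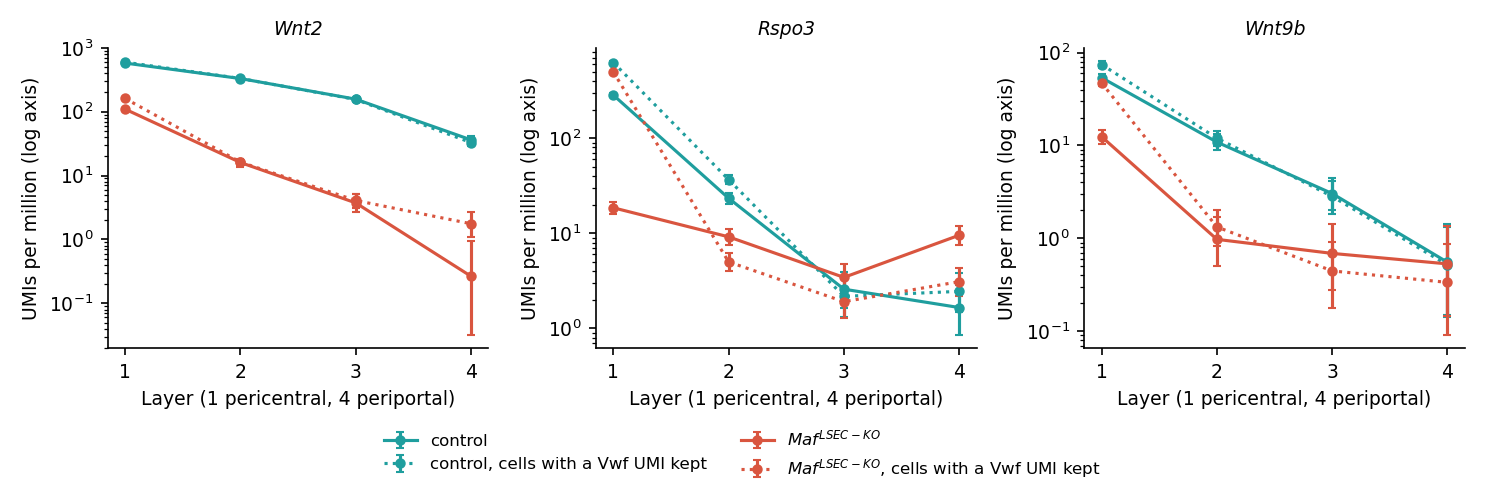
CPM of *Wnt2*, *Rspo3* and *Wnt9b* in layers 1 (pericentral) to 4 (periportal) of control and *Maf* LSEC-KO LSECs, on a log axis. Solid lines are LSECs without a *Vwf* UMI, dotted lines include cells with a *Vwf* UMI, and error bars are exact Poisson 95% intervals.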

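From layer 1 to layer 4, *Maf* stood at 3346, 3572, 3589 and 3189 CPM in control LSECs, with 24.4% (24.2 to 24.7) in layer 1. Its control share rose to 25.4% after thinning, which put layer 1 above the share without a gradient. In *Maf* LSEC-KO LSECs *Maf* stood at 283, 79.2, 69.4 and 46.8 CPM, with 59.2% (57.8 to 60.5) in layer 1. Among the *Maf* LSEC-KO LSECs of layer 1, 19.4% had at least 2 *Maf* UMIs, and 10.6%, 8.48% and 4.55% in layers 2, 3 and 4. Without the LSECs in clusters of the other library, which removed 197 *Maf* LSEC-KO LSECs, the *Maf* LSEC-KO share of layer 1 fell to 18.7%, with 24.4, 30.1, 45.1 and 30.9 CPM. *Clec4g* (ENSMUSG00000074491, chromosome 8, 3707064 to 3720651) had 100249 UMIs in control LSECs, 2986 CPM (2967 to 3004), and 60722 UMIs in *Maf* LSEC-KO LSECs, 1488 CPM (1476 to 1500), a log2 ratio of −1.0 (−1.02 to −0.99). A UMI was found in 98.3% of control and 95.2% of *Maf* LSEC-KO LSECs, over backgrounds of 68.5% and 24.6%. Across the layers *Clec4g* stood at 2672, 3133, 3265 and 2807 CPM in control LSECs, with 22.5% (22.2 to 22.8) in layer 1. The *Maf* LSEC-KO layers stood at 1549, 1490.3, 1505 and 1375 CPM, with 26.2% (25.8 to 26.5) in layer 1. This *Maf* LSEC-KO share was 21.6% with the control landmarks in both libraries and 21.6% with *Vwf*-positive cells kept, both below 25%. *Maf* LSEC-KO LSECs with at least 2 *Maf* UMIs held *Clec4g* at 1741 CPM (1703 to 1780) and those with 0 *Maf* UMIs at 1449 CPM (1436 to 1463).

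**Figure D5:**
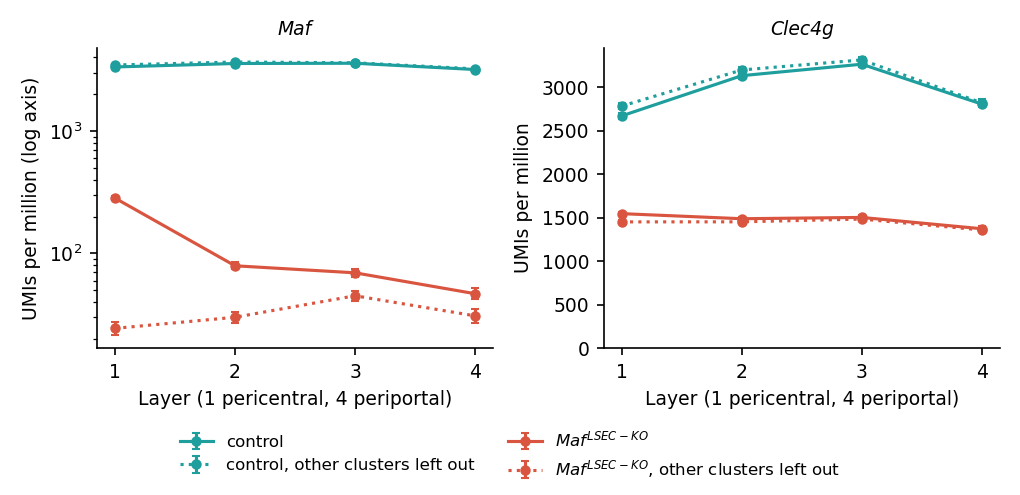
CPM of *Maf* (log axis) and *Clec4g* (linear axis) in layers 1 (pericentral) to 4 (periportal) of control and *Maf* LSEC-KO LSECs, with exact Poisson 95% intervals. Dotted lines leave out the LSECs in clusters of the other library, without which *Maf* LSEC-KO *Maf* lies at 24.4 to 45.1 CPM.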

### Profibrotic factors FLRT2 and CXCL12 activate HSCs *in vitro*

To investigate the functional role of the identified angiocrine factors *Pdgfb*, *Igfbp5*, *Flrt2* and *Cxcl12*, we stimulated the human HSC line LX-2 with the respective angiocrine factors *in vitro*. Notably, FLRT2 and CXCL12, but not IGFBP5 and PDGF-BB, significantly induced *COL1A1* expression in LX-2 cells, indicating HSC activation (Fig. 7H). These results highlight the profibrotic role of angiocrine factors FLRT2 and CXCL12 in liver fibrogenesis.

### *MAF* expression is significantly reduced in ECs of human cirrhotic liver

Transcription factors other than c-Maf that determine LSEC differentiation, such as *GATA4* or *ERG*, are known to be downregulated in human patients with liver fibrosis and cirrhosis.^8^^,^^10^ To elucidate whether the expression of transcription factor *MAF* is also altered in human cirrhosis, we analyzed published scRNA-seq data from healthy and cirrhotic human liver samples.^20^ Raw count data was re-analyzed in house (see Methods) to prioritize the resolution of endothelial and zone-specific LSEC clusters. The data was filtered for non-parenchymal cells, enabling the identification of clusters corresponding to distinct hepatic endothelial subpopulations, including pericentral, midzonal and periportal LSECs, as well as lymphatic, central vein and portal vein ECs (Fig. 8A). Consistent with the original publication,^20^ we detected three clusters consisting of cirrhosis-specific ECs, while clusters corresponding to all LSEC zones and central vein ECs were depleted in cirrhotic livers (Fig. 8A). Portal vein ECs retained roughly equal contribution in cells from healthy and cirrhotic livers, suggesting that the loss of characteristic gene expression in cirrhotic ECs is specific to the sinusoidal and central zones (Fig. 8B).

**Fig. 8:**
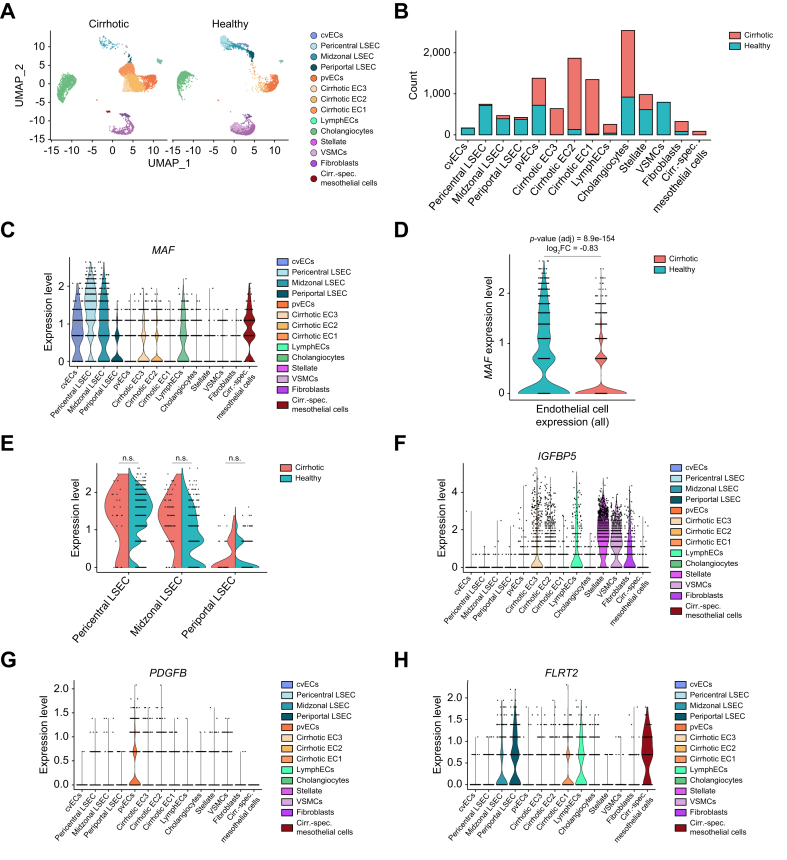
Downregulation of endothelial *MAF* in cirrhotic human livers. (A) UMAP plot of endothelial cells from human cirrhotic and control livers. (B) Bar plot of cell counts mapped to the identified clusters. (C) Violin plot of *MAF* expression per cell cluster. (D) Violin plot of *MAF* expression per phenotype. (E) Violin plot for pericentral, midzonal, and periportal LSECs per phenotype. Violin plots of (F) *IGFBP5*, (G) *PDGFB*, and (H) *FLRT2* expression per cell cluster. cvECs, central vein endothelial cells; LSECs, liver sinusoidal endothelial cells; pvECs, portal vein endothelial cells; UMAP, uniform manifold approximation and projection; VSMCs, vascular smooth muscle cells.

*MAF* expression was almost exclusively seen in healthy LSECs and to a lesser extent in central vein ECs, lymphatic ECs and a small cluster of cirrhosis-specific mesothelial cells (Fig. 8C). Notably, at a global level, *MAF* expression was significantly reduced in ECs from donors with cirrhosis (Fig. 8D), while it was preserved in the few LSECs that retained a pericentral, midzonal, or periportal expression profile (Fig. 8E). We further explored the expression of profibrotic and angiogenic factors that our analyses have implicated as mediators of the role of c-Maf in mouse LSECs (Fig. 5A, 5C). While *IGFBP5* was markedly elevated in cirrhotic ECs compared to LSECs (adjusted *p* value = 3.93e-56, log_2_ fold change = 1.62) (Fig. 8F), the expression of *PDGFB* and *FLRT2* was similar between healthy and cirrhotic ECs (Fig. 8G,H). These results show that the loss of endothelial *MAF* expression in human liver cirrhosis partially parallels the findings in *Maf*^*LSEC-KO*^ mice.

## Discussion

In this study, we show that the transcription factor c-Maf, expressed by normal LSECs, helps protect the liver against MASH-like perisinusoidal liver fibrosis by maintaining LSEC identity. c-Maf-dependent LSEC identity encompasses their zonation along the hepatic sinusoids, from pericentral to periportal regions. The effects of c-Maf in LSECs are mediated by widespread changes in chromatin accessibility, as evidenced by the high number of differentially accessible sites (over 10K). The direct and indirect effects of c-Maf in LSECs, as deduced from TOBIAS footprinting predictions, provide mechanistic insight into how dedifferentiation of LSECs and subsequent functional changes in the hepatic vascular niche may cause MASH-like perisinusoidal liver fibrosis.

Notably, hepatic endothelial c-Maf deficiency allowed for expression of continuous EC genes in liver sinusoids at the expense of sinusoidal EC-specific differentiation and was accompanied by disruption of endothelial zonation along the liver sinusoids. The known profibrotic angiocrine stellate cell activators *Pdgfb* and *Igfbp5* were increased in *c-Maf*-deficient LSECs. *Pdgfb* overexpression alone has been reported to induce liver fibrosis,^21^ while IGFBP5 is known to promote the survival of activated HSCs and myofibroblasts and to increase the expression of profibrotic genes, thereby contributing to liver fibrosis.^22^

Furthermore, we identified *Flrt2* and *Cxcl12* as potential drivers of sinusoidal capillarization and we could show *in vitro* that FLRT2 and CXCL12 contribute to HSC activation by inducing *COL1A1* expression. FLRT2 binds to latrophilin-2 thereby promoting tight junction assembly accompanied by reduced vascular permeability.^23^ In colorectal cancer, FLRT2 formed noncanonical inter-endothelial adhesions that safeguarded against oxidative stress through homophilic binding.^24^ Moreover, FLRT2 has been shown to prevent premature senescence and vascular ageing in endothelial cells upon exposure to risk factors for vascular diseases,^25^ indicating that expression of *Flrt2* may be part of a reactive program to protect the hepatic vasculature from hepatic injury and/or promote healing – a process that requires activation of HSCs and induction of fibrosis. *Cxcl12* is a known proangiogenic chemokine^26^ that is primarily expressed by hepatocytes and ECs.^27^ Therefore, the role of endothelial *Cxcl12* in liver fibrogenesis requires further investigation.

Using scRNA-seq analysis, we discovered that the complete population of LSECs in *Maf*^*LSEC-KO*^ mice underwent a transcriptomic switch in identity towards continuous EC differentiation characterized by homogeneously distributed *Cd34* and *Pdgfb* expression. Among these dedifferentiated LSECs, four distinctive subpopulations were identified, *i.e.* capillary, proliferative, sprouting and secretory clusters. While the secretory cluster may drive the scarring reaction to liver injury via expression of profibrotic angiokines, the proliferative and sprouting clusters may promote the angiogenic part of the reactive response. In line with the emergence of the proliferative and sprouting LSEC subpopulations in *Maf*^*LSEC-KO*^ mice, we identified *Myc* as the most strongly upregulated transcription factor in LSECs in *Maf*^*LSEC-KO*^ mice. MYC is known to be essential for vasculogenesis and angiogenesis^28^ and thus may mediate development of the proliferative and sprouting LSEC subpopulations in *Maf*^*LSEC-KO*^ mice. Furthermore, our data indicate that c-Maf is an important endothelial transcription factor supporting LSEC differentiation^29^ that represses *Myc,* and its vast dependent transcriptional machinery, to keep LSECs in a resting state that supports liver homeostasis.

Mechanistically, we show that the transcription factor c-Maf acts at the epigenetic level, as c-Maf deficiency resulted in remarkable changes to the chromatin accessibility landscape. Our transcription factor footprint analyses provide insight into the complex transcriptomic network of LSECs and reveal that other transcription factors, such as FOS and JUN, become more active upon *Maf* deficiency. As c-Maf forms heterodimers with FOS/JUN,^19^ loss of c-Maf in LSECs might cause a higher rate of FOS-JUN heterodimerization as reflected in the TOBIAS footprinting results. Furthermore, combined genetic deletion of transcription factors *Erg* and *Fli1* in organotypic ECs also causes upregulation of FOS and JUN.^30^

Therefore, we hypothesize that upregulation of FOS/JUN may be part of a default program activated in response to loss of identity in ECs in different vascular beds. Functionally, FOS is a well-known protooncogene that can dimerize with JUN family proteins to form the AP-1 transcription factor complex.^31^ FOS regulates fundamental cellular processes, including cell proliferation and differentiation, and may thus act collaboratively with MYC to support angiogenesis by FOS-dependent upregulation of proangiogenic chemokines.^32^

Our findings pave the way for the development of novel treatment strategies against liver fibrosis. Targeting the profibrotic signaling pathways of the angiocrine factors identified in this study may offer multiple therapeutic opportunities. For PDGF-BB inhibition, several small molecule tyrosine kinase inhibitors are available including imatinib, sorafenib, nilotinib, and sunitinib that suppress proliferative and fibrogenic properties of activated HSCs.^33^ IGFBP5 inhibition could be achieved with the IGF-1R inhibitor linsitinib,^34^ which is not currently approved for any clinical indication. In addition, erdafitinib^35^ and plerixafor^36^ are experimental candidates to inhibit FLRT2 and CXCL12 signaling, respectively. On the other hand, *Maf* could be targeted to increase its expression in LSECs either using lipid nanoparticles^37^ or lentiviral vectors.^38^

Taken together, this study provides important insights into the role of the endothelial transcription factor c-Maf in maintaining normal liver function and protecting against hepatic fibrogenesis, and may open new avenues for developing angiotargeted strategies for liver repair.

## Abbreviations

CDAA, choline-deficient, L-amino acid-defined; ECs, endothelial cells; HSCs, hepatic stellate cells; IF, immunofluorescence; ISH, *in situ* hybridization; KO, knockout; LSECs, liver sinusoidal endothelial cells; MASH, metabolic dysfunction-associated steatohepatitis; RNA-seq, RNA sequencing; sc, single-cell.

## Financial support

This work was supported by the Deutsche Forschungsgemeinschaft, Germany (DFG, German Research Foundation): RTG/GRK 2099 (project number 259332240); CRC/SFB 1366 (project number 394046768); ICON/EB 187/8-1 (project number 413262200). IC is recipient of a Sir Henry Dale Fellowship jointly funded by the Wellcome Trust and the Royal Society (224662/Z/21/Z). DN is recipient of a PhD studentship by the British Heart Foundation (FS/4yPhD/F/20/34128). RM is the recipient of a Fonds de la Recherche Scientifique – (FNRS-F.S.R.) fellowship (1.B306.22). AR is recipient of British Heart Foundation funding (RG/17/4/32662).

## Authors’ contributions

Conceptualization, C.D.S, P.-S.K., S.G.; Investigation, C.D.S., M.W., T.S., M.S., S.K.-Z., J.H., J.C., L.K., H.M., D.N., R.M., C.S., M.N., K.R.; Data Curation, C.D.S., M.W., J.C., L.K., H.M., R.M., C.S.; Writing – Original Draft, C.D.S., P.-S.K., S.G.; Writing – Review & Editing, C.D.S., M.W., T.S., M.S., S.K.-Z., J.H., J.C., L.K., M.N., K.R., G.D., H.M., D.N., I.C., A.R., R.M., C.S., P.-S.K., S.G.; Visualization, C.D.S., M.W., T.S., M.S., J.H., J.C., L.K., H.M., D.N., R.M, M.N., K.R.; Supervision, C.D.S., P.-S.K., S.G.; Funding Acquisition, C.D.S, M.W., P.-S.K., S.G.

## Conflict of interest

The authors declare no competing interests.

Please refer to the accompanying ICMJE disclosure forms for further details.

# Supplementary material for: Endothelial c-Maf prevents MASLD-like liver fibrosis by regulating chromatin accessibility to suppress pathogenic microvascular cell subsets
**Source:** JHEP Rep. 2025 Jun 6;7(9):101475. doi: 10.1016/j.jhepr.2025.101475
**Supplement:** Multimedia component 1

# **Endothelial c-Maf prevents MASLD-like liver fibrosis by regulating chromatin accessibility to suppress pathogenic microvascular cell subsets**

Manuel Winkler, Theresa Staniczek, Maximilian Suhayda, Sina Wietje Kürschner-Zacharias, Johannes Hoffmann, Julio Cordero, Linda Kraske, Hannah Maude, Dorka Nagy, Rita Manco, Carsten Sticht, Michelle Neßling, Karsten Richter, Gergana Dobрева, Anna Maria Randi, Inês Cebola, Kai Schledzewski, Philipp-Sebastian Reiners-Koch, Sergij Goerd, and Christian David Schmid

## Table of contents

|                                          |    |
|------------------------------------------|----|
| Supplementary Material and Methods ..... | 2  |
| Fig. S1 .....                            | 15 |
| Fig. S2 .....                            | 16 |
| Fig. S3 .....                            | 17 |
| Fig. S4 .....                            | 19 |
| Fig. S5 .....                            | 20 |
| Fig. S6 .....                            | 21 |
| Fig. S7 .....                            | 22 |
| Fig. S8 .....                            | 23 |
| Fig. S9 .....                            | 24 |
| Fig. S10 .....                           | 25 |
| Table S1 .....                           | 26 |
| Table S2 .....                           | 26 |
| Table S3 .....                           | 26 |
| Table S4 .....                           | 26 |
| Supplementary References .....           | 27 |

# **Supplementary Material and Methods**

## **Tissue preparation**

Isofluran (Baxter) anesthetized mice were sacrificed by cervical dislocation. The liver was removed and weighed. Sectioned organs were fixed in phosphate-buffered 4 % formaldehyde solution (P087, Carl Roth) at room temperature for one to five days, followed by paraffin embedding according to standard protocols. Liver tissue pieces were also snap-frozen in liquid nitrogen.

Formalin-fixed paraffin-embedded (FFPE) tissue sections (3  $\mu$ m) were deparaffinized and rehydrated according to standard protocols. Sections were stained with hematoxylin & eosin (H&E), Picrosirius red (PSR), and Prussian Blue according to standard protocols. For Oil Red O staining, fresh frozen cryosections were processed according to the manufacturer's standard protocols and counterstained with haematoxylin solution.

## **Blood collection**

For blood collection, mice were deeply anesthetized and sacrificed subsequently. Blood samples were taken from the retrobulbar venous plexus during day cycle in lithium heparin tubes (Microvette 500 LH, 20.1345.100, Sarstedt). Plasma was separated using centrifugation at 7000 x g for 7 min and analyzed for standard plasma values in a Cobas c311 analyzer (Roche Diagnostics).

## **Immunofluorescence**

3  $\mu$ m paraffin sections were de-paraffinized, rehydrated, and stained according to standard protocols. Heat induced epitope retrieval (HIER) citrate buffer pH 6.0 (ZUC028-500, Zytomed Systems) was used for antigen retrieval at 95 °C for 45 min.

After air-drying, cryosections (8  $\mu$ m) were fixed for 10 min with phosphate-buffered 4 % paraformaldehyde (PFA) (0335, Carl Roth) and blocked with 5 % normal donkey serum (017-000-121, Dianova, Hamburg, Germany) for 30 min.

Antibodies were diluted in Dako antibody diluent (S202230-2, Agilent Technologies). Primary antibodies were incubated overnight at 4 °C. Subsequently, sections were washed three times with phosphate-buffered saline (PBS) (A0964.9050, VWR International) and incubated with fluorophore-conjugated secondary antibodies for one hour at room temperature followed by another washing step with PBS. Finally, sections were mounted with Dako fluorescence mounting medium (S302380-2, Agilent Technologies), dried for one day at room temperature, and stored at 4 °C. Antibodies used for immunofluorescence are listed in CTAT file.

## **Immunohistochemistry**

Sections of 3 µm thickness were prepared from paraffin-embedded tissue, following standard protocols for deparaffinisation and rehydration. Antigen retrieval was performed at pH6 (citrate buffer) for 45 minutes. The sections were then blocked with Dako Real Peroxidase Blocking Solution (Agilent Technologies, S2023) for 10 minutes. The primary antibody was diluted in Dako Antibody Diluent (Agilent Technologies, S202230-2) and incubated overnight at 4 °C in a humid chamber. Following this, the sections were washed three times with PBS and incubated with HRP-conjugated antibodies for 1 hour at room temperature. Following a further three washes with PBS, the sections were then incubated with Dako Liquid DAB + Substrate (Agilent Technologies, K3468) for a period of 8 minutes. They were then counterstained with haematoxylin solution, Gill No. 1 (Sigma-Aldrich, GHS132-1L) for a further 4 minutes, after which they were mounted with Dako aqueous mounting medium (Agilent Technologies, S3025).

## **Microscopy**

Images were acquired using an Eclipse Ni-E motorized upright microscope equipped with CFI Plan Apochromat Lambda series objective lenses (4x, 10x, 20x, 40x, 60x), an Intensilight Epifluorescence Illuminator, a DS-Ri2 high-definition color camera, and a DS-Qi2 high-definition monochrome camera controlled by NIS-Elements AR 5.6.30 software (Nikon Instruments). To capture the total thickness of the specimen, fluorescence microscopy images were acquired as series of z-axis images. Acquired

images were background corrected, deconvoluted, and focused using NIS-Elements AR 5.6.30 and Fiji ImageJ 2.0.0-rc69/1.53c [1,2].

Representative areas per sample were selected for quantification of immunofluorescence or in situ hybridization images. The images were quantified using ImageJ software with a pre-programmed threshold appropriate for the analysis. The area was then measured using the 'Measure' tool implemented in ImageJ.

## **qPCR**

### **RNA Isolation**

Liver tissue was homogenized using the Precellys® Tissue Homogenizer (Bertin Technologies, France) and the Precellys® Lysing Kit CKMix (2 mL tubes with ceramic beads) at 5000 rpm for 2 × 20 seconds. Total RNA from liver tissue and hepatic endothelial cells was isolated using innuPREP RNA Mini Kit 2.0 (845-KS-2040250, Analytik Jena) followed by DNA digestion using the TURBO DNA-free Kit (AM1907, Thermo Fisher Scientific) according to the manufacturer's protocols. RNA concentration and quality were measured using a NanoPhotometer NP80 (Implen) and a 2100 Bioanalyzer (Agilent Technologies).

### **Reverse Transcription**

Reverse transcription was performed using Maxima Reverse Transcriptase (EP0752, Thermo Fisher Scientific) and Oligo(dT)18 primers (SO131, Thermo Fisher Scientific) according to the manufacturer's instructions.

### **qPCR settings and analysis**

innuMIX qPCR SyGreen Sensitive (845-AS-1310200, Analytik Jena, Jena, Germany) was used on a qTOWER 3 G touch thermal cycler (Analytik Jena) for quantitative PCR (qPCR). qPCR primers were designed with NCBI's PrimerBLAST (<https://www.ncbi.nlm.nih.gov/tools/primer-blast/>). For mRNA specificity, qPCR primers were designed to span an exon-exon junction where possible. Primers were tested with no template controls, original RNA, and melt curve analysis. Primer sequences are listed in

the CTAT file. qPCR output files were analyzed in qPCRsoft 4.0.8.0 (Analytik Jena). Considering the amplification efficiencies determined from the standard curves, normalized expression values were calculated using the Pfaffl method. For normalization, reference genes *Gak*, *Mrpl46*, and *Srp72* [3] were used.

### **Tissue Collagen Assay**

Liver tissue was analyzed for collagen content using the Sensitive Tissue Collagen Assay (QZBTiscoll1, QuickZyme) according to the manufacturer's instructions. Optical densities were detected with an Infinite 200 plate reader (Tecan Group) set to 570 nm.

### **Hepatic triglyceride concentration assay**

To analyze the hepatic triglyceride concentration, 100 mg snap frozen liver tissue was homogenized in 5 % NP-40 solution (74385, Merck) by two cycles of heating to 80–100°C for 5 minutes using a shaking dry incubator (ThermoMixer C, Eppendorf, Hamburg, Germany) and cooling to room temperature. The supernatant was used to determine the triglyceride concentration after centrifugation at top speed for two minutes. Triglyceride concentration was analyzed using Triglyceride Assay Kit – Quantification (ab65336, Abcam) based on the manufacturer's protocol.

### **Transmission electron microscopy (TEM)**

Dissected liver lobes of six months old mice were immersed in freshly prepared aldehyde fixative (4% formaldehyde, 2 % glutaraldehyde, 1 mM MgCl<sub>2</sub> and 1 mM CaCl<sub>2</sub> buffered to pH 7.2 in 100 mM Na-cacodylate). Vibratome sections (200 µm) of liver lobes were postfixated with 1 % osmium tetroxide, dehydrated with ethanol and embedded in epoxy resin. The ultra-thin sections (60 nm) contrast-stained with uranyl and lead were viewed in a Zeiss EM 910 at 80 kV (Carl Zeiss, Oberkochen, Germany). Micrographs were taken with a digital CCD-Camera (TRS, Moorenweiss, Germany).

## **In-situ-hybridization**

For RNA in situ hybridization (ISH), RNAscope 2.5 HD Red (322350, Advanced Cell Diagnostics) on FFPE tissue sections (3 µm) according to the manufacturer's protocols was used. ISH probes are listed in CTAT file.

## **RNA fluorescence in situ hybridization (FISH)**

FFPE tissue sections (3 µm) were used for RNA fluorescence in situ hybridization (FISH) and processed according to the manufacturer's protocols. The RNAscope 2.5 HD Duplex kit (Advanced Cell Diagnostics, 322,430) was used. FISH probes are listed in CTAT file.

## **MASH-induced liver fibrosis mouse model**

To induce MASH-induced liver fibrosis 11-week-old female *Mafl<sup>SEC-KO</sup>* and littermate controls were fed choline-deficient, L-amino acid-defined (CDAA) diet (E15666-94, Ssniff) for ten weeks. The body weight was monitored during the experiment and blood samples were taken at the end of the experiment prior scarification of the mice.

## **Isolation of hepatic endothelial cells**

Isolation of hepatic endothelial cells was performed as described before [4]. Mice were deeply anesthetized with Isofluran (Baxter) and sacrificed by cervical dislocation. Livers were perfused *in situ* via the portal vein with a 0.05 % collagenase/amino acid/saccharide solution (C2674, Sigma-Aldrich). Livers were dissected and mechanically disrupted. Liver tissue from three mice was pooled and digested at 37 °C in collagenase/Gey's balanced salt solution (G9779, Sigma-Aldrich). After removing hepatocytes by low speed centrifugation, the cells were filtered through a 250 µm mesh followed by a 100 µm cell strainer. Non-parenchymal cells were separated by a 19.3 % Nycodenz (1002424, Axis-Shield, Alere Technologies) gradient. Subsequently, magnetic-activated cell sorting (MACS) was used with anti-CD146 MicroBeads (ME-9F1, 130-092-007, Miltenyi Biotech) to purify endothelial cells. The purity of hepatic endothelial cells was analyzed by fluorescence activated cell

sorting (FACS) using a BD FACSCanto II (BD Biosciences, Franklin Lakes, NJ, USA). After gating on live singlet cells, the purity of hepatic endothelial cells was indicated by LYVE1+ and/or CD31+ cells. Positivity for LYVE-1 and/or CD31 of hepatic endothelial cells from controls was 95 %, for *Maf*<sup>LSEC-KO</sup> was 86 % (Fig. S6A). Macrophage contamination was assessed by CD11b positivity. Positivity of hepatic endothelial cells for CD11b was 2 % for controls and 4 % for *Maf*<sup>LSEC-KO</sup> (Fig. S5A).

## **Bulk RNA-seq of mouse hepatic endothelial cells**

### **Library preparation and sequencing**

RNA of isolated hepatic endothelial cells was conducted as described above. Library preparation and sequencing was conducted by BGI Tech Solutions (Hong Kong) using the BGISEQ-500 platform and paired-end 100-bp read length. Raw reads were filtered using the SOAPnuke software to obtain clean reads (filter parameters: -n 0.03 -l 20 -q 0.4 -A 0.28). At least  $20 \times 10^6$  clean reads per sample were obtained.

### **Data analysis**

RNA-seq data processing was performed with R (version 3.6.3) and bioconductor (version 3.9) using the NGS analysis package systempipeR [5] in Rstudio (version 1.1.463). Quality control of clean sequencing reads was performed using FastQC (Babraham Bioinformatics). Low-quality reads were removed using trim\_galore (version 0.6.4). The resulting reads were aligned to the mouse genome version GRCm38.p6 from GeneCode and counted using kallisto version 0.46.1 [6]. The count data was transformed to log2-counts per million (logCPM) using the voom-function from the limma package [7]. Differential expression analysis was performed using the limma package in R. A false positive rate of  $\alpha = 0.05$  with FDR correction was taken as the level of significance.

Volcano plots and heatmaps were created using ggplot2 package (version 2.2.1) and the complexHeatmap package (version 2.0.0) [8]. For Gene Ontology enrichment analysis and gene set enrichment analysis (GSEA), clusterProfiler was used [9]. Only genes with RNA expression >1cpm

were used in the analysis. For Gene Ontology enrichment analysis, genes were further filtered for log2 fold-change >1 or <-1, respectively. GSEA was performed using key genes of LSEC zonation, based on data from Su et al. [10].

## **ATAC-seq of mouse hepatic endothelial cells**

### **Library preparation**

Hepatic endothelial cells were isolated from three 12 weeks old control and *Mafl<sup>LSEC-KO</sup>* mice using a modified protocol from [11]. Briefly, 50000 freshly-isolated hepatic endothelial cells were incubated in 50 µL cold lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1 % Igepal CA-630) for three minutes. The lysis was stopped by adding 1 mL resuspension buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>) and the nuclei were pelleted by 10 min centrifugation (500 x g, 4 °C). Isolated nuclei were incubated in transposition reaction mix containing 2.5 µL Nextera Tagment DNA Enzyme TDE (15027916, Illumina) in 47.5 µL 2x transposition buffer (20 mM Tris-HCl pH 7.6, 10 mM MgCl<sub>2</sub>, 20% Dimethylformamide) for 30 min at 37 °C. Immediately following the transposition reaction, purification was carried out using ChIP DNA Clean and Concentrator Kit (D5205, Zymo). Sequencing libraries were performed using NEB Next High-Fidelity 2x PCR Master Mix (M0541S, New England Biolabs) and Nextera Index Kit (15055290, Illumina). Magnetic bead purification with two-sided size selection using undiluted Agencourt AMPure XP Beads (A63881, Beckman Coulter) ensured library sizes between 150 and 1000 bp. The quality of the libraries was analyzed by Bioanalyzer High Sensitivity DNA analysis kit (5067-4626, Agilent).

### **Sequencing**

Libraries were mixed in equimolar ratios and sequenced on NextSeq550 platform using v2.5 chemistry (15058251, 15057931, 15057941, 20022408, Illumina Nextseq 500/550).

### **Data analysis**

All raw reads were trimmed using Trimmomatic-0.36 with the parameters (ILLUMINACLIP:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:20 CROP:70 HEADCROP:10. The

trimmed reads were mapped to the mouse genome from UCSC version mm10 using Bowtie2 (v2.4.4) (default settings). Mapped reads were converted to from sam to bam by the help of samtools (v1.13). PCR duplicates were removed from the bam files with the help of MarkDuplicates.jar from Picard1.119. Bam files were merged by the help of bamtools (v2.5.1) and from the merged files the bigwig files were created. We used bamCoverage from deptools (v3.5.4) (-bs 20 –smoothLength 40 -p max –normalizeUsing RPKM -e 150). Peak calling was performed using MACS2 (v2.2.9.1). Detected peaks were annotated with annotatePeaks.pl from homer (v4.11) [12]. The peaks overlapping the blacklist from mm10 genome were removed. Peaks from controls and *Mafl<sup>LSEC-KO</sup>* were merged using bedtools (v2.30.0) merge (-d 100). Quantification of bam files on merged peaks was performed using bedtools (v2.30.0) multicov (defaults settings). Differential binding was performed using DESEQ2 (v1.42.1).

### **Transcription factor footprint analysis**

Transcription factor footprint analysis was performed using TOBIAS (v0.16.1) following the program instructions. The JASPAR 2024 vertebrate database was used as a motif reference. The detected differential footprints were annotated to the mouse genome (mm10) using the ChIPseeker package [13].

### **ATAC-Seq Data Visualization**

The interactive genome browser (IGV) program was used to visualize the normalized bigwig files from the ATAC-seq data, as well as the peak files.

### **ATAC-seq Code Availability**

All the codes used in these manuscripts are available upon request to the corresponding authors.

## **Single-cell RNA-seq analysis of mouse LSEC**

### **Suspension Preparation**

Hepatic endothelial cells from three *Mafl<sup>LSEC-KO</sup>* and three control mice were isolated and pooled as described above.

Hepatic endothelial cells suspensions were adjusted to a concentration of approximately 1,000 cells/ $\mu$ L in PBS to ensure optimal capture efficiency for 10x Genomics Chromium Next GEM technology.

### **10x Chromium Platform**

Single-cell suspensions were loaded into the 10x Genomics Chromium Controller (10x Genomics) to generate Gel Bead-in-Emulsions (GEMs), following the manufacturer's instructions. A targeted cell recovery of 10,000 cells was used to ensure sufficient capture while minimizing doublet formation.

Inside each GEM, reverse transcription was performed using reagents from the 10x Genomics Chromium Single Cell 3' Reagent Kit v3.1. Barcoded mRNA transcripts were converted into cDNA within the emulsion droplets. Following reverse transcription, cDNA was purified with Silane Dynabeads (Thermo Fisher Scientific), and the cDNA libraries were amplified by polymerase chain reaction (PCR) to generate sufficient material for sequencing.

Amplified cDNA was subjected to fragmentation, end repair, and A-tailing using the Chromium Single Cell 3' Library Construction Kit. Adapter ligation and final amplification were performed to generate sequencing-ready libraries. Sample quality was assessed using an Agilent Bioanalyzer (Agilent Technologies) to ensure library integrity and appropriate fragment sizes.

### **Sequencing**

Final libraries were paired-end sequenced on an Illumina NovaSeq 6000 platform (Illumina) at a targeted depth of 200,000 reads per cell.

### **Data processing**

The raw sequencing data were processed using the 10x Genomics Cell Ranger pipeline (v6.0), which performed demultiplexing, barcode assignment, and alignment to the mouse reference genome (mm10).

On the raw matrix output of Cell Ranger, the empty droplets were identified using low UMI counts (500 UMIs), and Otsu's Method, as described in Ben-Moshe et al. [14]. The mean UMI counts of the empty droplets were then subtracted from each cell. Further analyses were performed using the Seurat

package (version 5.0.1) [15]. 

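Of the deposited barcodes, 657 control and 1565 *Maf* LSEC-KO barcodes held fewer than 1500 UMIs, and 644 and 1617 held fewer than 750 genes. Both limits together removed 703 control and 1668 *Maf* LSEC-KO barcodes and left 4961 (87.6%) and 5423 (76.5%). The barcodes left had a median of 8573 UMIs and 3075 genes in the control and 13441 UMIs and 3925 genes in the *Maf* LSEC-KO library. The removed barcodes had a median of 33.0% mitochondrial UMIs in the control and 3.04% in the *Maf* LSEC-KO library.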

Cells with total UMI counts lower than 1500 or total gene counts lower than 750 were removed. Cell clustering was based on PCA dimensionality reduction using 16 or 20 PCs (for the control and *Mafl<sup>LSEC-KO</sup>* data, respectively) and a resolution value of 0.3. For further analysis, mitochondrial (“^mt-”) and ribosomal (“Rp”) genes were manually removed from the gene list since they are prone to batch-related expression variability. Additionally, doublets were identified and removed using the DoubleFinder Package (version 2.0.3) [16]. 

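Scrublet was used in place of this package, with a doublet rate expected from the number of barcodes (4.53% and 5.67%). Its automatic threshold marked 0 cells in each library, so the cells with the highest scores were marked up to the expected rate, a rule chosen after this had been seen. This marked 225 control (4.54%) and 308 *Maf* LSEC-KO cells (5.68%), of which 176 and 190 lay in endothelial clusters.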

Cell type-specific markers were then utilized to interpret the single-cell clusters: *Adgre1* and *Clec4f* for macrophages, *Ptprc* and *Cd52* for immune cells, *Acta1* for hepatic stellate cells, *Arg1* for hepatocytes, and *Pecam1* for endothelial cells. The clustering was used to subset only the endothelial cells. 

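A cluster was kept as endothelial-like when at least 50% of its cells had a UMI of *Pecam1*, at least 50% of them had a UMI of each of at least 7 of 14 endothelial genes, and no marker of another cell type named above was found in more than 50% of them. This kept 7 of 12 control clusters with 4489 cells (90.5%) and 8 of 13 *Maf* LSEC-KO clusters with 4629 cells (85.4%). After doublets had been removed, *Vwf* UMIs were found in 161 control cells, 3.73% (3.19 to 4.34), and in 1182 *Maf* LSEC-KO cells, 26.6% (25.3 to 28.0). At least 2 *Vwf* UMIs were found in 83 control (1.92%) and 729 *Maf* LSEC-KO cells (16.4%).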

The last subset was done excluding the cells that expressed *Vwf* to delete the vascular endothelial cells [17]. This processing was done independently for each sequencing run. Finally, the processed control and *Mafl<sup>LSEC-KO</sup>* Seurat Objects were merged. Data were normalized and scaled using the SCTransform function. Cell clustering was based on PCA dimensionality reduction using 22 PCs and a resolution value of 0.3. The resulting clusters were then manually annotated after extracting cluster markers using the FindAllMarkers Seurat function.

### **Zonation reconstruction of LSEC**

The LSEC zonation was computed by adapting the Method used in Ben-Moshe et al. [14]. Specifically, as starting landmarks well-established pericentral landmark genes were used [18]: *Cdh13*, *Wnt2*, *Rspo3*, and *Wnt9b* for the control cells, while for *Mafl<sup>LSEC-KO</sup>* only *Cdh13* and *Wnt2* were used, as *Wnt9b* and *Rspo3* were too low expressed. After computing Spearman correlations for each gene with the combined expression level of these pericentral landmark genes, genes with mean expression higher than 1E-5 for the control and 1E-6 for the *Mafl<sup>LSEC-KO</sup>*, correlation pval lower than 0.01 and correlation higher than 0.3 and lower than -0.2 (control) and -0.1 (*Mafl<sup>LSEC-KO</sup>*) were considered as central or portal landmark genes, respectively. Following a two-step normalization process which involved normalizing based on the sum of the total UMI count for each cell and scaling by dividing them by their maximal expression, we calculated the zonation coordinate as the ratio of pericentral landmark gene expression

to the sum of central and pericentral landmark gene expression ( $pLM/(cLM+pLM)$ ). Finally, cells were equally assigned to four discrete zones – periportal, mid-lobule 1 and 2, and pericentral – based on percentiles. To derive zonation profiles of genes, we computed the mean expression levels and corresponding standard errors for cells grouped by zone.

### ***In vitro* stimulation of LX-2 cells**

For stimulation of human hepatic stellate cell line LX-2 (RRID:CVCL\_5792, SCC064, Sigma-Aldrich) with recombinant proteins, LX-2 cells were seeded at a density of 50.000 cells per well in a 6-well plate. After starving with 0.5 % FCS for 24 h, the cells were stimulated with 100 ng/mL CXCL12 (Bio-Techne), 800 ng/mL FLRT2 (Bio-Techne), 100 ng/mL IGFBP-5 (Bio-Techne) or 20 ng/mL PDGF-BB (Bio-Techne), respectively. PBS was used as control for CXCL12, FLRT2 and IGFBP-5, 4 mM HCl was used as control for PDGF-BB. After 24 h stimulation, the cells were harvested and RNA isolated using innuPREP RNA Mini Kit 2.0 (845-KS-2040250, Analytik Jena) followed by DNA digestion using the TURBO DNA-free Kit (AM1907, Thermo Fisher Scientific) according to the manufacturer's protocols. RNA concentration was measured using a NanoPhotometer NP80 (Implen). The cell line was regularly tested for mycoplasma absence by PCR. The PCR Mycoplasma Detection Kit (Biozol, ABM-G238) was used according to the manufacturer's instructions.

Reverse transcription was performed using Maxima Reverse Transcriptase (EP0752, Thermo Fisher Scientific) and Oligo(dT)18 primers (SO131, Thermo Fisher Scientific) according to the manufacturer's instructions.

qPCR was performed using innuMIX qPCR SyGreen Sensitive (845-AS-1310200, Analytik Jena, Jena, Germany) on a qTOWER 3 G touch thermal cycler (Analytik Jena). qPCR primers were designed with NCBI's PrimerBLAST (<https://www.ncbi.nlm.nih.gov/tools/primer-blast/>). For mRNA specificity, qPCR primers were designed to span an exon-exon junction where possible. Primers were tested with no template controls, original RNA, and melt curve analysis. Primer sequences are listed in CTAT file. qPCR output files were analyzed in qPCRsoft 4.0.8.0 (Analytik Jena). Considering the amplification

efficiencies determined from the standard curves, normalized expression values were calculated using the Pfaffl method. For normalization the reference genes *CACTIN* and *HLCS* were used.

### **Analysis of MAF expression in human liver single-cell RNA-seq data**

*MAF* expression was explored in published single-cell RNA-seq (scRNA-seq) data from human livers with a healthy or cirrhotic phenotype [Ramachandran et al. 2019, <https://www.nature.com/articles/s41586-019-1631-3>] [19]. Cell count matrices, barcodes and gene labels were downloaded from GEO (GEO accession: GSE136103) for all samples and read into R using the Seurat package (v4.3.0) [<https://satijalab.org/seurat/authors> - use Hao and Hao et al. Integrated analysis of multimodal single-cell data. Cell (2021) for Seurat v4]. Sample-level processing was carried out using the Seurat SCTransform v2 [20] pipeline along with scDblFinder [21] to remove doublets. Clusters were identified using Seurat FindNeighbors and FindClusters, and low-quality cells were filtered out by removing clusters with a mitochondrial gene in the top five marker genes. Processed samples were integrated using `SelectIntegrationFeatures > PrepSCTIntegration > FindIntegrationAnchors > IntegrateData > RunPCA > RunUMAP > FindNeighbors > FindClusters`. Cell type labels were predicted via integration with the Liver Cell Atlas [22]. Briefly, cell annotation and count matrices were downloaded from the Liver Cell Atlas ([www.livercellatlas.org](http://www.livercellatlas.org)) and processed with SCTransform v2, RunPCA and RunUMAP. The Seurat commands `FindTransferAnchors > TransferData` were used to predict cell type labels for the Ramachandran et al. data.

Further analysis was concentrated on NPCs by isolating clusters labelled as stromal cells, fibroblasts, cholangiocytes and endothelial cells. Cells were subset for those with `nFeature_RNA > 200` and `percent.mt < 15` and the above steps repeated to remove small clusters of contaminating non-NPCs. Using the high-confidence set of NPCs, cell types were first assigned independent for healthy and cirrhotic samples (stage 1) and subsequently for all healthy and cirrhotic NPCs processed together (stage 2), with cell types assigned in stage 1 used to inform the final identity of combined clusters. Cell types were predicted using the label transfer method as above but with the CD45- Liver Cell Atlas,

combined with marker gene expression, namely: *PROX1*, *FLT4*, *PDPN*, and *LYVE1* for lymphatic endothelial cells, LSEC marker genes as published by Nagy et al. [23], stellate cell marker genes from PangloaDB 2020, *VWF*, *CD34*, *ENG*, *ACKR1*, and *PECAMI* for macrovascular ECs, *FCGR2B*, *STAB2*, *LYVE1*, *CD14*, *ICAM1*, *FCN3*, and *FCN2* for pericentral LSECs and *PECAMI*, *F8*, *SPARCL1*, and *CLEC14A* for periportal LSECs. Healthy NPC clusters were labelled as pericentral, midzonal and periportal LSEC, lymphatic EC, central vein EC (cvEC) and portal vein EC (pvEC). Notably, we did not observe clear expression of pericentral LSEC marker genes in the cirrhotic NPCs. Three EC clusters identified in the combined data analysis (stage 2) contained cells almost entirely from cirrhotic samples and were labelled as cirrhosis-specific ECs. Combined cell clusters from stage 2 were used to interrogate differential gene expression using the Seurat command, FindMarkers.

**Fig. S1**

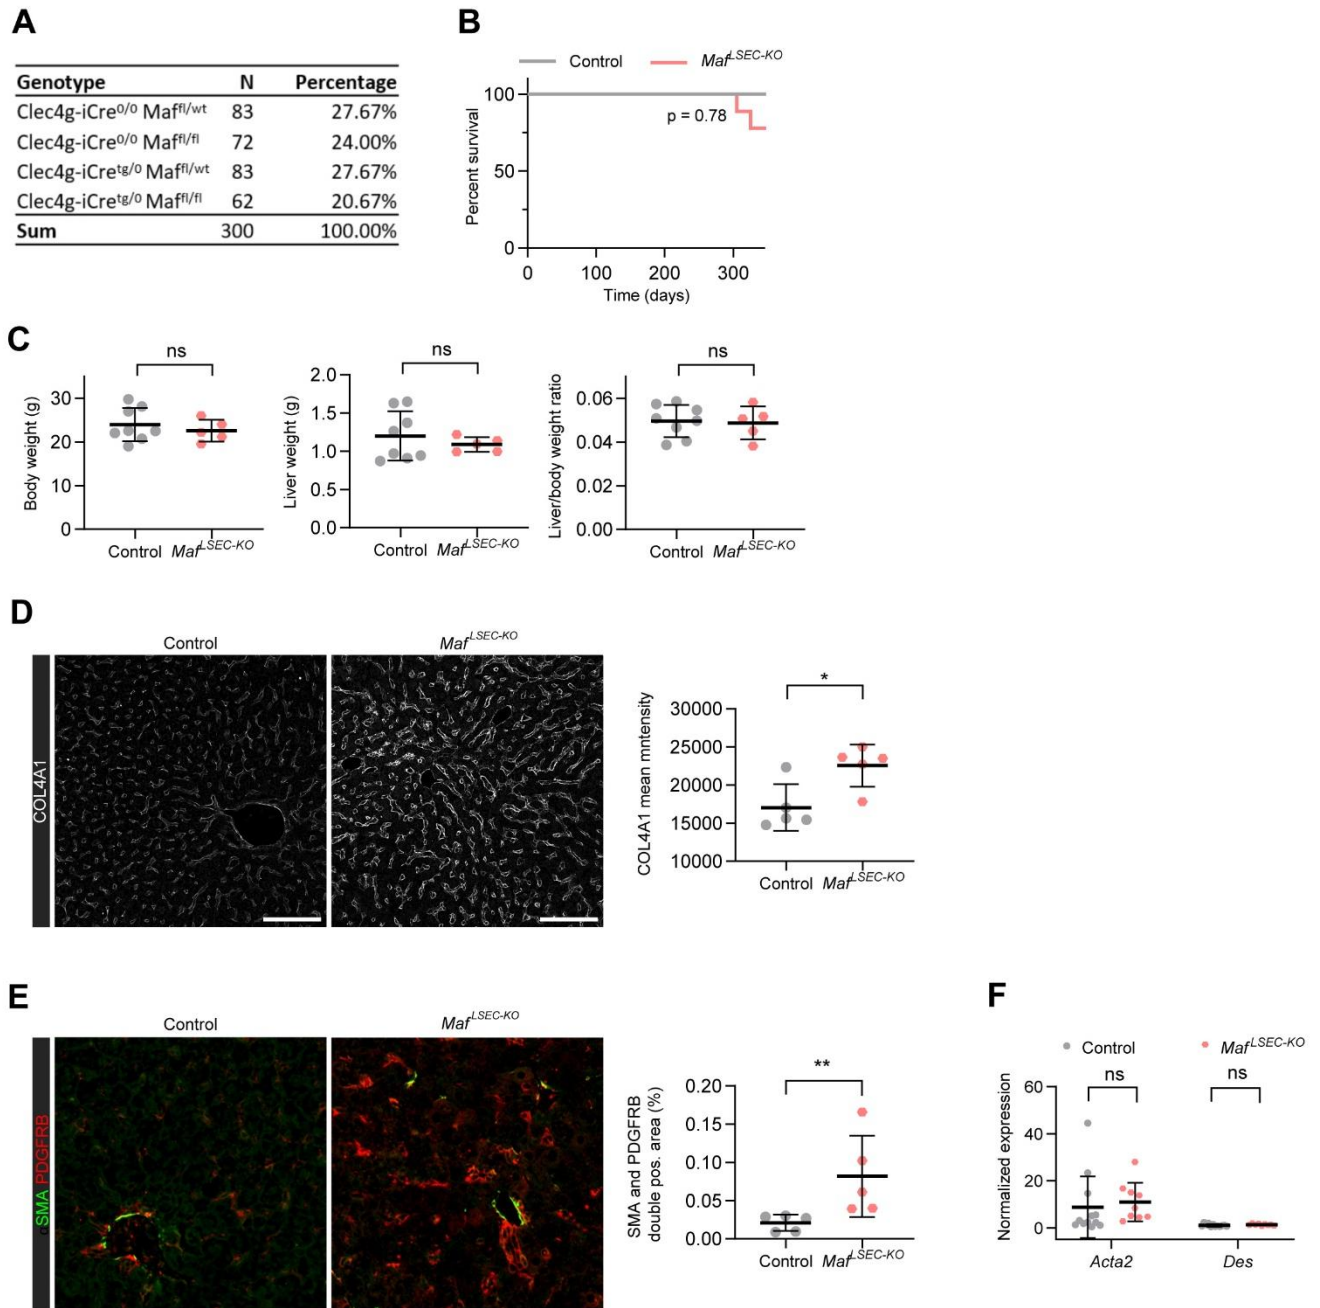

**Fig. S1. Basic animal data for *Maf*<sup>LSEC-KO</sup> mice aged three months.**

(A) Genotype distribution of *Maf*<sup>LSEC-KO</sup> mice (*Clec4g-iCre*<sup>tg/0</sup>  $\times$  *Maf*<sup>fl/fl</sup>) ( $n = 300$ ). (B) Kaplan-Meier-curve over a period of 345 days ( $n = 8, 9$ ). (C) Body and liver weight and liver/body weight ratio ( $n = 5, 8$ ). (D) Immunofluorescence staining and intensity quantification of COL4A1 in the liver ( $n = 5$ ). (E) Immunofluorescence staining and quantification of SMA and PDGFRB double positive area in the liver ( $n = 5$ ). (F) Expression levels of *Acta2* and *Des* in livers ( $n = 9, 12$ ). Scale bars: 100  $\mu$ m. Mean  $\pm$  SD. (B) Log-rank test; (C-F) Welch's  $t$  test; n.s.  $p \geq .05$ ; \*  $p < .05$ ; \*\*  $p < .01$ .

**Fig. S2**

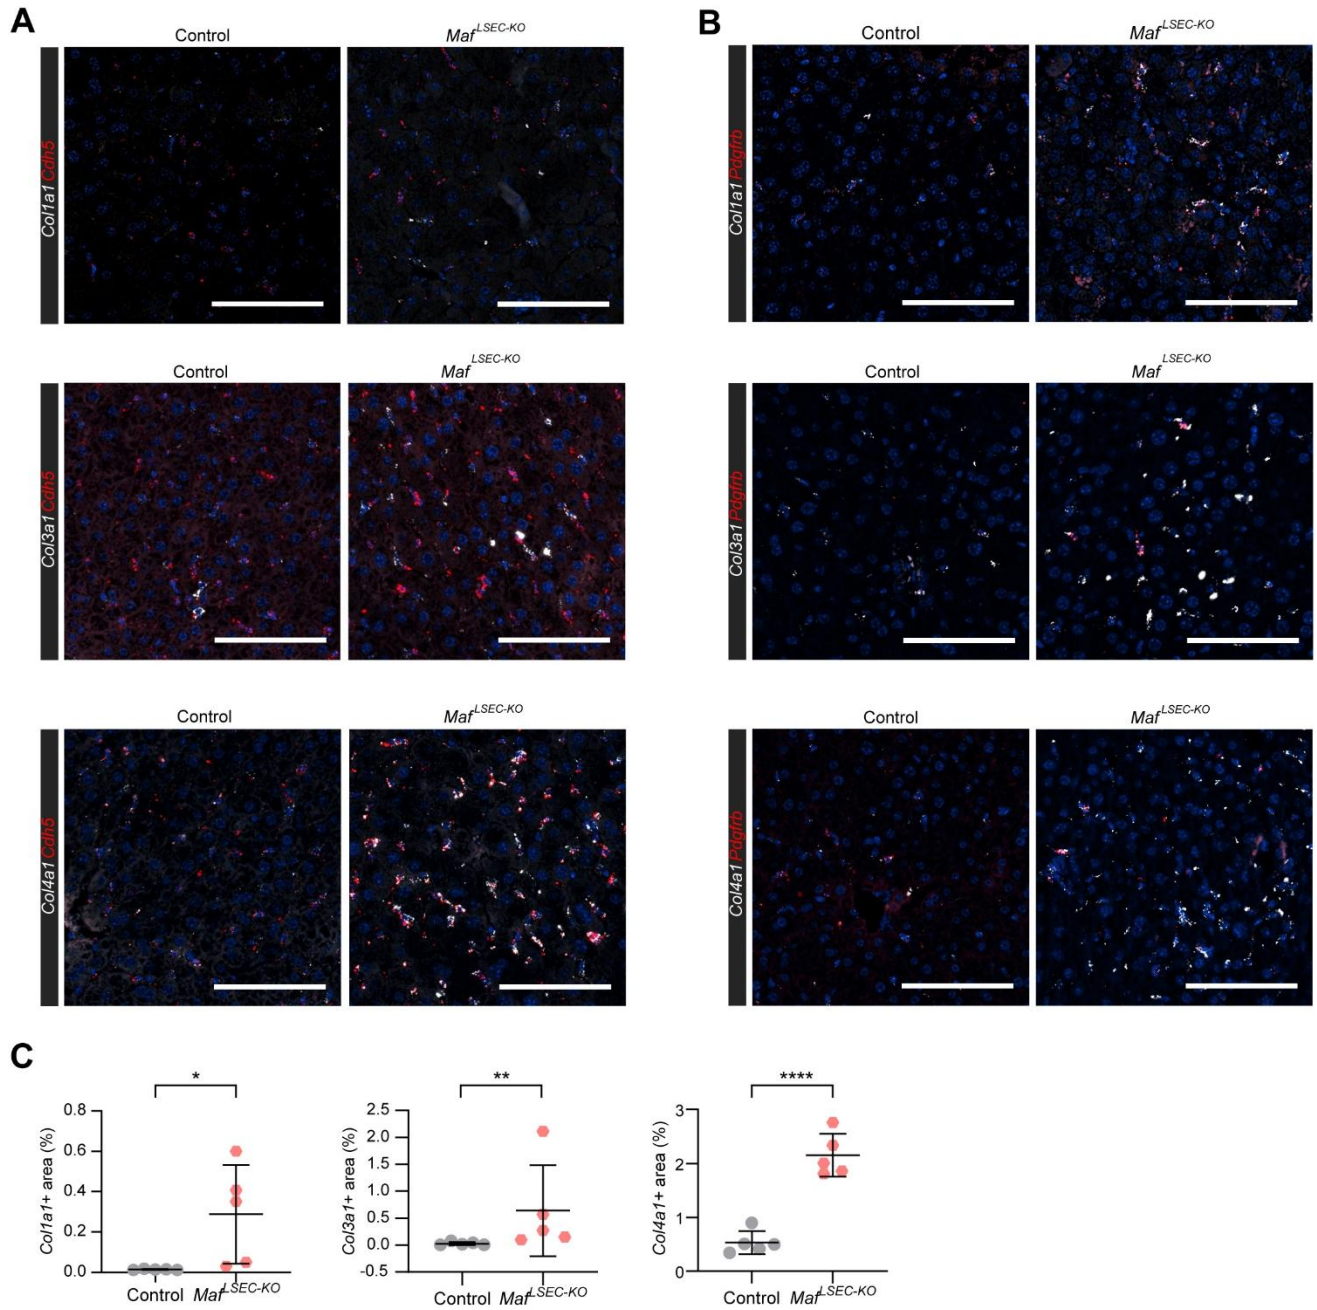

**Fig. S2. FISH of collagen genes in *Maf*<sup>LSEC-KO</sup> mice.**

(A) FISH of liver tissue for *Colla1*, *Col3a1*, and *Col4a1* using *Cdh5* as an endothelial marker ( $n = 5$ ). (B) FISH of liver tissue for *Colla1*, *Col3a1*, and *Col4a1* using *Pdgfrb* as a marker for activated HSC ( $n = 5$ ). (C) Quantification of *Colla1*, *Col3a1*, and *Col4a1* areas in (A) ( $n = 5$ ). (C) Welch's  $t$  test; \*  $p < .05$ ; \*\*  $p < .01$ , \*\*\*\*  $p < .0001$ .

**Fig. S3**

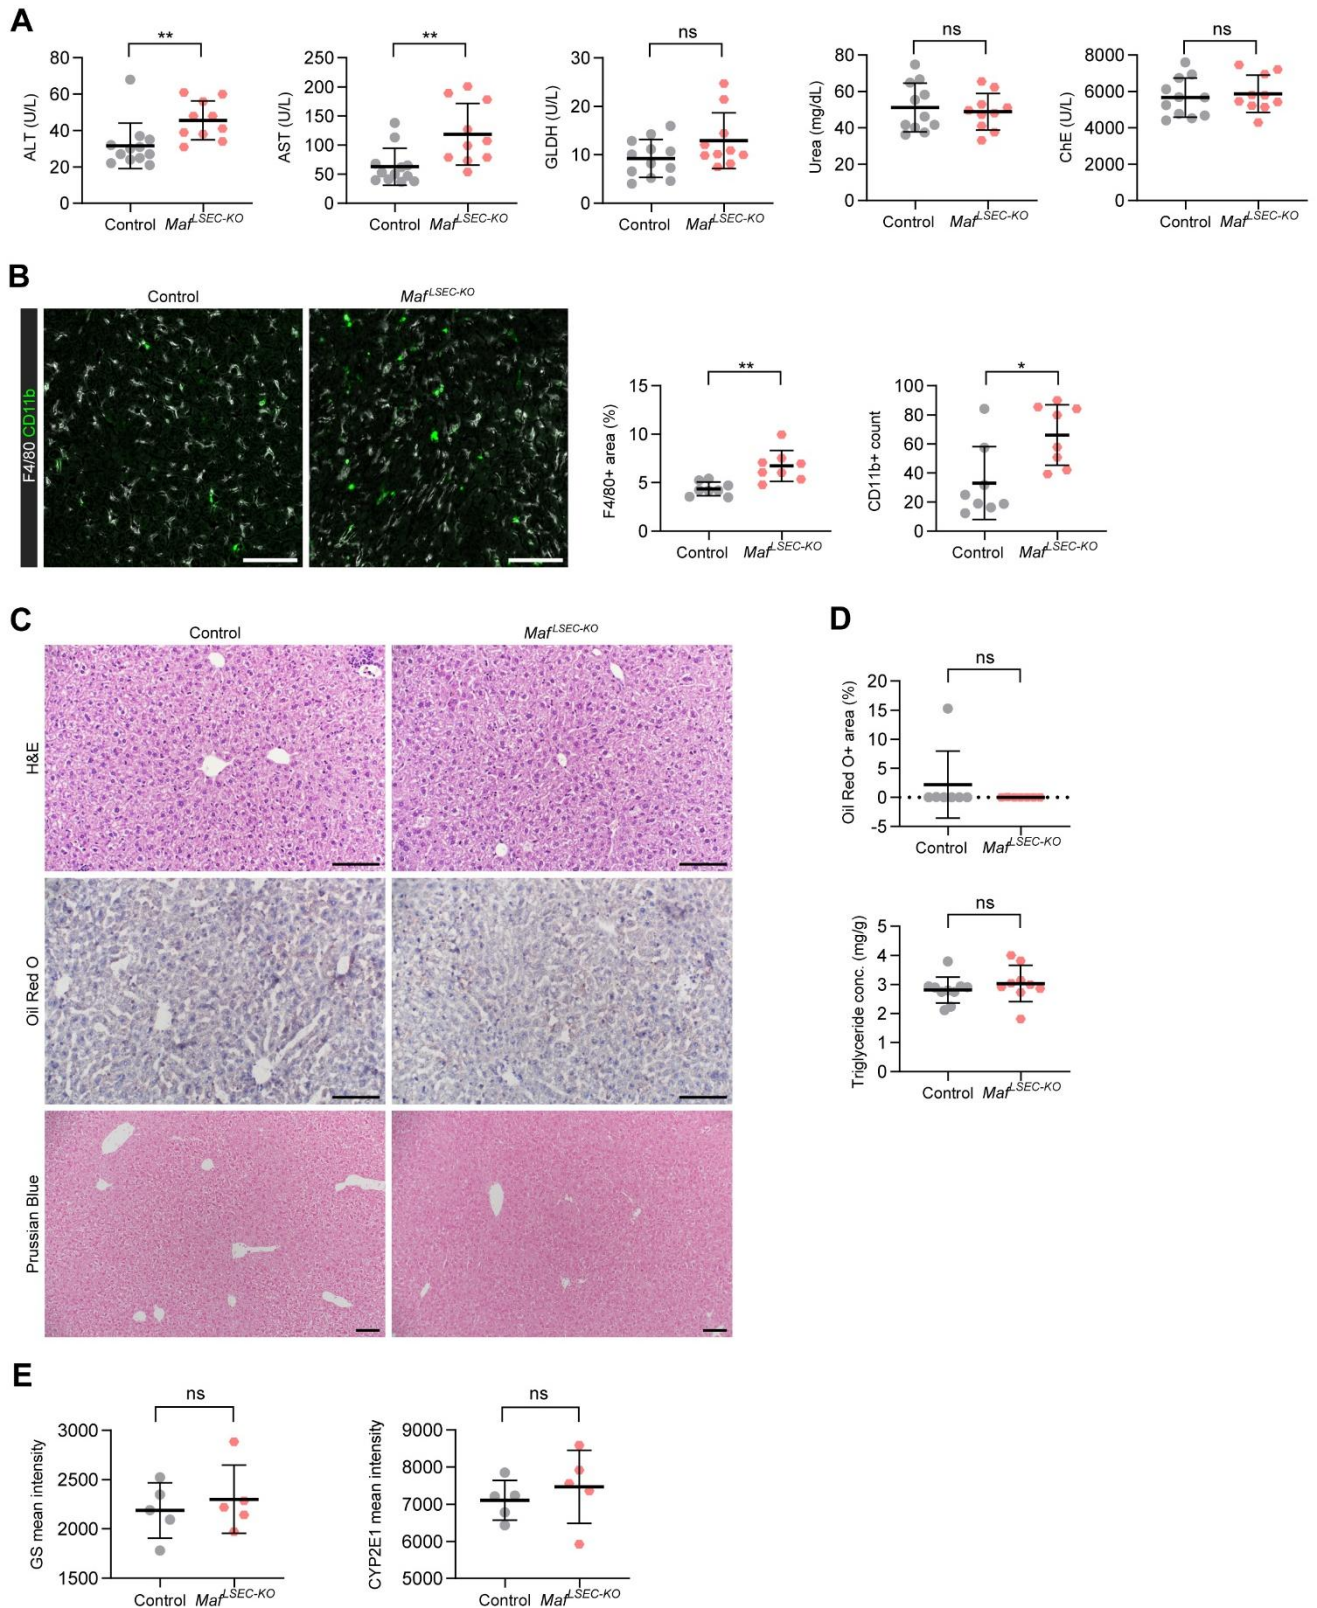

**Fig. S3. Plasma values and histology for *Maf<sup>LSEC-KO</sup>* mice.**

(A) Blood plasma levels of ALT, AST, GLDH, Urea and Cholinesterase (ChE) ( $n = 10, 11, 12$ ). (B) Immunofluorescence staining and quantification of F4/80 and CD11b ( $n = 8$ ). (C) H&E, Oil Red O, and Prussian blue

staining ( $n = 7, 10$ ). (D) Quantification for Oil Red O staining ( $n = 7$ ) and triglyceride concentration of livers ( $n = 9, 10$ ). (E) Quantification of GS and CYP2E1 mean intensity ( $n = 5$ ). Scale bars: 100  $\mu\text{m}$ . Mean  $\pm$  SD. (A) Mann-Whitney  $U$  test; (B, D, E) Welch's  $t$  test; n.s.  $p \geq .05$ ; \*  $p < .05$ ; \*\*  $p < .01$ .

**Fig. S4**

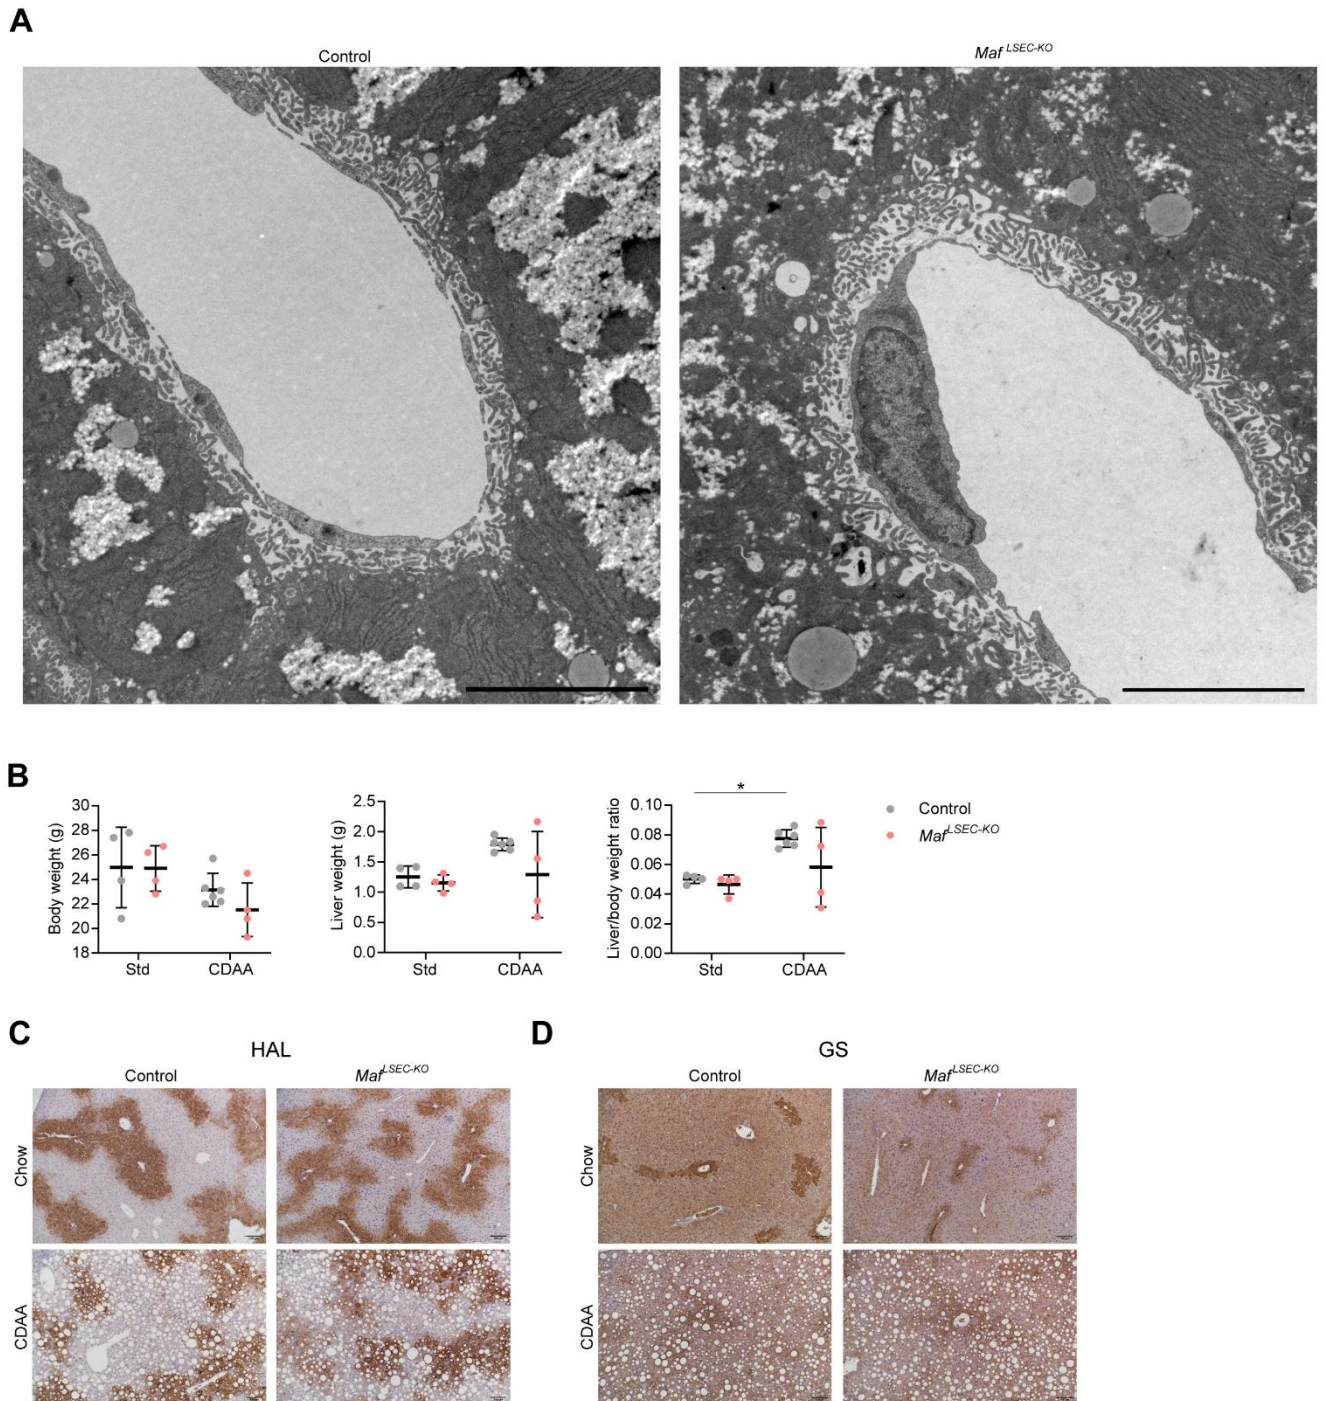

**Fig. S4. Transmission Electron Microscopy of Chow fed mice; and basic animal data and metabolic zonation of CDAA diet fed mice.**

(A) Transmission Electron Microscopy overview of liver sinus. (B) Body weight, liver weight, and liver/body weight ratio after Chow and CDAA diet ( $n = 4, 6$ ). IHC staining of (C) HAL and (D) GS in livers after Chow and CDAA diet ( $n = 4, 6$ ). (A) Scale bars:  $5 \mu\text{m}$ . (C-D) Scale bars:  $100 \mu\text{m}$ . (B) Two-way ANOVA and Tukey's post-hoc test;  $*p < .05$ .

**Fig. S5**

**A**

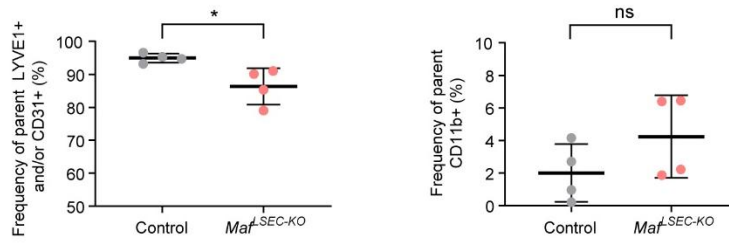

**B**

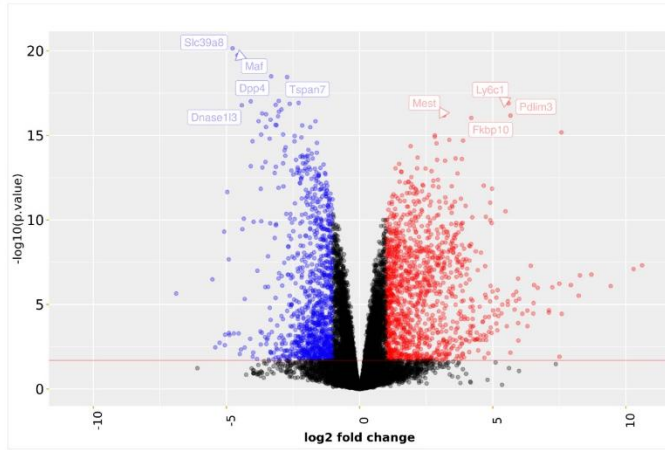

**C**

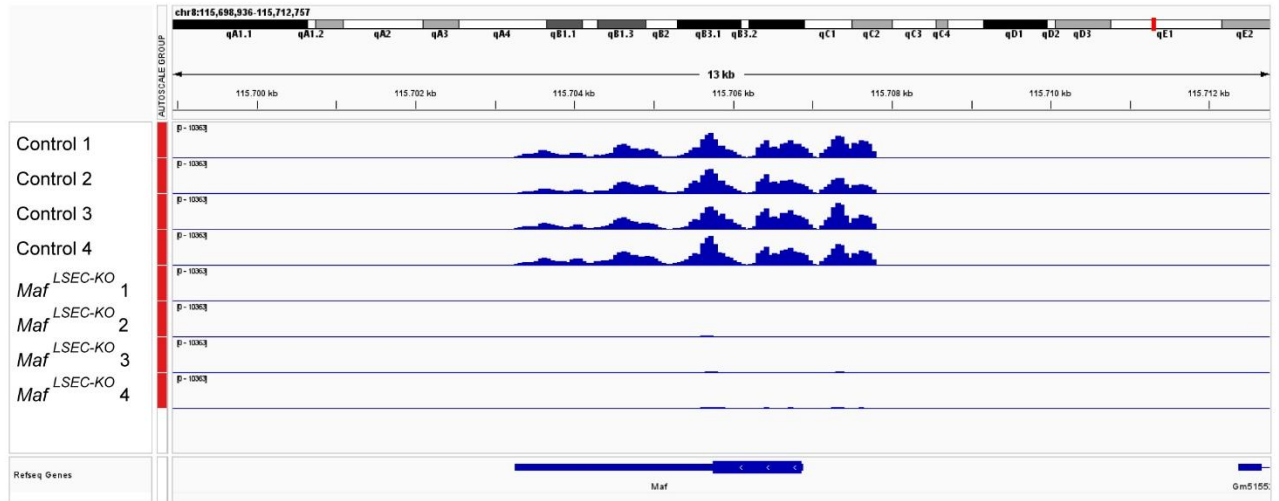

**Fig. S5. Bulk RNA-seq analysis of LSEC.**

(A) FACS analysis of isolated LSEC using sinusoidal endothelial marker LYVE1, endothelial marker CD31 and myeloid marker CD11b. (B) Volcano plot of fold changes and  $p$  values of bulk RNA-seq data of LSEC. (C) Gene track for bulk RNA-seq signal from isolated LSEC at the *Maf* locus for controls and *Maf*<sup>LSEC-KO</sup> mice ( $n = 4$ ). Scale bars: 100  $\mu\text{m}$ . Mean  $\pm$  SD. (A) Welch's  $t$  test; n.s.  $p \geq .05$ ; \*  $p < .05$ .

**Fig. S6**

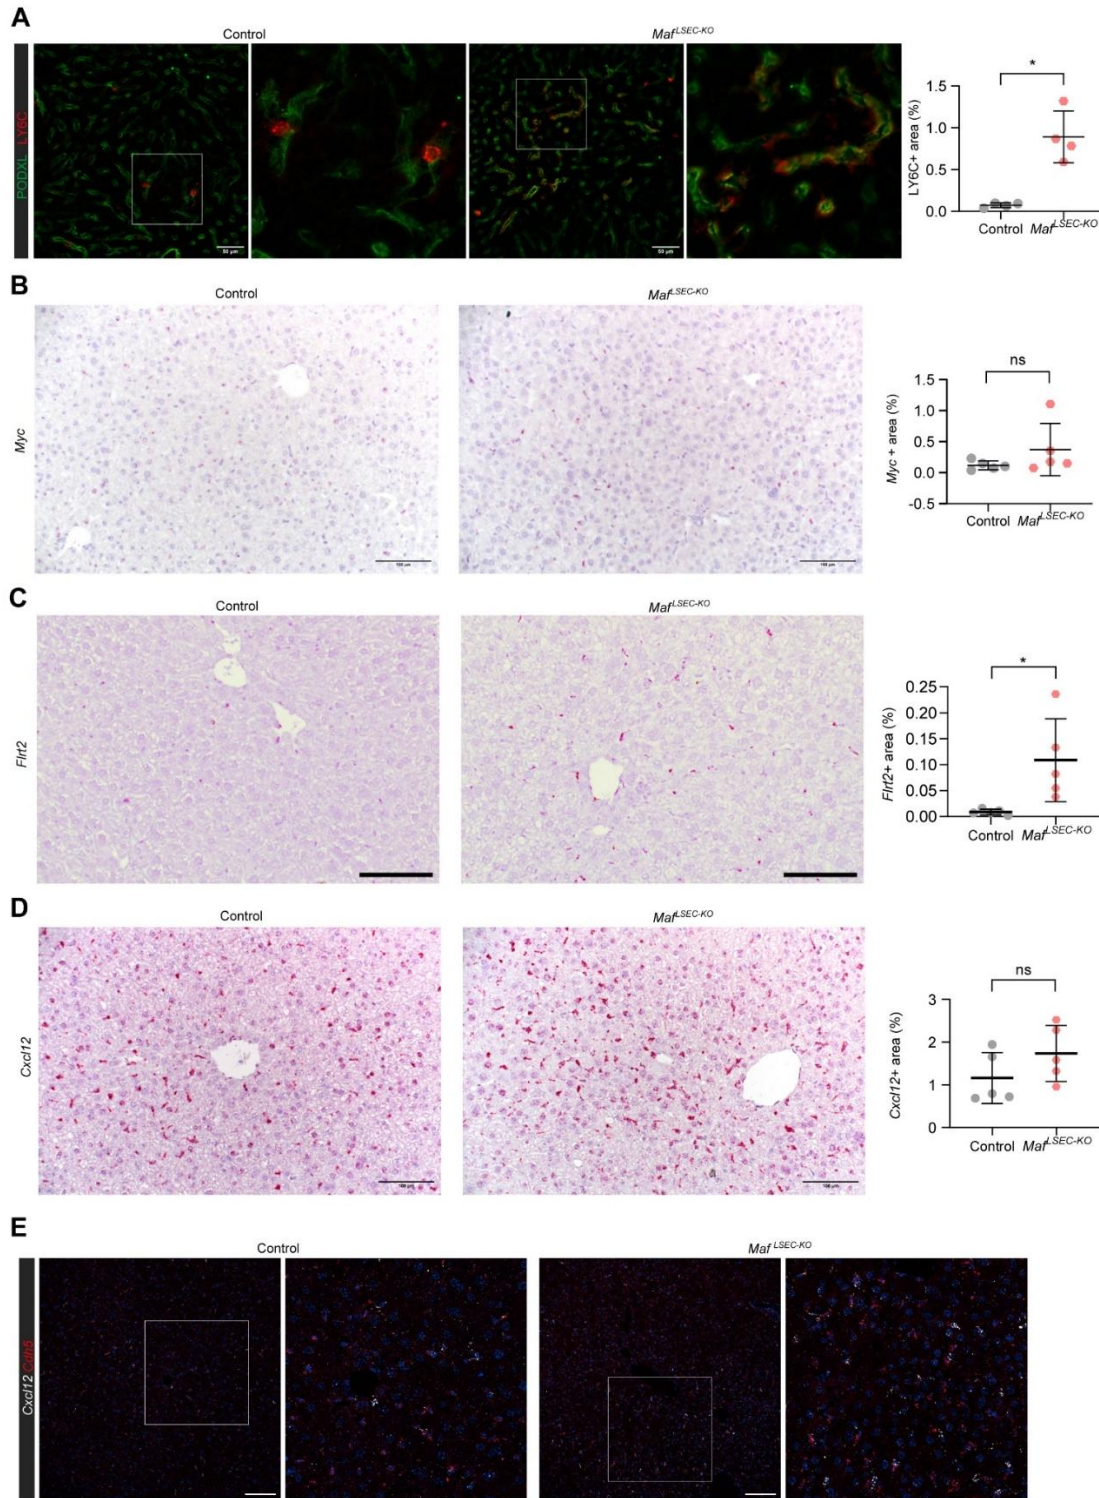

**Fig. S6. Immunofluorescence staining and *in situ* hybridization of dysregulated genes identified by bulk RNA-seq.**

(A) Immunofluorescence staining with zoom-in for PODXL and LY6C and quantification of LY6C area (n = 5). (B) *In situ* hybridization and quantification of (B) *Myc*, (C) *Flrt2*, and (D) *Cxcl12* (n = 5). (E) FISH of *Cxcl12* and *Cdh5* with zoom-in (n = 5). (B) Mann-Whitney *U* test; (A, C-E) Welch's *t* test. n.s.  $p \geq .05$ ; \*  $p < .05$ .

**Fig. S7**

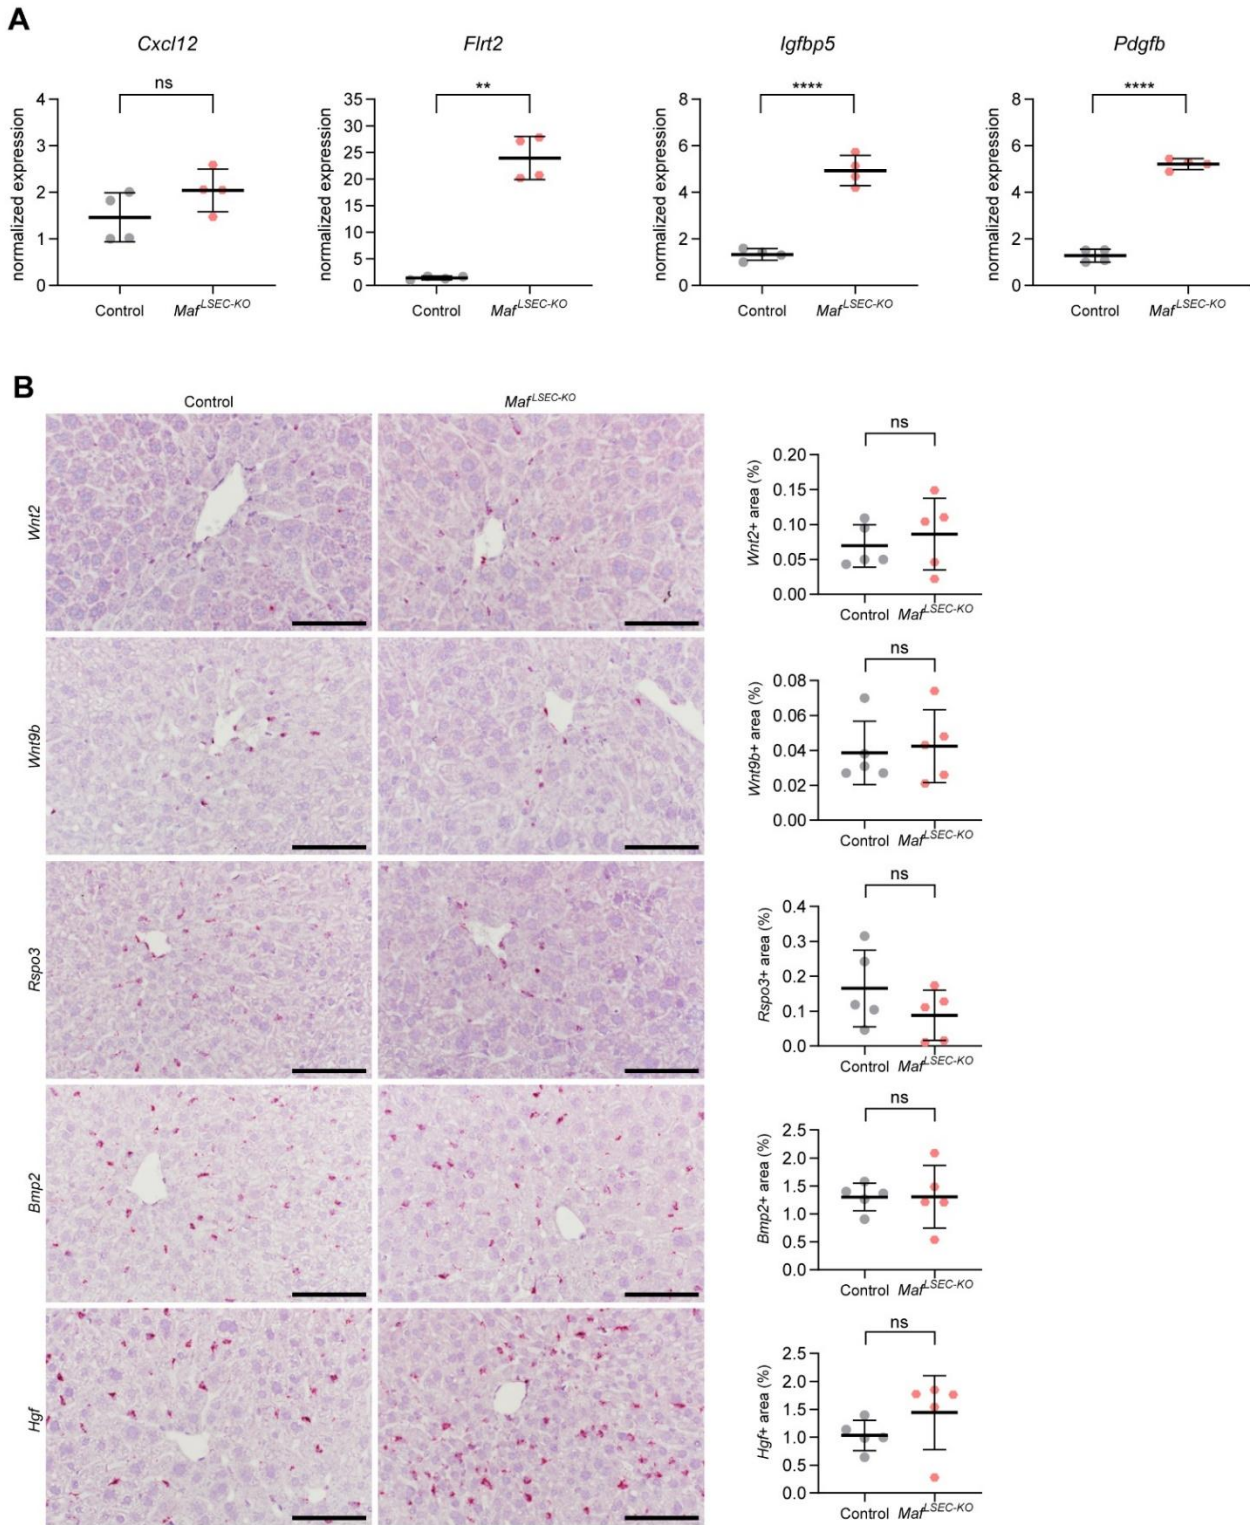

**Fig. S7. *In situ* hybridization of hepatic angiocrine factors.**

(A) qPCR of *Cxcl12*, *Flrt2*, *Igfbp5*, and *Pdgfb* using RNA from isolated LSEC (n = 4). (B) *In situ* hybridization and quantification for *Wnt2*, *Wnt9b*, *Rspo3*, *Bmp2* and *Hgf* (n = 5). Mean ± SD. (B [*Wnt2*, *Rspo3*, *Bmp2*]) Welch's *t* test. (B [*Wnt9b*, *Hgf*] Mann-Whitney *U* test. n.s.  $p \geq .05$ .; \*  $p < .05$ .

**Fig. S8**

**A**

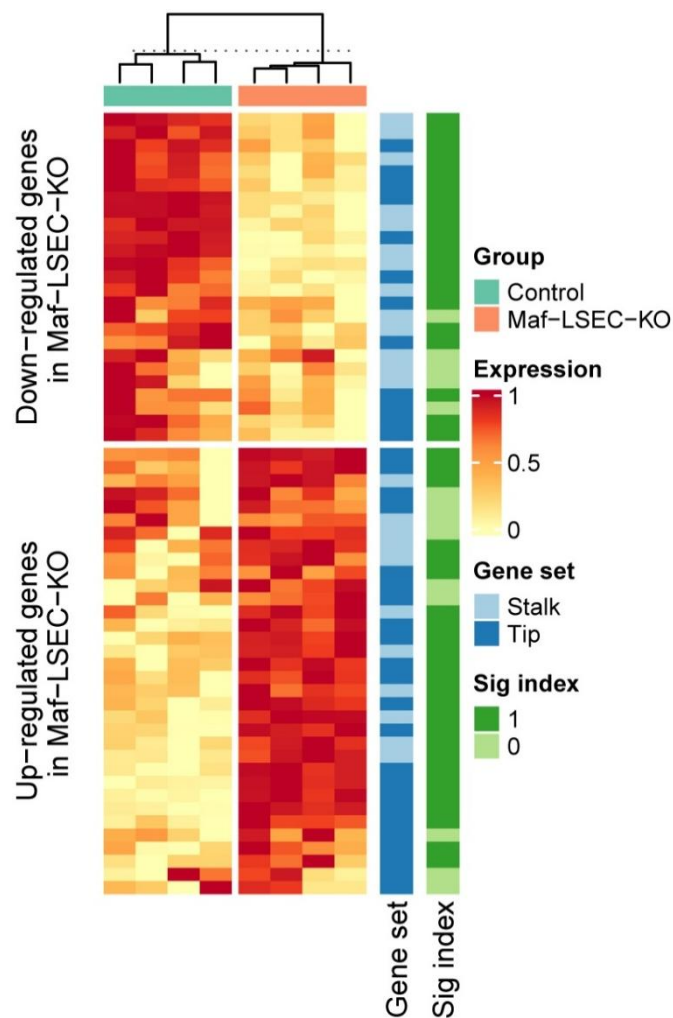

**B**

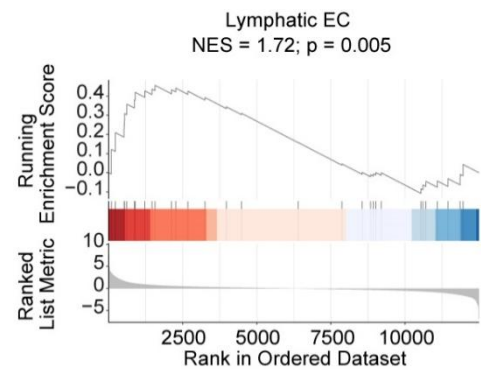

**Fig. S8. Heatmap of angiogenesis related genes and enrichment analysis for lymphatic EC.**

(A) Heatmap of tip and stalk cell genes in RNA-seq data from LSEC. (B) Enrichment plot for lymphatic EC associated genes. NES, normalized enrichment score.

**Fig. S9**

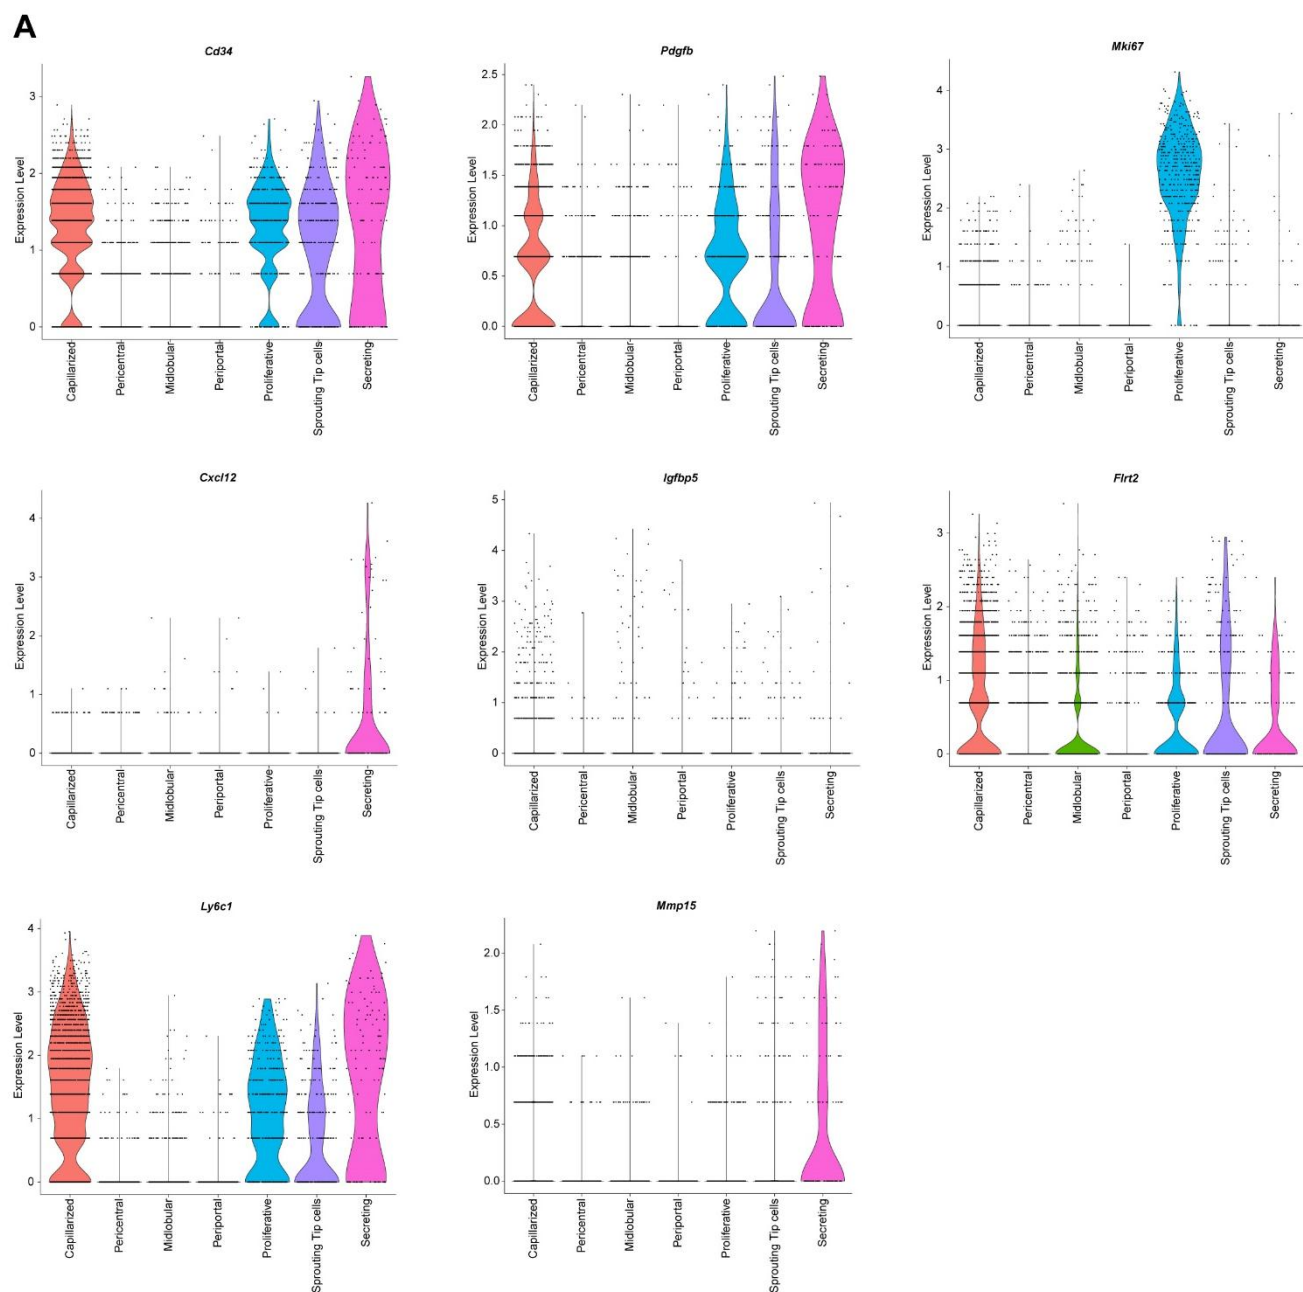

**Fig. S9. Gene expressions for genes of interest in scRNA-seq of LSEC.**  
(A) Violin plots for the genes of interest (*Cd34*, *Pdgfb*, *Mki67*, *Cxcl12*, *Igfbp5*, *Flrt2*, *Ly6c1*, and *Mmp15*).

**Fig. S10**

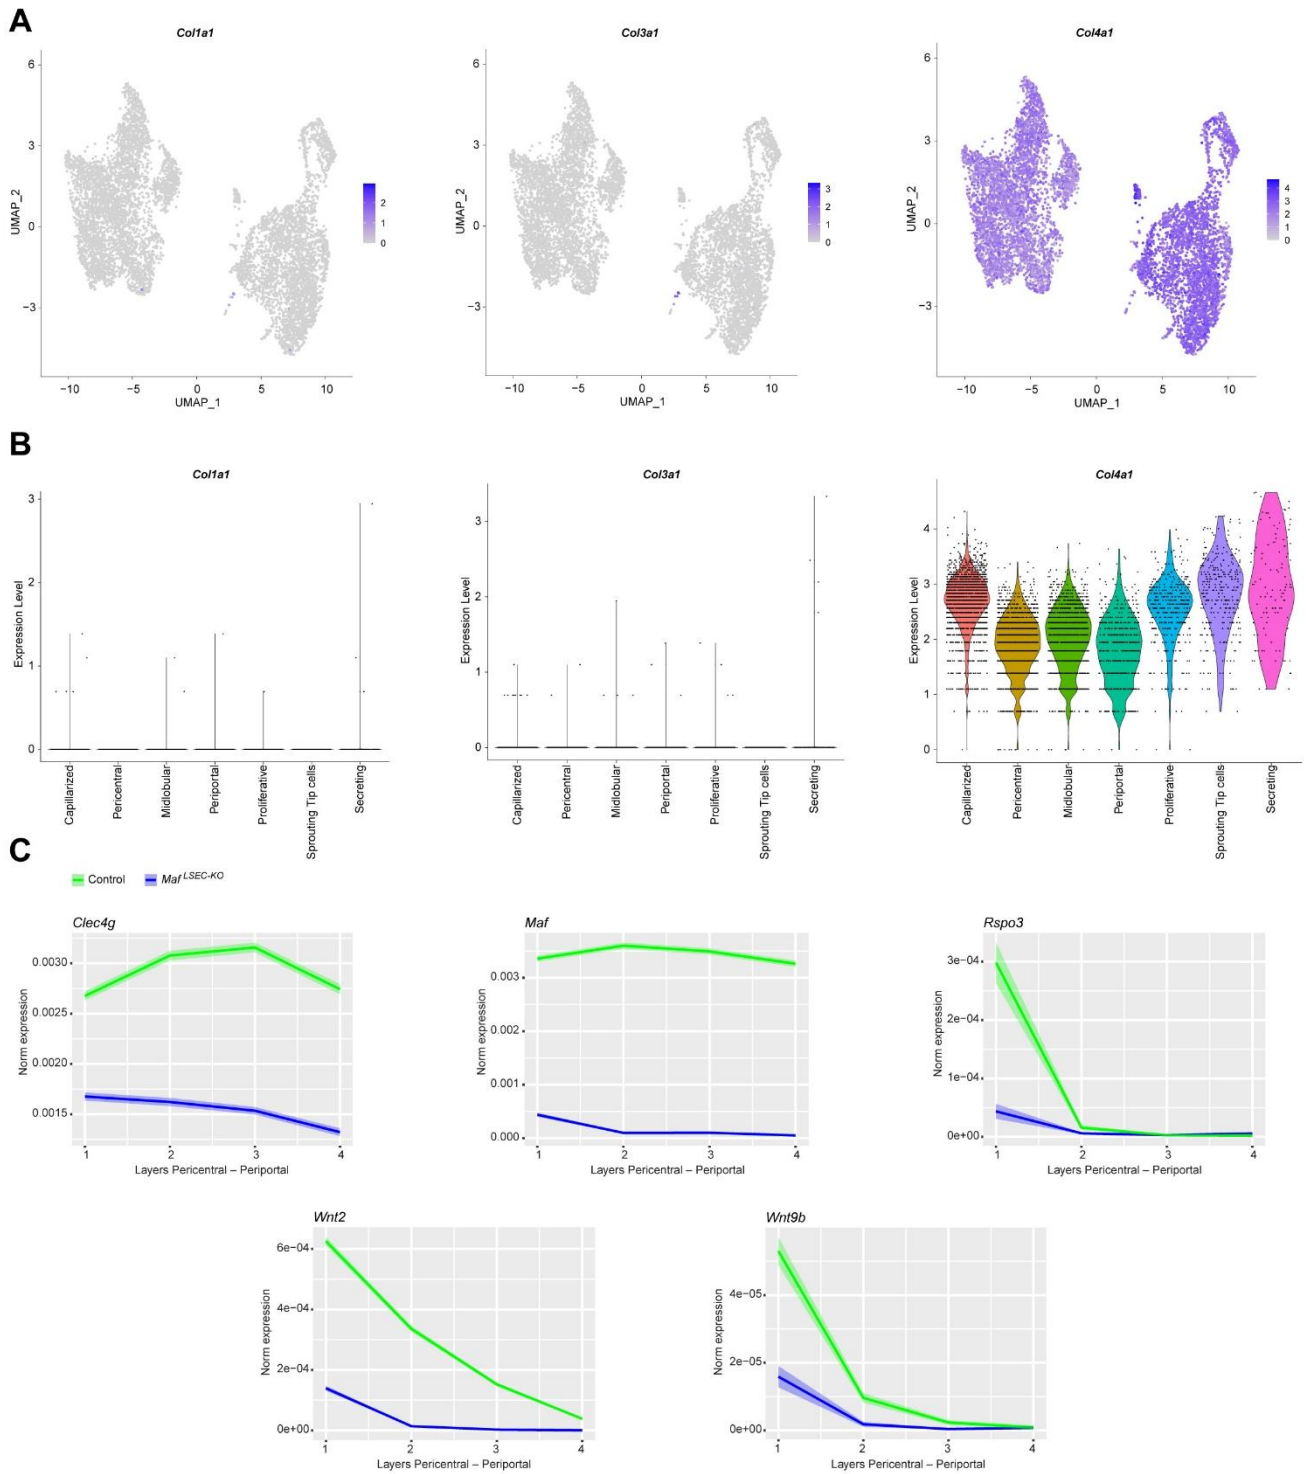

**Fig. S10. Gene expressions for genes of interest and zonated expression of Wnt factors in scRNA-seq of LSEC.** Annotation for the genes of interest (*Col1a1*, *Col3a1* and *Col4a1*) in (A) UMAP plot and (B) violin plot. (C) Gene expressions for *Clec4g*, *Maf*, and Wnt factors (*Rspo3*, *Wnt2*, and *Wnt9b*) in LSEC zones ranging from pericentral (1) to periportal (4).

## Table S1

**Results of bulk RNA-seq analysis of hepatic endothelial cells from *Maf*<sup>LSEC-KO</sup> vs. control mice**

See separate Excel file: Table\_S1\_bulk-RNA-seq\_LSEC\_Maf-LSEC-KO\_vs\_Controls.xlsx

## Table S2

**Results of ATAC-seq analysis of hepatic endothelial cells from *Maf*<sup>LSEC-KO</sup> vs. control mice**

See separate Excel file: Table\_S2\_ATAC-seq\_LSEC\_Maf-LSEC-KO\_vs\_Controls.xlsx

## Table S3

**TOBIAS footprint analysis**

See separate Excel file:

Table\_S3\_ATAC-seq\_LSEC\_TOBIAS\_footprints\_Maf-LSEC-KO\_vs\_Controls.xlsx

## Table S4

**Directly c-Maf regulated genes identified by downregulated c-Maf footprints and significant dysregulation in bulk RNA-seq data of hepatic endothelial cells**

See separate Excel file:

Table\_S4\_Genelist\_c-Maf-footprint\_down\_and\_adj\_p\_0.05\_in\_bulk-RNA-seq.xlsx

## Supplementary References

- [1] Schneider CA, Rasband WS, Eliceiri KW. NIH Image to ImageJ: 25 years of image analysis. *Nat Methods* 2012;9:671–5. <https://doi.org/10.1038/nmeth.2089>.
- [2] Schindelin J, Arganda-Carreras I, Frise E, et al. Fiji: an open-source platform for biological-image analysis. *Nature Methods* 2012;9:676–82. <https://doi.org/10.1038/nmeth.2019>.
- [3] Hruz T, Wyss M, Docquier M, et al. RefGenes: identification of reliable and condition specific reference genes for RT-qPCR data normalization. *BMC Genomics* 2011;12:156. <https://doi.org/10.1186/1471-2164-12-156>.
- [4] Winkler M, Staniczek T, Kürschner SW, et al. Endothelial GATA4 controls liver fibrosis and regeneration by preventing a pathogenic switch in angiocrine signaling. *Journal of Hepatology* 2021;74:380–93. <https://doi.org/10.1016/j.jhep.2020.08.033>.
- [5] H Backman TW, Girke T. systemPipeR: NGS workflow and report generation environment. *BMC Bioinformatics* 2016;17:388. <https://doi.org/10.1186/s12859-016-1241-0>.
- [6] Bray NL, Pimentel H, Melsted P, et al. Near-optimal probabilistic RNA-seq quantification. *Nat Biotechnol* 2016;34:525–7. <https://doi.org/10.1038/nbt.3519>.
- [7] Ritchie ME, Phipson B, Wu D, et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Research* 2015;43:e47. <https://doi.org/10.1093/nar/gkv007>.
- [8] Gu Z, Eils R, Schlesner M. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics* 2016;32:2847–9. <https://doi.org/10.1093/bioinformatics/btw313>.
- [9] Xu S, Hu E, Cai Y, et al. Using clusterProfiler to characterize multiomics data. *Nat Protoc* 2024;1–29. <https://doi.org/10.1038/s41596-024-01020-z>.
- [10] Su T, Yang Y, Lai S, et al. Single-Cell Transcriptomics Reveals Zone-Specific Alterations of Liver Sinusoidal Endothelial Cells in Cirrhosis. *Cellular and Molecular Gastroenterology and Hepatology* 2021;11:1139–61. <https://doi.org/10.1016/j.jcmgh.2020.12.007>.
- [11] Corces MR, Trevino AE, Hamilton EG, et al. An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. *Nat Methods* 2017;14:959–62. <https://doi.org/10.1038/nmeth.4396>.
- [12] Heinz S, Benner C, Spann N, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* 2010;38:576–89. <https://doi.org/10.1016/j.molcel.2010.05.004>.
- [13] Wang Q, Li M, Wu T, et al. Exploring Epigenomic Datasets by ChIPseeker. *Current Protocols* 2022;2:e585. <https://doi.org/10.1002/cpz1.585>.
- [14] Ben-Moshe S, Veg T, Manco R, et al. The spatiotemporal program of zonal liver regeneration following acute injury. *Cell Stem Cell* 2022;29:973–989.e10. <https://doi.org/10.1016/j.stem.2022.04.008>.

- [15] Butler A, Hoffman P, Smibert P, et al. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat Biotechnol* 2018;36:411–20. <https://doi.org/10.1038/nbt.4096>.
- [16] McGinnis CS, Murrow LM, Gartner ZJ. DoubletFinder: Doublet Detection in Single-Cell RNA Sequencing Data Using Artificial Nearest Neighbors. *Cell Syst* 2019;8:329-337.e4. <https://doi.org/10.1016/j.cels.2019.03.003>.
- [17] Kalucka J, de Rooij LPMH, Goveia J, et al. Single-Cell Transcriptome Atlas of Murine Endothelial Cells. *Cell* 2020;180:764-779.e20. <https://doi.org/10.1016/j.cell.2020.01.015>.
- [18] Halpern KB, Shenhav R, Massalha H, et al. Paired-cell sequencing enables spatial gene expression mapping of liver endothelial cells. *Nature Biotechnology* 2018;36:962. <https://doi.org/10.1038/nbt.4231> <https://www.nature.com/articles/nbt.4231#supplementary-information>.
- [19] Ramachandran P, Dobie R, Wilson-Kanamori JR, et al. Resolving the fibrotic niche of human liver cirrhosis at single-cell level. *Nature* 2019;575:512–8. <https://doi.org/10.1038/s41586-019-1631-3>.
- [20] Hafemeister C, Satija R. Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. *Genome Biology* 2019;20:296. <https://doi.org/10.1186/s13059-019-1874-1>.
- [21] Germain P-L, Lun A, Garcia Meixide C, et al. Doublet identification in single-cell sequencing data using scDblFinder. *F1000Res* 2021;10:979. <https://doi.org/10.12688/f1000research.73600.2>.
- [22] Williams M, Bonnardel J, Haest B, et al. Spatial proteogenomics reveals distinct and evolutionarily conserved hepatic macrophage niches. *Cell* 2022;185:379-396.e38. <https://doi.org/10.1016/j.cell.2021.12.018>.
- [23] Nagy D, Maude H, Birdsey GM, et al. RISING STARS: Liver sinusoidal endothelial transcription factors in metabolic homeostasis and disease. *J Mol Endocrinol* 2023;71:e230026. <https://doi.org/10.1530/JME-23-0026>.

# Supplementary material for: Endothelial c-Maf prevents MASLD-like liver fibrosis by regulating chromatin accessibility to suppress pathogenic microvascular cell subsets
**Source:** JHEP Rep. 2025 Jun 6;7(9):101475. doi: 10.1016/j.jhepr.2025.101475
**Supplement:** Multimedia component 2

**JHEP Reports**

**CTAT methods**

Tables for a “Complete, Transparent, Accurate and Timely account” (CTAT) are now mandatory for all revised submissions. The aim is to enhance the reproducibility of methods.

- Only include the parts relevant to your study
- Refer to the CTAT in the main text as ‘Supplementary CTAT Table’
- Do not add subheadings
- Add as many rows as needed to include all information
- Only include one item per row

**If the CTAT form is not relevant to your study, please outline the reasons why:**

- 1. **Antibodies**

- 1. **Cell lines**

- 1. **Organisms**

- 1. **Sequence based reagents**

- 1. **Biological samples**

- 1. **Deposited data**

- 1. **Software**

- 1. **Other (*e.g*. drugs, proteins, vectors etc.)**

- 1. **Please provide the details of the corresponding methods author for the manuscript:**

**2.0 Please confirm for randomised controlled trials all versions of the clinical protocol are included in the submission. These will be published online as supplementary information.**

# Supplementary material for: Endothelial c-Maf prevents MASLD-like liver fibrosis by regulating chromatin accessibility to suppress pathogenic microvascular cell subsets
**Source:** JHEP Rep. 2025 Jun 6;7(9):101475. doi: 10.1016/j.jhepr.2025.101475
**Supplement:** Multimedia component 3

# ICMJE DISCLOSURE FORM

**Date:** 3/11/2025

**Your Name:** Anna Maria Randi

**Manuscript Title:** Endothelial c-Maf protects against liver fibrosis by regulating chromatin accessibility to suppress pathogenic microvascular cell subsets

**Manuscript Number (if known):** JHEPR-D-24-01424

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 3/11/2025

**Your Name:** Christian David Schmid

**Manuscript Title:** Endothelial c-Maf protects against liver fibrosis by regulating chromatin accessibility to suppress pathogenic microvascular cell subsets

**Manuscript Number (if known):** JHEPR-D-24-01424

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 3/11/2025

**Your Name:** Carsten Sticht

**Manuscript Title:** Endothelial c-Maf protects against liver fibrosis by regulating chromatin accessibility to suppress pathogenic microvascular cell subsets

**Manuscript Number (if known):** JHEPR-D-24-01424

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 3/11/2025

**Your Name:** Dorka Nagy

How the deposited data were processed for this re-analysis (not part of the article)

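LSECs isolated from control and *Maf* LSEC-KO mice were measured by 3′ scRNA-seq, with 1 library per condition and a pool of 3 mice in each. The values deposited by the authors are UMI counts per gene and barcode, whole numbers without normalization, made by alignment to mm10 and counting with Cell Ranger, for 32285 genes and for barcodes with at least 500 UMIs. The subtraction of the mean of empty droplets that the supplementary methods describe is not part of these counts and was not repeated. Bulk RNA-seq, ATAC-seq and staining were not analysed here.

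Barcodes with at least 1500 UMIs and 750 genes were kept, as in the paper. Each library was clustered with Seurat 5.3.0 in R 4.3.3, with 16 principal components for control and 20 for *Maf* LSEC-KO and a resolution of 0.3. The normalization for this step is not named in the text of the paper, and SCTransform fitted to each library was used. Doublets were scored with Scrublet in scanpy 1.11.5 in place of the paper's package. Its automatic limit marked 0 cells in each library, so the cells with the highest scores were removed, in the number given by the expected rate (4.53% in the control and 5.67% in the *Maf* LSEC-KO library), a rule chosen after the scores were seen. Endothelial-like clusters were those with a UMI of *Pecam1* and of at least 7 of 14 endothelial genes in at least 50% of cells and no marker of another cell type from the paper's list in more than 50%. Cells with a *Vwf* UMI were then left out. Other clusters were given the name of a cell type with the ending -like when at least 3 of its marker genes were among the 50 genes with the largest ratio of CPM to all other cells, with a pseudocount of 5 CPM.

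The LSECs of both libraries were merged and normalized together with SCTransform (sctransform 0.4.2), with 3000 variable genes, 22 principal components and a resolution of 0.3. Mitochondrial and ribosomal protein genes were left out. Throughout, ribosomal protein genes are those whose symbol starts with Rps or Rpl followed by a digit. Genes such as *Rpsa* and the *Rplp* genes were thus not counted among them. Whether the authors fitted SCTransform to both libraries together is not stated in the paper's text. Clusters were numbered by size, and a cluster was counted to the library with the larger share of its own LSECs in it.

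For levels, UMIs were summed over the LSECs of a library and divided by the sum of UMIs outside mitochondrial and ribosomal protein genes (33577560 in control and 40803429 in *Maf* LSEC-KO LSECs). Intervals are exact at the 95% level, Poisson for sums and their ratios and Clopper-Pearson for shares, computed with scipy 1.17.1, and they cover counting error only. A count of 0 was given a limit of 3 counts. Shares were also taken after each LSEC had been thinned at random to 2700 UMIs, the 10th percentile of the shallower library rounded down. LSECs held between 1512 and 53852 UMIs in the control and between 1506 and 103948 UMIs in the *Maf* LSEC-KO library. As 1 library per condition gives no replicates, no test between conditions and no adjusted p was computed.

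For zonation, landmark genes had a mean fraction of UMIs above 1e-05 in control and 1e-06 in *Maf* LSEC-KO LSECs, a p below 0.01 for Spearman's correlation, and a correlation above 0.3 (central) or below −0.2 in control and −0.1 in *Maf* LSEC-KO LSECs (portal), as the supplementary methods state. This p was used only as the paper's limit for choosing landmarks, since cells are not replicates.

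The genes named were those that the paper names for this experiment, the 10 genes with the largest and the 10 with the smallest ratio among genes of at least 50 CPM in either library (not all of these are listed), and the genes that the paper names for bulk RNA-seq, ATAC-seq or staining of LSECs. Also named were sex genes, immediate early genes, nuclear-retained RNAs and interferon-stimulated genes. The figures of the paper had been seen when this rule was written.

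The alternatives covered doublets, the *Vwf* filter, a filter on markers per cell, a limit of 10% mitochondrial UMIs, log-normalization, 30 principal components, a resolution of 0.5, 100 neighbours, minima of UMIs, and leaving out genes more than 2-fold apart or *Maf* from the variable genes. They also covered scaling by the UMIs of all genes, by the median of ratios and by TMM (edgeR 4.0.16), the mean over cells of CPM, thinning, and the choice of landmark genes, limits and cells for the zonation score. Genes of Table S4 were compared as lists with 10000 random lists matched in 20 bins of expression.

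The computations were tested on simulated data. For 3901 simulated genes of at least 50 CPM the largest error of the log2 ratio was 0.17, and 95.0% of the intervals held the true ratio. These sums were drawn from Poisson distributions, which the intervals assume. The share thus checks the computation and not the spread of UMIs between cells. All 200 genes changed on purpose had the right direction. All simulated central and portal landmarks that were called were true ones, and the score followed the true position with a Spearman's rho of 0.965. Of random lists of 44 genes, 4% fell outside the limits, and 74% of lists moved by 0.5 on the log2 scale were found. Control LSECs split at random had 50.0% of their neighbours in their own group. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used for the other steps.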

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

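All 3 tests for *Vwf* were chosen only after the result had been seen, while the tests for ribosomal protein genes were set before it.

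Ribosomal protein genes, without *Rpsa* and the *Rplp* genes, took 16.5% of the UMIs of all barcodes of the *Maf* LSEC-KO library. In the control library they took 7.57%, and in LSECs 17.5% and 7.29%. The paper removed these genes and does not report their share, which stood above the control level. More immune cells could raise the share of the whole library but not the share within LSECs, where the ratio of *Maf* LSEC-KO to control was 2.41. A technical difference that affects all cells alike would raise other cell types as much, but the ratio was 1.45 in macrophage-like, 1.26 in monocyte/neutrophil-like and 0.977 in T/NK cell-like cells. In B cell-like cells it was 1.90, with 39 *Maf* LSEC-KO cells. A technical difference as the whole cause is thus excluded by the macrophage-like cells, while a smaller technical part stays open. Cycling cells were not the cause, since the ratio was 2.40 without cluster 7. Within the *Maf* LSEC-KO library the share was 17.9% in LSECs with 0 *Maf* UMIs, 14.4% in those with at least 2 and 10.4% in those with at least 5. Between the libraries, the ratio was 1.48 in LSECs with 0 *Maf* UMIs, of which the control library had only 32, 1.99 in those with at least 2, 1.46 in those with at least 5 and 1.15 in LSECs of the clusters with a control majority. A hypothesis is that loss of *Maf* may raise ribosomal protein transcripts in LSECs. These ratios do not decide on it, as LSECs with at least 2 *Maf* UMIs held *Maf* at 3476 CPM in the control and 1054 CPM in the *Maf* LSEC-KO library. This was found and tested on the same 2 libraries, and a response of the altered LSECs to isolation, which was not tested, also stays open.

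A *Vwf* UMI was found in 26.6% (25.3 to 28.0) of *Maf* LSEC-KO and 3.73% (3.19 to 4.34) of control endothelial-like cells after removal of doublets. The paper used *Vwf* only to leave such cells out. Depth alone would make the shares alike after thinning, but they were 13.5% (12.4 to 14.5) and 2.16% (1.72 to 2.66). Free RNA would give other cell types of the *Maf* LSEC-KO library a like share, but after thinning it was 1.71% (0.632 to 3.69) in macrophage-like cells. In T/NK cell-like cells, for which the test was first written, it was 5.45% (1.14 to 15.1), an interval too wide to decide. For large-vessel cells as the source, the cluster led by *Vwf*, *Selp* and *Fbln2* was examined, where 11.5% of the *Vwf*-positive *Maf* LSEC-KO cells lay. Only 14.9% of the *Vwf*-positive control cells lay there too. Large-vessel cells may thus lie outside this cluster, and the test cannot decide. Clusters led by *Kcne3* and by *Ly6c1* held 36.7% and 28.8% of the *Vwf*-positive *Maf* LSEC-KO cells. A cluster led by *Dcn*, *C3* and *Ccl21a* held 10.7% of them and 39.1% of the *Vwf*-positive control cells. A hypothesis is that many *Maf* LSEC-KO LSECs may express *Vwf*, in which case the filter on *Vwf* also removes altered LSECs. Large-vessel cells as the source of some or most of the *Vwf*-positive cells also stay open.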

How the results depend on the processing

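SCTransform fitted to each library on its own, the 3 settings with *Wnt2* or all Wnt factors left out of the landmarks while the other landmarks were kept, and leaving out cluster 8 were chosen only after the results had been seen. No paired analysis was possible because each condition has 1 library.

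Of the values for single genes under the alternatives, 434 stayed within their counting interval, 237 left it with the direction kept and 7 were reversed. Of the values that answer a comparison, 121 stayed the same, 88 moved and 6 were reversed. Here a value counted as moved when it left its counting interval, the score shift when its second decimal changed, a count beyond 1.5 times and a list when it crossed a percentile limit. The directions of the 18 genes named by the paper for this experiment held under the 8 alternatives set beforehand. Without cluster 8 that of *Cxcl12* was reversed. For all values below, the cause was not tested unless given.

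Own-library share of neighbours, 95.3%. It was 94.3% with 100 neighbours, 91.7% without the genes more than 2-fold apart, which removes genes that separate the libraries by construction, and 86.9% with SCTransform per library, which centres each library on its own.

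Share of LSECs in clusters at least 90% from 1 library, 90.6%. It was 98.6% without doublet removal, 93.7% with *Vwf*-positive cells kept, 92.7% with the filter per cell, 88.3% with log-normalization, 62.8% without the genes more than 2-fold apart, 94.4% after thinning, 93.9% at a resolution of 0.5 and 61.2% with SCTransform per library.

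Share of *Maf*-positive *Maf* LSEC-KO LSECs in clusters with a control majority, 53.7%. It was 27.7% with at least 1 and 77.6% with at least 5 *Maf* UMIs, and 11.1% with SCTransform per library, below the 26.7% of LSECs with 0 *Maf* UMIs, which reverses the order.

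*Maf* level, a log2 ratio of −4.79. It was −5.13 with *Vwf*-positive cells kept, −4.96 when scaled to the UMIs of all genes, −4.90 with median-of-ratios scaling, −4.89 with TMM and −4.19 as a mean of CPM per cell. Among single genes, *Malat1* turned from 0.07 to −0.11 with all genes, −0.046 with median-of-ratios and −0.037 with TMM scaling, and *Pecam1* from 0.11 to −0.063 and −0.000696 with all genes and median-of-ratios, within the shift that these scalings give every gene. *Arg1* turned from −0.31 to 0.82 as a mean of CPM per cell, and *Cxcl12* from 0.36 to −0.63 without cluster 8, which held 83.2% of its control and 91.7% of its *Maf* LSEC-KO UMIs.

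Share of LSECs with an *Mki67* UMI, 2.55% in control and 22.9% in *Maf* LSEC-KO. It was 1.79% and 13.2% after thinning, which removes UMIs by construction, and 1.78% and 15.6% with at least 2 UMIs. The share with a *Col1a1* or *Col3a1* UMI, 0.578% and 1.41%, was 0.321% and 0.750% after thinning, 0.313% and 0.706% with at least 2 UMIs, 0.343% and 0.940% with the filter per cell, and 0.314% and 0.790% without cluster 8.

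Zonation score shift, 0.64. It was 0.21 with the control landmarks in both libraries, 0.23 with the *Maf* LSEC-KO landmarks in both, 0.65 with all 4 starting landmarks, −0.062 with the control limits in both, which leaves 1 portal landmark in *Maf* LSEC-KO LSECs, 0.39 after thinning, with fewer landmarks in both libraries and a *Maf* LSEC-KO median at the upper end of the score, 0.68 without LSECs in clusters of the other library, 0.58 with the mitochondrial limit, 0.68 without doublet removal, 0.70 with *Vwf*-positive cells kept, 0.68 with the maximum over both libraries, 0.63 with *Wnt2* not scored, 0.20 with the control landmarks without Wnt factors and without LSECs in clusters of the other library, 0.20 with these landmarks and only *Maf* LSEC-KO LSECs with 0 *Maf* UMIs, and 0.66 without cluster 8.

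Layer 1 share of *Wnt2*, 52.4% in control and 84.5% in *Maf* LSEC-KO LSECs. The control share was 57.3% with the *Maf* LSEC-KO landmarks, 58.6% after thinning, 51.1% without doublet removal and 51.0% with *Wnt2* itself left out. The *Maf* LSEC-KO share was 78.5% with the control landmarks, 75.4% with the control limits, 81.5% without LSECs in clusters of the other library, 87.9% with *Vwf*-positive cells kept, 81.2% with *Wnt2* not scored, 71.4% with the control landmarks without Wnt factors and 69.7% with these landmarks in LSECs with 0 *Maf* UMIs. Thinned *Maf* LSEC-KO LSECs and *Maf* LSEC-KO LSECs with *Wnt2* itself left out gave no usable layers, because many scores were tied at 1.

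Layer 1 share of *Rspo3*, 91.1% in control and 45.6% in *Maf* LSEC-KO LSECs. The control share was 87.5% with the *Maf* LSEC-KO landmarks, 94.1% after thinning, 92.6% without LSECs in clusters of the other library, 94.0% with the mitochondrial limit, 88.2% without doublet removal, 93.8% with *Vwf*-positive cells kept and 92.5% with the control landmarks without Wnt factors. The *Maf* LSEC-KO share was 77.3% with the control landmarks, 62.3% with all 4 starting landmarks, 64.4% with the control limits, 98.0% with *Vwf*-positive cells kept, 75.8% with the control landmarks without Wnt factors, 65.3% with these landmarks in LSECs with 0 *Maf* UMIs and 64.1% without cluster 8, which held 27.4% of its *Maf* LSEC-KO UMIs. For *Wnt9b*, 78.8% in control and 85.0% in *Maf* LSEC-KO, the control share was 82.4% with the mitochondrial limit and 82.9% with *Vwf*-positive cells kept, and the *Maf* LSEC-KO share 95.7% with these cells kept.

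Layer 1 share of *Maf*, 24.4% in control and 59.2% in *Maf* LSEC-KO LSECs. The control share was 25.0% with the *Maf* LSEC-KO landmarks, 25.4% after thinning, 24.8% without LSECs in clusters of the other library and 24.8% with the mitochondrial limit. Thinning reversed it against the 25% of no gradient. The *Maf* LSEC-KO share was 47.3% with the control landmarks, 45.2% with all 4 starting landmarks, 64.5% with the control limits, 65.7% with the mitochondrial limit and 60.6% without doublet removal, and it was reversed to 18.7% without LSECs in clusters of the other library, a setting that removes the LSECs with most of the *Maf* UMIs. For *Clec4g*, 22.5% in control and 26.2% in *Maf* LSEC-KO, the control share was 23.9% with the *Maf* LSEC-KO landmarks, 23.2% after thinning, 23.0% without LSECs in clusters of the other library and 22.2% with the mitochondrial limit. The *Maf* LSEC-KO share was 25.5% with all 4 starting landmarks, 26.8% with the control limits, 25.3% without LSECs in clusters of the other library, 26.9% with the mitochondrial limit and 26.6% without doublet removal, and it was reversed to 21.6% with the control landmarks and 21.6% with *Vwf*-positive cells kept.

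Depth limits the genes with few UMIs most, such as *Sparcl1*, *Col1a1* and *Acta1*, which had 61, 47 and 2 UMIs in control LSECs.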

Differences from the paper's values

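SCTransform fitted to each library on its own and leaving out cluster 8 were chosen only after the values had been seen.

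In the cluster with the highest *Cxcl12* CPM, the paper's share of control LSECs is about 8% in Fig. 7C, read by eye, and the share found here was 13.9%. Of the alternatives set before the data were examined, none brought the share within 1.5 times the paper's. It was 12.3% without doublet removal, 37.2% with *Vwf*-positive cells kept, 4.69% with the filter per cell, 13.1% with the mitochondrial limit, 18.9% with log-normalization, 18.6% with 30 principal components, 19.8% without the genes more than 2-fold apart, 36.4% after thinning and 12.1% at a resolution of 0.5. With SCTransform per library, chosen after seeing the values, it was 15.2%. The clusters were built anew, so this cluster need not hold the same cells as the paper's. The caption of Fig. 7C names cluster proportions per genotype, while the share found here is one of cells, so the 2 may differ in unit. By genotype, cluster 8 held 0.361% of control and 2.86% of *Maf* LSEC-KO LSECs. A difference in unit as the cause was not tested.

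The paper states 7 clusters, and 8 were found here. The number was 7 with the filter per cell, with the mitochondrial limit and without the genes more than 2-fold apart.

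The paper states that *Igfbp5* and *Flrt2* are preferentially found in the capillarized cluster. In cluster 2, which *Cd34*, *Ly6c1* and *Ly6a* led, *Flrt2* was highest among clusters 2, 3, 7 and 8 of the *Maf* LSEC-KO library, at 252 CPM, while *Igfbp5* was highest in cluster 8, at 864 CPM, with 56.2 CPM in cluster 2. By UMIs, cluster 2 held the largest part of *Igfbp5* in the *Maf* LSEC-KO library, 35.3%. An *Igfbp5* UMI was found in 25 of the 93 *Maf* LSEC-KO cells of cluster 8. Over all *Maf* LSEC-KO LSECs, cells with at least 2 stellate genes held 22.5% of its UMIs. Cells with at least 2 lymphatic genes but without 2 stellate genes held 13.4%. The level in cluster 8 need thus not be a level of LSECs.

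The paper states that a gradient from pericentral to periportal areas is kept for *Rspo3* in *Maf* LSEC-KO LSECs. *Rspo3* stood at 18.6 CPM in layer 1 and 3.44 CPM in layer 3, but at 9.55 CPM in layer 4, still below layer 1. Without cluster 8, a setting chosen after seeing the values, these were 19.1, 1.82 and 4.37 CPM. *Wnt2* and *Wnt9b* fell at every step from layer 1 to layer 4. With *Vwf*-positive cells kept, *Rspo3* stood at 498 CPM in layer 1 and 1.91 CPM in layer 3, and layer 4 again lay above layer 3.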

Other observations

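SCTransform fitted to each library on its own, the tests of depth for the separation and of damaged cells, the comparison of macrophage-like cells, the tally of genes of Fig. 7D and the cells behind *Rspo3* with *Vwf*-positive cells kept were chosen only after the results had been seen, as were the settings behind both tests of the *Wnt2* gradient and leaving out cluster 8.

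Separation of the libraries. A difference in depth would bring the own-library share of neighbours near the expected 50.0% after thinning, but it was 95.5%. A technical difference that affects all cells alike would place *Maf*-positive *Maf* LSEC-KO LSECs with the other *Maf* LSEC-KO LSECs, but 53.7% of them lay in clusters with a control majority with *Maf* left out of the variable genes. Among 148 control and 457 *Maf* LSEC-KO macrophage-like cells, the own-library share was 58.6%, with 49.9% expected, against 89.8% for the same numbers of LSECs drawn at random. A change of LSECs that depends on *Maf* stays as a hypothesis. With SCTransform fitted to each library on its own, the share of *Maf*-positive LSECs in clusters with a control majority was 11.1%, below the 26.7% of LSECs with 0 *Maf* UMIs, so this result depends on the normalization.

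Cluster 8. RNA of hepatic stellate cells may account for much of *Cxcl12* in the *Maf* LSEC-KO library, since 57.8% of its UMIs came from 46 cells with at least 2 stellate genes. For *Sparcl1* such cells held only 18.8%, so stellate RNA was not its main source. Lymphatic endothelial cells were not the main source of *Cxcl12* either, as cells with at least 2 lymphatic genes held 14.8% of its UMIs and those without 2 stellate genes 1.87%. In the 23 cluster 8 cells of the *Maf* LSEC-KO library with at least 2 stellate genes, *Dcn* stood at 7755 CPM and *Acta2* at 1216 CPM. In the other 70, *Dcn* stood at 1.79 CPM, *Cdh5* at 1441, *Ccl21a* at 2637, *Sparcl1* at 751 and *Cxcl12* at 497 CPM. Cluster 8 thus holds cells of at least 2 kinds. Without it the log2 ratio of *Cxcl12* turned from 0.36 to −0.63.

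Gradient of *Wnt2* in *Maf* LSEC-KO LSECs. With layers defined by *Wnt2* itself, its share of layer 1 would be near 25% without the Wnt factors among the landmarks, but it was 71.4% when the LSECs in clusters of the other library were left out too. Remaining *Maf*-expressing LSECs as the whole cause would bring the share near 25% without them, but it was 69.7% (66.5 to 72.9) in the 2559 *Maf* LSEC-KO LSECs with 0 *Maf* UMIs, with the same landmarks. A smaller part from *Maf* below the detection of 1 UMI stays open, and other inputs to *Wnt2* were not tested.

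Zonation score. Different landmark genes for the libraries and a true shift cannot be told apart, since the shift was 0.21 with the control landmarks in both libraries, against 0.64 with separate landmarks, and since the central landmarks were themselves lower in *Maf* LSEC-KO LSECs.

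Clusters of few UMIs. Damaged cells that kept mainly the nucleus and a zonal group cannot be told apart in cluster 5. It had 5.29% of UMIs on nuclear RNAs, above all other clusters, but all 7 genes of the list of periportal markers were also highest in it among the clusters with a control majority, and its median mitochondrial share of 7.27% does not decide between the 2. Cells that had lost the nucleus may explain the few UMIs of cluster 6, which had 0.360% on nuclear RNAs against 1.98% or more in the other clusters. All 6 genes shown for the periportal cluster in Fig. 7D were highest in cluster 5 within the control library. Of the 6 genes shown for the sprouting cluster in Fig. 7D, 3 were highest in cluster 3 within the *Maf* LSEC-KO library.

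Immediate early genes. All 8 genes tested (*Fos*, *Fosb*, *Jun*, *Junb*, *Jund*, *Egr1*, *Atf3* and *Ier2*) were higher in cluster 3 than in clusters 2, 7 and 8 of the *Maf* LSEC-KO library, by 0.34 to 1.13 on the log2 scale. A dissociation response and a state of these LSECs in the liver cannot be told apart, because both raise these genes and *Egr1* was among the genes that led the cluster. Between the libraries, their log2 ratios lay between 1.16 for *Jund* and 2.75 for *Atf3*, and all 8 stayed above 0 under each scaling.

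Genes of Table S4. The 144 genes of the less bound list that were lower in bulk RNA-seq had a median log2 ratio of −0.75 in the sums over LSECs, and 134 of them were lower. The median stood at percentile 0 of the random lists (−0.01 to 0.21), so the lower direction of this list is seen in these libraries too. Of the 44 genes higher in bulk RNA-seq, 42 could be tested, with a median of 0.28 and 31 genes higher. Percentile 96.5 of the random lists (−0.08 to 0.30) leaves chance and a rise that cannot be told apart, as the simulated lists of this length were found in 74% of cases only.

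*Maf* left in the *Maf* LSEC-KO library. Free RNA was not its main source, since 214 LSECs (6.57%) with at least 5 *Maf* UMIs held 86.3% of the UMIs. The other *Maf* LSEC-KO LSECs held *Maf* at 18.1 CPM. Escape from excision by lower *Clec4g* would give the *Maf*-positive LSECs less *Clec4g*, but the ratio of their *Clec4g* CPM to that of LSECs with 0 *Maf* UMIs was 1.20 (1.17 to 1.23). As *Maf* itself may act on *Clec4g*, whose level was lower in *Maf* LSEC-KO LSECs, the *Clec4g* level before excision and its level afterwards cannot be told apart.

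*Rspo3* and *Vwf*. With *Vwf*-positive cells kept, 148 *Maf* LSEC-KO cells (3.33%) in the cluster led by *Vwf*, *Selp* and *Fbln2* held 89.9% of the *Rspo3* UMIs of that library. In the control library, 26 cells (0.603%) of this cluster held 30.2%. *Rspo3* is itself among the genes that led this cluster, so its share there is not independent of the clustering. No biological explanation was tested for this pattern. The *Vwf*-positive cells held 77.7% of the *Wnt9b* and 46.3% of the *Wnt2* UMIs of the *Maf* LSEC-KO library, and 28.1% and 6.29% of those of the control library.

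Genes with the largest and smallest ratios. Among the largest log2 ratios of genes of at least 50 CPM were those of *Pcp4l1* (7.88), *Fcor* (7.85), *Chrm3* (7.44), *Ly6c1* (6.16), *Grrp1* (5.85), *Csf2rb* (5.68), *Capg* (5.16), *Peg10* (4.92) and *Pdlim3* (4.88). Among the smallest were those of *Hbb-bt* (−6.97), *Hbb-bs* (−6.81), *Hba-a2* (−6.64), *Hba-a1* (−5.67), *Col13a1* (−5.18), *Dnase1l3* (−4.93), *Maf* (−4.79), *Enpp6* (−4.60) and *Tpbgl* (−4.17). The hemoglobin genes, which are close paralogs, lay between −2.67 and −1.62 without doublet removal.

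Genes that the paper names for other experiments. In the sums over LSECs, the log2 ratio was 4.04 for *Myc*, 3.01 for *Esm1*, 2.61 for *Nid2*, 1.04 for *Samd4*, 0.82 for *Mindy4* and 0.82 for *Emcn*. It was −3.20 for *Stab2*, −0.86 for *Lyve1*, −3.80 for *Aass*, −3.44 for *Fcgr2b*, −0.79 for *Bmp2* and −0.92 for *Hgf*. None of these 12 directions changed under an alternative, while that of *Pecam1*, the gene of the stained CD31, did, from 0.11 to −0.063 when scaled to the UMIs of all genes and to −0.000696 by the median of ratios.

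Other genes. The interferon-stimulated genes *Isg15*, *Ifit1*, *Ifit3*, *Rsad2*, *Irf7* and *Cxcl10* had log2 ratios of 1.70, 0.70, 0.79, 1.00, 1.37 and 0.70. *Kcnq1ot1* stood at 1.12, *Neat1* at −0.41 and *Malat1* at 0.07, which turned below 0 under 3 scalings. *Cdh13*, with 148 CPM in control and 9.41 CPM in *Maf* LSEC-KO LSECs, stood at −3.98, and at −2.51 with *Vwf*-positive cells kept. *Xist* had 3 control and 12 *Maf* LSEC-KO UMIs, while *Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d* had log2 ratios of −0.85, −0.92, −0.76 and −0.73. Among the genes of the cell filter, *Acta1* had 2 control and 25 *Maf* LSEC-KO UMIs, *Adgre1* 39 and 155, *Arg1* 96 and 94, *Cd52* 147 and 340, *Clec4f* 453 and 929, and *Ptprc* 109 and 206. *Pecam1* stood at 706 and 764 CPM. The predicted gene *Gm42418*, named after its values were seen, took 9.94% of control and 6.31% of *Maf* LSEC-KO LSEC UMIs outside mitochondrial and ribosomal protein genes.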
